# Systematic monocyte subset analysis reveals differential contribution of Notch signaling components to monocyte heterogeneity

**DOI:** 10.1016/j.isci.2025.113795

**Published:** 2025-10-16

**Authors:** Yuangao Xu, Tamar Kapanadze, Svenja Gaedcke, Adan Chari Jirmo, Stefan Sablotny, Frauline Nicole Schroth, Susanne Hille, Oliver J. Müller, Matthias Lochner, Hermann Haller, Kai Schmidt-Ott, Jaba Gamrekelashvili, Florian P. Limbourg

**Keywords:** molecular biology, Immunology, cell biolog

## Abstract

Monocyte heterogeneity and plasticity create a spectrum of phagocytes essential for innate immune functions, which is partially regulated by Notch signaling. Using systematic monocyte subset analysis in different compartments, we here confirm that monocyte heterogeneity extends beyond the Ly6C^hi^ and Ly6C^lo^ monocytes and is regulated by Notch. Employing different monocyte-lineage-development-specific Cre-deleter strains in combination with conditional alleles for the receptor Notch2 or the Notch nuclear mediator Rbpj, we also show that subset development is differentially regulated by Notch-signaling components. Deletion of Notch2 broadly affects development of Ly6C^lo^ monocytes, or related monocyte subsets, and alters monocyte phenotypes, while deletion of Rbpj has more restricted effects, mostly on monocyte phenotypes. Furthermore, the developmental plasticity of Ly6C^hi^ monocyte subsets *in vitro* is regulated by Notch2 but dependent on the context of specific Notch ligand and myeloid growth factor. Thus, Notch signaling components differentially regulate monocyte heterogeneity and plasticity.

## Highlights

• Notch2 controls monocyte conversion and phenotype and defines heterogeneity of monocyte pools
• Rbpj regulates monocyte phenotype and migration, contributing to monocyte heterogeneity
• DLL1/4-Notch2 controls conversion of DC/GC-like monocytes in a growth-factor-dependent manner
• DLL1/4-Notch2 regulates GC-like monocyte plasticity toward monocyte subsets and MoDCs

## Introduction

Monocytes, macrophages (MFs), and dendritic cells (DCs) are key constituents of the mononuclear phagocyte system (MPS) involved in inflammation and the immune response. Within monocytes, two major subsets are discriminated in mice and humans based on phenotypic and functional features. In mice, inflammatory, classical, or Ly6C^hi^ monocytes are the prevalent subtype with high plasticity. In contrast, Ly6C^lo^ or non-classical monocytes are less frequent but represent a distinct subset with blood-vessel-patrolling behavior, for which they also have been termed patrolling monocytes.^1^^,^^2^^,^^3^ A third population, intermediate monocytes, was also recently proposed to be Ly6C^int^ monocytes in mice expressing CD209a^4^ with still unknown origin and function.

Ly6C^hi^ monocytes are short-lived and develop from myeloid progenitors in the central compartment of the bone marrow.^5^^,^^6^^,^^7^^,^^8^ They circulate in the peripheral blood (PB) and emigrate to the spleen or target organs, where they differentiate into a spectrum of effector cells, such as MFs, monocyte-derived dendritic cells (MoDCs), or Ly6C^lo^ monocytes.^8^^,^^9^^,^^10^^,^^11^^,^^12^ Ly6C^lo^ monocytes, in contrast, are relatively long-lived and develop from Ly6C^hi^ monocytes in a regulated process termed “monocyte conversion.”^9^^,^^13^ Besides blood vessel monitoring, they are involved in antitumor immunity.^14^^,^^15^^,^^16^ Patrolling monocytes may have the potential to differentiate further into specialized macrophage subsets in the spleen or lung.^17^^,^^18^^,^^19^

Ly6C^hi^ monocytes possess intrinsic developmental plasticity, which ensures a rapid shift in developmental fate depending on environmental signals, including niche-specific factors, inflammation, or pathogens. Ly6C^hi^ monocytes are heterogeneous and consist of at least two subsets.^20^ Granulocyte (GC)-like monocytes develop via granulocyte-monocyte progenitors (GMPs) and common monocyte progenitors (cMoPs) and express genes characteristic of neutrophilic granulocytes (*Chil3, Prtn3, Elane*, and *Mpo*). Dendritic cell (DC)-like monocytes are thought to be derived from the monocyte-DC progenitors (MDPs) and express genes related to dendritic cells (*Cd74*, *H2-Ab1*, and *Cd209a*).^20^^,^^21^ Both GC-like and DC-like subsets exist in the steady state, differentiate into different tissue MFs in the lung, intestine, or brain,^22^ and expand in response to inflammatory stimulation with CpG or LPS, respectively.^20^^,^^21^ The heterogeneity of inflammatory monocytes further includes Ym1^+^ Ly6C^hi^ or Cxcl10 monocytes, which expand under pathologic conditions.^23^^,^^24^

Furthermore, heterogeneity also exists in the pool of Ly6C^lo^ monocytes. Prototypical Ly6C^lo^ monocytes are CD11c^lo^MHCII^neg^CD43^+^ (Ly6C^lo^) or CD11c^neg^MHCII^neg^CD43^+^ (Ly6C^lo^2) and develop from Ly6C^hi^ monocytes by monocyte conversion, regulated by Notch signaling.^13^^,^^25^ These Notch2-dependent Ly6C^lo^ monocytes also require *Nr4a1*, *Bcl6*, *Irf2*, and *Cebpb* for development and maintenance.^4^^,^^25^ There is also a Notch2-independent subset, which has been reported to develop from an unknown progenitor in the absence of Ly6C^hi^ monocytes.^26^ A third subset (CD11c^neg^MHCII^+^CD43^neg^) of Ly6C^lo^ monocytes (MHCII^+^) is a minor subset in steady-state conditions but expands in Notch2-deficient mice^13^ and in models of systemic inflammation.^27^

Notch is a master regulator of myeloid cell development. Monocyte conversion in steady-state conditions depends on monocyte Notch2 signaling, which is activated by the Notch ligand Delta-like 1 (Dll1) *in vivo* and *in vitro*. This signaling further interacts with the TLR-Myd88 pathway during inflammation.^13^^,^^27^ Direct nuclear, transcriptional effects of Notch signaling are mediated by Rbpj (recombination signal binding protein for immunoglobulin κJ region), which is required for canonical Notch signaling, but noncanonical effects of Notch signaling have also been described. Deletion of Rbpj in monocytes upregulates CCR2 expression and thus influences Ly6C^lo^ monocyte distribution.^19^ Notch-Rbpj signaling also controls monocyte-to-macrophage transition in liver disease and the development of protective Ly6C^lo^ monocytes.^28^^,^^29^ Similarly, Notch2 and Rbpj are required for the formation of conventional DCs.^30^^,^^31^^,^^32^

Employing a systematic monocyte subset characterization, we here confirm that monocyte heterogeneity extends beyond the previously appreciated subsets of Ly6C^hi^ and Ly6C^lo^ monocytes, which in part is compartment-specific and regulated by Notch. Using monocyte-lineage-development-specific Cre-deleter strains targeting conditional alleles for Notch2 or Rbpj, we also show that subset development is differentially affected by deficiency in Notch-signaling components and by specific growth factors.

## Results

### Compartment-specific differences in Notch signaling in monocyte subsets

To characterize monocyte subset heterogeneity in central (BM) and peripheral (spleen) compartments and the associated Notch signaling activity, we first sorted and analyzed prototypical Ly6C^hi^ and Ly6C^lo^ monocytes from BM and spleen. RNA and surface expression of receptors Notch2, involved in monocyte conversion,^13^ and Notch1 were reduced in the spleen compared to BM in both monocyte subsets (Figures 1A–1C), while Notch-regulated genes *Hey2* and *Hes1* were upregulated in spleen monocytes compared to BM (Figure 1A). Furthermore, levels of transcription factors NR4A1 and OCT2 in both monocyte subsets were higher in peripheral compartments (PB, spleen) compared to BM (Figure 1D), confirming a previous report.^4^

**Figure 1:**
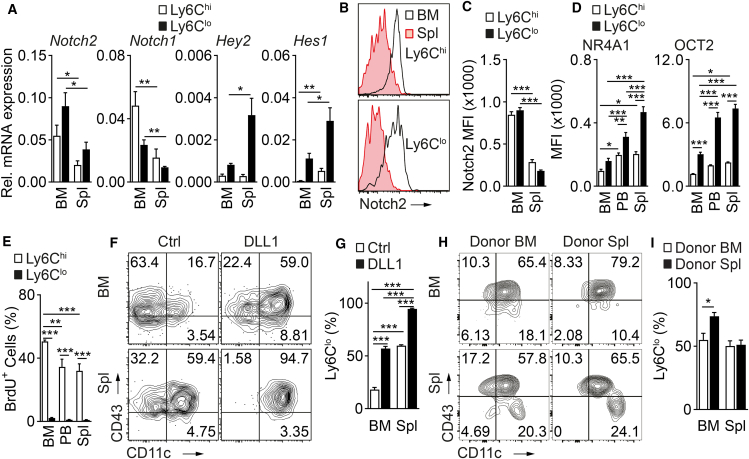
Monocyte subsets show compartment-specific differences in Notch signaling activity (A) Bar graphs showing relative expression of Notch receptors and Notch-regulated genes in Ly6C^hi^ and Ly6C^lo^ monocytes sorted from BM and Spl and analyzed by RT-qPCR. Data are pooled from three experiments; *n* = 3–5. (B and C) Representative flow cytometry histogram (B) and a bar graph (C) showing expression of the Notch2 receptor on the monocyte subsets. Data are representative of two independent experiments; *n* = 3. (D) Expression of monocyte signature transcription factors NR4A1 and OCT2 (encoded by *Pou2f2*) in monocyte subsets. Data are pooled from four experiments (*n* = 5/6). (E) Differential proliferation potential of monocyte subsets in organs as analyzed by BrdU incorporation. Bar graphs showing the relative frequency of BrdU^+^ cells. Data are pooled from three experiments (*n* = 6). (F and G) Representative flow cytometry plots (F) and bar graphs (G) depicting the relative frequency of Ly6C^lo^ monocytes in cultures. Data are representative of two independent experiments (*n* = 3). (H and I) Monocyte subsets show compartment-specific heterogeneity in conversion *in vivo*. Representative flow cytometry plots (H) and bar graphs depicting the relative frequency of donor-derived Ly6C^lo^ monocytes in donor total monocytes are shown. Data are pooled from two independent experiments (*n* = 6). (A, C, and I) Data are shown as mean ± standard error of the mean (SEM); ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001; two-tailed unpaired Student’s t test; (D, E, and G) Data are shown as mean ± SEM; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001; one-way ANOVA with Bonferroni’s multiple comparison test.

Higher Notch signaling activity was associated with lower proliferation behavior. After a single pulse of BrdU followed by overnight chasing, the frequency of BrdU^+^ Ly6C^hi^ monocytes was higher in BM than in spleen and PB, confirming previous studies (Figure 1E).^5^^,^^9^

We next tested *in vitro* whether the compartment source and the associated differences in endogenous Notch activity alter monocyte conversion response. We have shown previously that, *in vitro,* BM Ly6C^hi^ monocytes, in the presence of recombinant Notch ligand DLL1, convert to CD11b^+^Ly6C^lo/−^CD11c^+^CD43^+^ Ly6C^lo^ monocytes, consistent with patrolling monocytes.^13^^,^^27^ Compared to BM Ly6C^hi^ monocytes, spleen Ly6C^hi^ monocytes, which have higher endogenous Notch activity, showed higher conversion rates to Ly6C^lo^ monocytes without and with DLL1 stimulation (Figures 1F and 1G). Together, these data suggest compartment-specific differences in monocyte Notch activity and conversion behavior.

To assess the differentiation potential of Ly6C^hi^ monocytes derived from different compartments *in vivo*, we sorted Ly6C^hi^ monocytes from the BM and spleen of CD45.2^+^ CX_3_CR1-GFP^+^ donor mice, transferred them adoptively into congenic CD45.1^+^ mice and monitored the phenotype and fate of CD45.2^+^ Ly6C^hi^ progeny in recipients. Compared to donor monocytes from the BM, donor splenic monocytes converted at a higher rate to Ly6C^lo^ monocytes in recipient BM, which is in line with recent studies pointing to BM blood vessels being the place of conversion (Figures 1H and 1I).^33^ Thus, monocyte subsets show compartment-specific developmental heterogeneity linked with differences in intrinsic Notch signaling, specifically, monocytes from the periphery being more mature and ready for rapid differentiation.

### Extended monocyte subset characterization reveals differential role for Notch2 and Rbpj

To address the influence of Notch signaling on monocyte heterogeneity in compartments, we chose a strategy to analyze and compare conditional deletion of alleles of two principal Notch signaling components. These were targeted with myeloid Cre-driver strains that act either broadly or more restricted within the monocyte lineage. To this end, we analyzed mice with conditional deletion of *Notch2* or the Notch signaling transcriptional mediator *Rbpj* in monocytes and/or monocyte progenitors, by crossing mice bearing floxed *Notch2* or *Rbpj* with *Cx3cr1*^*Cre*9^ mice to obtain *N2*^*ΔCx3cr1*^ and *Rbpj*^*ΔCx3cr1*^ mice. Based on the broad expression profile of the *Cx3cr1* promoter, these lines target monocyte progenitors and their progeny, like mature monocytes and macrophages. As comparators, we also studied mice with *Lyz2*^*Cre*^-mediated targeting of *Notch2* and *Rbpj* (*N2*^*ΔMy*^ and *Rbpj*^*ΔMy*^, respectively^13^^,^^27^^,^^34^), which show Cre-activity from the mature Ly6C^hi^ monocyte stage onward.^9^^,^^13^ Using a conventional gating strategy, we defined different subsets of Lin^neg^CD11b^+^CD115^+^CX_3_CR1^+^ monocytes based on expression of Ly6C, CD43, CD11c, and I-A/I-E in different compartments (Figures 2A, S1A, and S1B).

**Figure 2:**
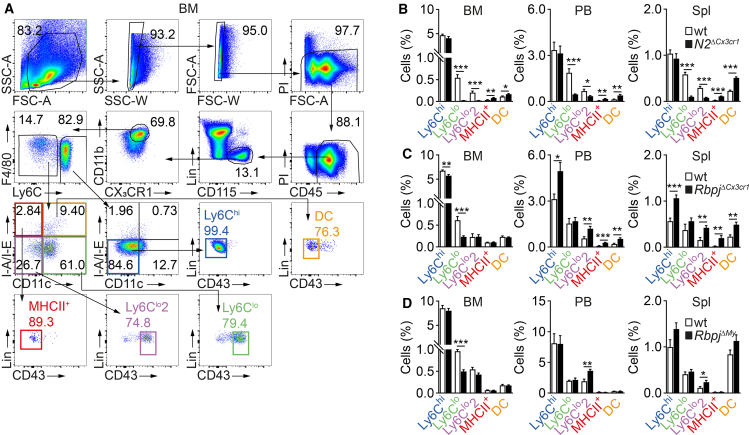
Discordant effects of deletion of Notch2 and Rbpj on monocyte subsets (A) Representative gating strategy for the definition and quantitative and qualitative analysis of monocyte subsets and DCs by flow cytometry in BM. Monocyte subsets were defined from the Lin^neg^CD45^+^CD115^+^CD11b^+^ gate after excluding doublets and dead propidium iodide^+^ (PI^+^) cells. (B–D) Relative frequency of different monocyte subpopulations and DCs in BM, PB, and Spl of *N2*^*ΔCx3cr1*^ (B), *Rbpj*^*ΔCx3cr1*^ (C), or *Rbpj*^*ΔMy*^ (D) mice and appropriate littermate controls (wt) are shown as mean ± SEM. (B–D) Data are pooled from two experiments, with *n* = 8 (B), *n* = 6–8 (C), and *n* = 6–8 (D) mice. (B–D) ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001; two-tailed unpaired Student’s t test. See also Figures S1 and S2.

We thus identified conventional (inflammatory) Ly6C^hi^ monocytes (Ly6C^hi^CD11c^neg^I-A/I-E^neg^CD43^neg^) and three other subsets of monocytes expressing low levels of Ly6C: two subsets of prototypical Ly6C^lo^ monocytes: (Ly6C^lo^: Ly6C^lo/−^CD11c^+^I-A/I-E^neg^CD43^+^) and (Ly6C^lo^2: Ly6C^lo/−^CD11c^neg^I-A/I-E^neg^CD43^+^) and MHCII^+^ CD43^neg^ monocytes (MHCII^+^: Ly6C^lo/−^CD11c^neg^I-A/I-E^+^CD43^neg^) and DC (Ly6C^lo/−^CD11c^+^I-A/I-E^+^CD43^neg^) (Figures 2A, S1A, and S1B; Table S1).

Based on this gating strategy, we performed a systematic quantitative analysis of BM, PB, and spleen monocyte subsets (Figures 2B–2D and S2A–S2L). *N2*^*ΔCx3cr1*^, compared to control mice, showed a marked reduction of Ly6C^lo^ and Ly6C^lo^2 monocytes in BM, PB, and spleen (Figures 2B, S2A–S2C, and S2J). The relative reduction was apparent in all compartments, being most prominent in BM (23.5- and 9.4-fold decrease of Ly6C^lo^ and Ly6C^lo^2 monocytes, respectively), while PB and spleen showed smaller reductions (Ly6C^lo^: 4.1-, and 5.9-fold; Ly6C^lo^2: 2.0-, and 3.7-fold). Furthermore, MHCII^+^ monocytes and DCs markedly increased in all three compartments (Figures 2B, S2A–S2C, and S2J). In contrast, *Rbpj*^*ΔCx3cr1*^ mice showed notably smaller changes in monocyte subsets, with only a slight reduction in Ly6C^lo^ monocytes (2.6-fold) in the BM (Figures 2C, S2D–S2F, and S2K). At the same time, the frequencies of Ly6C^lo^2, MHCII^+^ monocytes, and DC increased in PB and spleen but not in the BM. The frequency of Ly6C^hi^ monocytes was reduced in the BM but increased in the PB and spleen of *Rbpj*^*ΔCx3cr1*^ mice.

The changes observed in *Rbpj*^*ΔMy*^ mice, with myeloid targeting at the level of Ly6C^hi^ monocytes onward, were comparable to changes in *Rbpj*^*ΔCx3cr1*^ mice involving progenitor populations. There was a modest reduction of Ly6C^lo^ monocytes in the BM (Figures 2D, S2G–S2I, and S2L), whereas Ly6C^lo^2 cells were increased in PB and spleen. In contrast, Ly6C^hi^ and MHCII^+^ monocytes, as well as DCs remained unchanged compared to littermate controls (Figures 2D, S2G–S2I, and S2L). These quantitative data of Ly6C^lo^, Ly6C^lo^2, and MHCII^+^ monocytes and DCs demonstrate compartment-specific and disparate effects of targeting *Notch2* or *Rbpj* on monocyte subset regulation. *Notch2* deletion seems to impair Ly6C^lo^ and Ly6C^lo^2 monocyte development in all compartments tested and expand MHCII^+^ monocytes and DCs. In contrast, *Rbpj* deletion impairs Ly6C^lo^ monocytes only in the BM and expands Ly6C^lo^2 and MHCII^+^ monocytes and DCs in the periphery. Together, this may indicate prominent noncanonical effects in monocyte subset regulation.

### Notch2 and Rbpj differentially regulate monocyte phenotype and differentiation

We next performed systemic comparative analysis of monocyte subpopulation phenotypes in *N2*^*ΔCx3cr1*^, *Rbpj*^*ΔCx3cr1*^, *Rbpj*^*ΔMy*^, and *N2*^*ΔMy*^ mice to identify genotype-specific similarities and discrepancies.

CCR2 is highly expressed in Ly6C^hi^ inflammatory monocytes, while Ly6C^lo^ patrolling monocytes are CCR2-negative in the steady state (Figures 3A–3D).^3^ Conditional deletion of *Rbpj* based on *Lyz2*^*Cre*^ targeting has been shown to upregulate CCR2 in Ly6C^lo^ monocytes, which has been suggested to influence cell distribution.^13^^,^^19^ Our extended comparative analysis of *Rbpj*^*ΔMy*^ mice confirmed moderate CCR2 upregulation in this subset in BM, PB, and spleen, which also affected Ly6C^lo^2 monocytes in these compartments (Figure 3A). *Rbpj*^*ΔCx3cr1*^ mice generally recapitulated this phenotype (Figure 3B). In contrast, *N2*^*ΔCx3cr1*^ mice showed marked CCR2 upregulation in all Ly6C^lo^ monocyte subsets, including MHCII^+^ monocytes and DCs, across all compartments, which was recapitulated in *N2*^*ΔMy*^ mice, but to a lesser extent (Figures 3C and 3D). Thus, deletion of *Notch2* shows stronger effects on CCR2 expression and involves more subpopulations than deletion of *Rbpj*, independent of targeting strategy.

**Figure 3:**
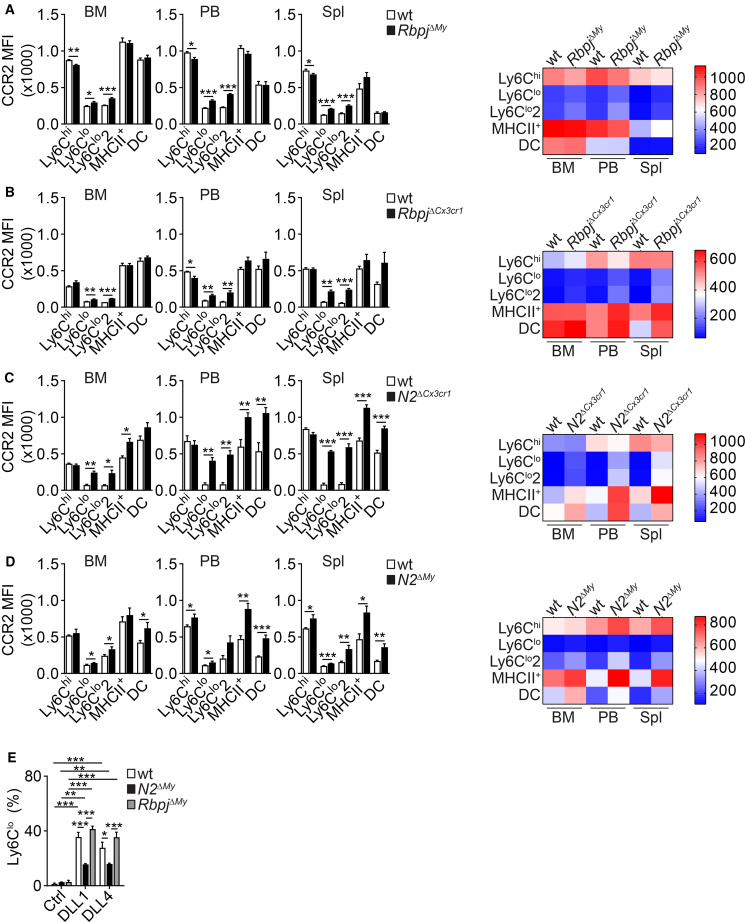
Comparative characterization of monocyte phenotype and proliferation (A–D) Expression of CCR2 on Ly6C^hi^, Ly6C^lo^, Ly6C^lo^2, and MHCII^+^ monocytes and DCs from *Rbpj*^*ΔMy*^ (A), *Rbpj*^*ΔCx3cr1*^ (B), *N2*^*ΔCx3cr1*^ (C), or *N2*^*ΔMy*^ (D) mice and (wt) controls defined by flow cytometry. Bar graphs and corresponding heat maps showing the mean fluorescence intensity (MFI) of CCR2 are depicted. Data are representative of two experiments [*n* = 3/5 (A), *n* = 3/3 (B), *n* = 3/5 (C), *n* = 5/3 (D)]. (E) Ly6C^hi^ monocytes show different conversion potential *in vitro*. *N2*^*ΔMy*^ - or *Rbpj*^*ΔMy*^ and wt control BM Ly6C^hi^ monocytes were cultured *in vitro* in the presence of Ctrl, DLL1, or DLL4 ligands, and the relative frequency of Ly6C^lo^ monocytes was determined using flow cytometry. Data are pooled from two experiments and shown as mean ± SEM (*n* = 6). (A–D) Data are shown as mean ± SEM; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001; Student’s t test. (E) ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001; two-way ANOVA with Bonferroni’s multiple comparison test. See also Figures S3 and S4.

Expression of the prototypical Ly6C^lo^ monocyte marker CD43^8^ was strongly reduced in Ly6C^lo^ monocytes from *N2*^*ΔCx3cr1*^ compared to *Rbpj*^*ΔCx3cr1*^ mice, while targeting of mature monocytes in *N2*^*ΔMy*^ and *Rbpj*^*ΔMy*^ mice did not affect CD43 expression (Figures S3A–S3D). The expression of NR4A1 was comparable between Notch component-mutant monocytes, as was the short-term BrdU incorporation used to measure proliferation *in vivo* (Figures S4A–S4D).

To test the response of mutant monocytes to specific Notch ligand stimulation and macrophage colony-stimulating factor (M-CSF), we performed *in vitro* culture experiments with sorted BM Ly6C^hi^ monocytes. Monocyte conversion *in vitro* was strongly affected by Notch receptor expression. The frequency of spontaneous conversion of Ly6C^hi^ monocytes into Ly6C^lo^ monocytes in the control culture was low in all genotypes (Figure 3E). DLL1- or DLL4-induced conversion was significantly reduced in Notch2-mutant monocytes while remaining unchanged in Rbpj-mutant monocytes (Figure 3E). Thus, DLL1 and DLL4 signaling drive monocyte conversion in a Notch2-dependent but in an Rbpj-independent manner, suggesting noncanonical effects.

### Notch2 and Rbpj regulate myeloid response in systemic inflammation

We next compared the response of myeloid cell populations to the inflammatory challenge in a TLR7-dependent model of inflammation in control and mutant strains. The TLR7 ligand Imiquimod (IMQ) induces expansion of Ly6C^lo^ patrolling monocytes in wt control mice in a Notch2-dependent manner, while *N2*^*ΔMy*^ mice respond with expansion of F4/80^hi^ MFs in PB, spleen, and aorta.^27^

We analyzed the frequency of extended monocyte subsets and macrophages in IMQ-treated *N2*^*ΔMy*^, *Rbpj*^*ΔMy*^, and *N2*^*ΔCx3cr1*^ mice, focusing on the lung, liver, and kidney (Figures 4A–4C). Comparing wt to *Notch2*-mutant mice, there was an expansion of Ly6C^lo^ and Ly6C^lo^2 monocytes in all organs of wt mice after IMQ treatment (Figures 4A and 4C), which was blunted in Notch2-deficient mice, which at the same time showed expansion of MHCII^+^ monocytes in the lungs (Figures 4A and 4C). The frequency of MF increased in IMQ-treated wt, *N2*^*ΔCx3cr1*^, or *N2*^*ΔMy*^ mice, but knock-out animals showed much higher numbers, especially in the lung and liver (Figures 4A and 4C). The frequency of Ly6C^hi^ monocytes did not differ between the wt and *Notch2* knockout mice but remained high after IMQ treatment in all animals (Figures 4A and 4C).

**Figure 4:**
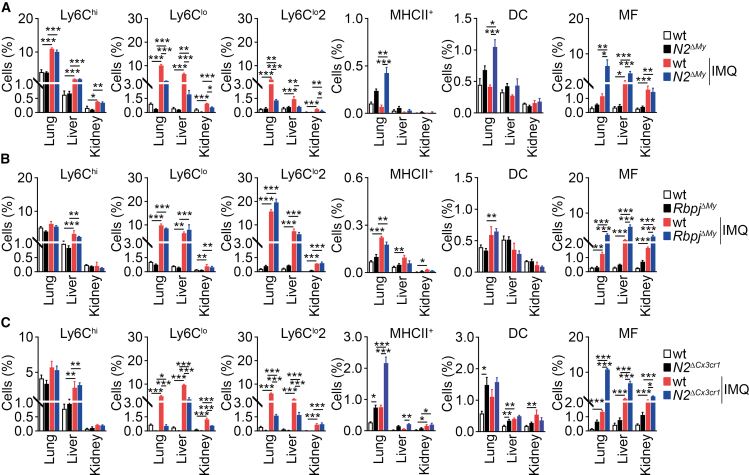
Notch2- and Rbpj-deficient mice show similarities and discrepancies in inflammatory myeloid response (A) Frequency of Ly6C^hi^, Ly6C^lo^, Ly6C^lo^2, and MHCII^+^ monocytes, DCs, or MFs in *N2*^*ΔMy*^ or control (wt) mice treated with IMQ or left without treatment. Bar graphs showing the relative frequency of cells in the lung, liver, and kidney. Data are pooled from two experiments (*n* = 3–7). (B) Frequency of Ly6C^hi^, Ly6C^lo^, Ly6C^lo^2, and MHCII^+^ monocytes, DCs, or MFs in *Rbpj*^*ΔMy*^ or control (wt) mice treated with IMQ or left without treatment. Bar graphs showing the relative frequency of cells in the lung, liver, and kidney. Data are pooled from two experiments (*n* = 3–6). (C) Frequency of Ly6C^hi^, Ly6C^lo^, Ly6C^lo^2, and MHCII^+^ monocytes, DCs, or MFs in *N2*^*ΔCx3cr1*^ or control (wt) mice treated with IMQ or left without treatment. Bar graphs showing the relative frequency of cells in the lung, liver, and kidney. Data are pooled from two experiments (*n* = 3–7). (A–C) Data are shown as mean ± SEM; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001; two-way ANOVA with Bonferroni’s multiple comparison test.

In *Rbpj*^*ΔMy*^ mice, Ly6C^lo^ and Ly6C^lo^2 monocytes expanded in the lung, liver, and kidney after IMQ treatment, but in contrast to Notch2-deficient mice, there was no difference between wt and knockout animals (Figure 4B). Similarly, MHCII^+^ monocytes did not expand in *Rbpj*^*ΔMy*^ mice treated with IMQ (Figure 4B). Changes in MF frequencies were comparable with Notch2-deficient strains, showing higher numbers in *Rbpj*^*ΔMy*^ animals compared to controls after IMQ treatment (Figure 4B). Thus, Notch2 and Rbpj control MF development in inflammatory conditions, while the development of Ly6C^lo^, Ly6C^lo^2, and MHCII^+^ monocytes is regulated via Notch2.

### Notch2 and Rbpj control late stages of monocyte lineage

We next aimed to characterize myeloid progenitor populations in Notch-deficient mice in relation to the targeting strategy. Using flow cytometry with an adapted conventional gating strategy^10^^,^^11^^,^^20^^,^^35^ in combination with unsupervised t-distributed stochastic neighbor embedding analysis (t-SNE), we identified early and late myeloid progenitors within Lin^neg^CD45^+^CD11b^lo/neg^ BM cells (Figures S5A–S5C; Table S2).

The monocyte lineage marker CX_3_CR1 showed preferential expression in MDP2 (Ly6C^+^ MDP), CDP, pre-monocytes (pMo1, pMo2), and mature monocytes compared to other progenitor subsets, suggesting that a *Cx3cr1*^*Cre*^-based targeting strategy may target the MDP2-dependent monocyte lineage as well as monocytes (Figure S5D).

Consistent with these findings of preferential lineage targeting, *N2*^*ΔCx3cr1*^ mice showed altered cell distribution in the mapped MDP2, pMo1, and pMo2 regions by t-SNE analysis (Figure S5C). Intriguingly, a subset of Ly6C^hi^ monocytes exhibited a partial reduction in Notch2 expression, yet the total cell counts remained unchanged (Figures S5E and 2B). Moreover, a pronounced decline in the prevalence of Notch2^+^ cells and Notch2 expression was observed across several populations, most striking in MDP2, but also in CDP, pMo1, pMo2, and mature monocytes. In contrast, the populations of CMP, GMP, MDP, and cMoP displayed minimal to no alterations in Notch2 surface expression (Figure S5E). Since Notch2 reduction in *N2*^*ΔCx3cr1*^ mice was highest in MDP2, this pattern suggests a hierarchical (preferential) targeting mechanism that favors MDP2 and its downstream progenitors over other progenitor populations such as GMP and cMoP (Figure S5E). In *N2*^*ΔMy*^ mice, *Notch2* deletion was milder and restricted to pMo1, pMo2, and mature monocytes (Figure S5F). Furthermore, despite subset-specific differences in *Notch2* targeting between *Cx3cr1*^*Cre*^- and *Lyz2*^*Cre*^-based strategies (Figures S5E and S5F), mutant mice had no quantitative alterations in early or late myeloid progenitors (Figures S5G, S5H, and S5K) and mature Ly6C^hi^ monocytes (Figure 2B),^27^ except a slight increase in the frequency of pMo2 in *N2*^*ΔMy*^ mice (Figure S5H). With the comparable reduction of Notch2 expression in pMo2 and Ly6C^hi^ monocytes in both models (Figures S5E and S5F), the reduction of Ly6C^lo^ monocyte numbers in *N2*^*ΔCx3cr1*^ mice was more severe (up to 23.5-fold) as compared to a 2-fold reduction in *N2*^*ΔMy*^ animals (Figure 2B).^27^ Similarly, there were no quantitative changes in Notch2 expression or early or late myeloid progenitors in *Rbpj*^*ΔCx3cr1*^ bone marrow cells except for a slight reduction of MDP2 (Figures S5I, S5J, and S5L). Consistent with these data, we confirmed efficient recombination of floxed *Notch2* and *Rbpj* loci using *Lyz2*^*Cre*^-based targeting in Ly6C^hi^ monocytes sorted from the BM and spleen of respective wt or knockout mice (Figure S6A).

Thus, from this comparative analysis of *Cx3cr1*^*Cre*^- and *Lyz2*^*Cre*^-based targeting approaches, we concluded that Notch2 or Rbpj control the later stages of myeloid development by regulating the fate of Ly6C^hi^ monocytes, with little to no effect on monocyte progenitor numbers. This regulation extends to their differentiation into mature phagocytes, including Ly6C^lo^, Ly6C^lo^2, and MHCII^+^ monocytes, MFs, and potentially to MoDCs.

### Single-cell RNA sequencing of monocyte subsets from BM and spleen

To extend our phenotypic observations, we labeled BM and spleen cells from control (wt), *Notch2*^*ΔCx3cr1*^, and *Rbpj*^*ΔCx3cr1*^ mice with different Hashtag oligos (HTOs) and antibodies, sorted myeloid cells (Figures S7A and S7B; Table S3), and performed comparative single-cell RNA sequencing (scRNA-seq) analysis.

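The data analysed here are those of the BM pool of 6 mice, 2 control, 2 N2ΔCx3cr1 and 2 RbpjΔCx3cr1. Cells of each mouse carried their own hashtag oligo, were sorted in the gates of Table S3, mixed at fixed ratios and captured in a single lane of 10x Genomics 3′ chemistry (v3.1). Shares of cells therefore describe the sorted mixture and not the whole marrow. Unique molecular identifiers (UMIs) were counted at the 3′ end of transcripts, so an exon deleted elsewhere in *Notch2* or *Rbpj* need not lower the count of its gene. The authors aligned the reads with Cell Ranger 7.1.0 to mm10 and removed hashtag doublets and negative cells, which gave matrices of UMI counts per gene and cell. Their methods name the output of Cell Ranger's count step as what was demultiplexed, and also state an aggregation to equal depth. After the filters of the paper, the control mice had 2363 and 3425 cells with 15250227 and 20729988 UMIs. The N2ΔCx3cr1 mice had 2081 and 2719 cells with 13911751 and 16617045 UMIs, and the RbpjΔCx3cr1 mice 2208 and 2084 cells with 15061556 and 15278443 UMIs. Ly6C hi monocytes yielded 1412073 to 2845086 UMIs per mouse, MHCII+ monocytes 528254 to 1275860 and Ly6C lo monocytes 113794 to 715331. For each class of cells the UMIs of a mouse were summed and given as CPM, each gene's share of these UMIs on the scale of edgeR's cpm function. Genes were compared by edgeR's quasi-likelihood test in a single fit of all 6 mice per class, and a gene counts as changed at an adjusted p under 0.05 (Benjamini-Hochberg over the genes tested in the class). With 2 mice per genotype the smallest p of an exact permutation test is 0.33, so calls rest on the spread that the model shares between genes.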

In the BM, on a two-dimensional Uniform Manifold Approximation and Projection (UMAP) plot, we discriminated progenitor populations, DC/Pre-DC, monocytes, and a small pool of unmapped cells (Figure 5A), which was confirmed by expression patterns of signature genes (Figure S8). 

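Progenitors carried the transcripts of neutrophil granule proteases, with *Elane* at 4898 ± 377 CPM, *Prtn3* at 5225 ± 168 and *Ctsg* at 2834 ± 102 (mean ± SD, n = 6 mice), together with *Mpo*, which encodes myeloperoxidase, at 4038 ± 252. The 3 clusters of this type held 3211 of 14880 cells. The DC/Pre-DC clusters held 1482 cells and expressed *Irf8*, a transcription factor of DC development, at 1069 ± 53.8 and the receptor gene *Flt3* at 84.4 ± 11.1. *Siglech*, a gene of plasmacytoid DCs, reached 10.8 ± 3.62 in the same clusters. They also carried *Prtn3* at 825 ± 122, *Mpo* at 403 ± 58.6, *Ly6c2* at 811 ± 60.0 and *Hmgb2* at 3078 ± 153. *Cd74* stood at 832 ± 213 and was found in 44.6% of their cells, so they are a weak reference for mature DCs. Granulocytes made up a cluster of 181 cells led by *Camp*, *S100a9* and *Ngp*, with *S100a8* at 23624 ± 11612 (n = 5 mice with at least 20 such cells). A cluster of 308 cells, led by *Ust* and *Rnf150*, had no marker of any set among its 10 leading genes and few UMIs per cell, and was left unnamed. Its cells had a median of 962.5 UMIs against 11681 in progenitors and 5724.5 in DC/Pre-DC, so its missing markers have the lowest depth behind them. Another cluster, of 150 cells, was led by *Lyz1*, *Pltp* and *C1qb*.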

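BM monocytes fell into 4 classes that together took 9 of the 17 clusters of all BM cells. Pre-monocytes (3 clusters, 3685 cells) were led by genes of the dividing cell, with *Cdc6* and *Ccnb2* in the largest of these clusters, *Top2a* and *Mki67* in the next and *Cdk1* and *Rrm2* in the smallest. Ly6C hi monocytes (4 clusters, 3317 cells) held 1274 cells led by *Gm9733*, *Chil3* and *Slfn1* and 1232 cells led by *Vcan*, a gene of a matrix proteoglycan. A smaller group of 665 Ly6C hi cells was led by *Capg*, *Lgals3* and *S100a6*, and 146 cells by the interferon-induced genes *Cxcl10*, *Ifit3* and *Rsad2*. Ly6C lo monocytes formed a single cluster of 994 cells led by *Fabp4*, *Eno3*, *Adgre4* and *Fcgr4*. MHCII+ monocytes formed a single cluster of 1552 cells led by *H2-Aa*, *Cd74* and *Cd209a*. The median UMI count per cell was 7294 in pre-monocytes, 3193 in Ly6C hi, 2985 in MHCII+ and 1660.5 in Ly6C lo monocytes. Classes were named by fixed marker sets, and *Notch2*, *Rbpj*, *Cx3cr1*, *Hes1* and sex-linked genes were kept out of the clustering.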

Focusing on monocytes, a clustering analysis identified six clusters of cells with a set of hallmark genes (Figures 5B–5D). Clusters #3 and #4 (Ly6C^hi^ Mo1 and Ly6C^hi^ Mo2) expressed Ly6C^hi^ monocyte signature genes *Ly6c2*, *Lyz2*, *Ccr2*, *Fcgr3*, *Fn1*, *Mgst1*, *F13a1*, *Msrb1*, and *Chil3* (Figures 5B and 5D); clusters #1 and #2 (Pre-Mo1 and Pre-Mo2) expressed *Sell*, *Cxcr4*, *Ass1*, *Hmgb2*, and *Stmn1*, typical of pre-monocytes (Figures 5B and 5D); and cluster #5 expressed *Apoe*, *Gngt2*, *Ear2*, *Cebpb*, *Adgre4*, and *Cybb* corresponding to Ly6C^lo^ monocytes. 

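In Ly6C hi monocytes *Lyz2*, the gene of lysozyme, was expressed at 29348 ± 988 CPM (mean ± SD, n = 6 mice), compared with 16404 in Ly6C lo monocytes and 10730.3 in pre-monocytes. The fibronectin gene *Fn1* reached 1547 ± 118 in Ly6C hi and 184 in Ly6C lo monocytes. *Ly6c2* itself was higher in pre-monocytes (2066 ± 143) than in Ly6C hi monocytes (1504 ± 185), and lowest of these in Ly6C lo monocytes (448 ± 149.9). *Mgst1* stood at 638 ± 40.0 in Ly6C hi monocytes, and *Chil3*, the gene of a chitinase-like protein, at 1877 ± 1502. That SD holds both a difference between genotypes and a spread between the control mice. Pre-monocytes were rich in *Hmgb2* (4157 ± 90.0) and *Stmn1* (1280.0 ± 51.6), which serve chromatin and microtubules of dividing cells. *Cxcr4*, the receptor that retains cells in the marrow, reached 99.2 ± 4.4 there and *Ass1* 161 ± 10.6. Ly6C lo monocytes expressed *Apoe* at 4505 ± 1473, *Gngt2* at 1624 ± 201, *Ear2* at 822 ± 116 and *Adgre4* at 693 ± 141, the last against 36.7 in Ly6C hi monocytes. *Cebpb* stood at 1524 ± 187 in Ly6C lo and 814 in Ly6C hi monocytes, and *Cybb* at 1809.8 ± 131 and 1286. By CPM and among the 4 monocyte classes, 5 of the 9 Ly6C hi genes were highest in Ly6C hi monocytes. The exceptions were *Ly6c2* and *F13a1* (pre-monocytes), *Ccr2* (MHCII+ monocytes) and *Msrb1* (Ly6C lo monocytes). Among the same classes, 4 of 5 pre-monocyte genes and 6 of 6 Ly6C lo genes were highest in their own class. *Sell* was highest in Ly6C hi monocytes (226 ± 26.3 against 189 ± 14.1 in pre-monocytes). No test was made, since the clusters are built from these genes.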

Cluster #6 represented MHCII^+^ monocytes expressing *Cd74*, *H2-Aa*, *H2-Ab1*, *Cd209a*, *Tmem176a*, and *Tmem176b.* Of note, this cluster lacks expression of conventional DC genes *Itgax* and *Zbtb46* (Figures 5B and 5D) but partially expresses markers shared by Ly6C^lo^ and Ly6C^hi^ monocytes (*Apoe*, *Gngt2*, *Cebpb*, *Cybb*, *Fn1*, *F13a1*, *Msrb1*, and *Ly6c2)* (Figure 5D). 

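*Cd74*, the invariant chain of MHC class II, was expressed at 13473 ± 1306 CPM (mean ± SD, n = 6 mice) in MHCII+ monocytes (ENSMUSG00000024610, chromosome 18 from 60803848 to 60812652 in GRCm38). The class II genes *H2-Aa* and *H2-Ab1* reached 6109 ± 789 and 4861 ± 641, and *Cd209a*, which encodes a C-type lectin, 1091 ± 273. *Tmem176a* stood at 311 ± 79.2 and *Tmem176b* at 549.9 ± 112. All 6 of these genes were highest in this class. *Itgax* was detected in 3.35% of its cells, 9.45% of DC/Pre-DC and 0.271% of Ly6C hi monocytes, and *Zbtb46* in 5.28%, 8.10% and 0.0904%. DC/Pre-DC also had the deeper cells, as given by their median UMI count, and carried granule genes of progenitors. In CPM, *Zbtb46* was 19.1 ± 5.45 in MHCII+ monocytes and 15.1 ± 1.50 in DC/Pre-DC, and *Itgax* 12.0 ± 6.35 and 17.2 ± 2.69. A limit on the mean of *Itgax* and *Zbtb46* was part of how the class was named, so their low level is partly by construction. It kept out the 150 cells led by *Lyz1* and *Pltp*, which were then named macrophages. *Itgax* was detected in 40% of these cells, at 206 ± 38.1 CPM, and *Zbtb46* in 5.33%, at 17.8 ± 10.1 CPM. It was thus *Itgax* that set them apart from MHCII+ monocytes under this limit. The 150 cells had more *Cd74* (22226.5 ± 955 CPM), *H2-Aa* (11239 ± 730) and *H2-Ab1* (11085 ± 381) than this class (n = 3 mice with at least 20 such cells). *Tmem176a* (900 ± 55.6) and *Tmem176b* (956 ± 88.7) were higher there too, and *Cd209a* (744 ± 235) was lower. Among the shared genes, *F13a1* stood at 638 ± 85.6 in MHCII+ and 1487 ± 119 in Ly6C hi monocytes, *Fn1* at 366 ± 68.6 and *Ly6c2* at 413 ± 33.6. The genes of Ly6C lo monocytes were present at lower levels, with *Apoe* at 555 ± 223, *Gngt2* at 175 ± 74.7, *Cebpb* at 184 ± 40.8 and *Cybb* at 709.8 ± 69.7. *Msrb1* reached 274.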

At the same time, *Cd74* expression was also observed in a few cells of clusters #5, Ly6C^lo^ monocytes, and #4, Ly6C^hi^ Mo2 (Figure 5D). 

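At least 1 UMI of *Cd74* was found in 45.0% of Ly6C lo monocytes and 27.7% of Ly6C hi monocytes, against 98.5% of MHCII+ monocytes. Granulocytes, which should lack the gene, had it in 13.8% of cells, and progenitors in 18.0%, at median depths of 6455 and 11681 UMIs. With each cell thinned to 1000 UMIs, these shares were 33.1% in Ly6C lo, 13.0% in Ly6C hi, 95.9% in MHCII+ monocytes, 2.21% in granulocytes and 2.28% in progenitors. The mean level was 944 ± 280.2 CPM in Ly6C lo and 243 ± 94.0 CPM in Ly6C hi monocytes (SD, n = 6 mice), compared with 48.8 ± 12.1 in pre-monocytes. Between genotypes, *Cd74* of Ly6C hi monocytes did not pass the test in N2ΔCx3cr1 mice (log2 fold change 0.88, standard error 0.19, adjusted p = 0.0733 from edgeR) or in RbpjΔCx3cr1 mice (log2 fold change 0.85, standard error 0.19, adjusted p = 0.0719).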

When we compared the control and knockout cells, we found that the frequency of cluster #6 (MHCII^+^ monocytes) was slightly increased in *N2*^*ΔCx3cr1*^ mice, and cluster #5 (Ly6C^lo^ monocytes) was reduced in *N2*^*ΔCx3cr1*^ and *Rbpj*^*ΔCx3cr1*^ BM (Figures 5B and 5C), while other clusters showed no quantitative changes. Thus, we confirmed the results observed by flow cytometry analysis: a reduction of patrolling monocytes in Notch-signaling-deficient mice and expansion of MHCII^+^ monocytes in *N2*^*ΔCx3cr1*^ mouse BM.

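Ly6C lo monocytes, the patrolling cells of the vasculature, made up 16.0% ± 0.946 (SD, n = 2 mice) of BM monocytes in control, 4.43% ± 1.30 in N2ΔCx3cr1 and 8.74% ± 6.26 in RbpjΔCx3cr1 mice. In N2ΔCx3cr1 mice the share was 3.59-fold lower than in control mice, a log2 fold change of -1.84 (standard error 0.57, unadjusted p = 0.0269, adjusted p = 0.107 over the 4 monocyte classes from edgeR's quasi-likelihood test of cell numbers). It was 1.82-fold lower in RbpjΔCx3cr1 mice (-0.87, standard error 0.55, adjusted p = 0.368). Each of the 4 mutant mice lay below both control mice, for which an exact permutation test gives p = 0.33 per genotype. The RbpjΔCx3cr1 mice differed from each other by more than counting error, with 13.2% (11.4% to 15.1%) and 4.31% (3.23% to 5.63%) (exact 95% intervals, which cover counting error only). For N2ΔCx3cr1 the shares were 3.50% (2.59% to 4.63%) and 5.35% (4.34% to 6.51%), and for control mice 16.7% (14.9% to 18.6%) and 15.3% (13.9% to 16.8%). MHCII+ monocytes made up 16.0% ± 2.23 in control, 16.8% ± 6.71 in N2ΔCx3cr1 (log2 fold change 0.07, standard error 0.32, adjusted p = 0.829) and 14.8% ± 1.78 in RbpjΔCx3cr1 mice (-0.11, adjusted p = 0.826). The N2ΔCx3cr1 mice lay on either side of the control mice, at 12.1% and 21.6%. A limit on *Itgax* and *Zbtb46*, set after the data were seen, kept 99 cells of N2ΔCx3cr1, 49 of RbpjΔCx3cr1 and 2 of control mice out of this class. With these cells counted, the share of BM monocytes that are MHCII+ monocytes, N2ΔCx3cr1 vs control, had a log2 fold change of 0.27 (standard error 0.35, adjusted p = 0.499 from edgeR). Ly6C hi monocytes took 33.7% ± 2.68, 37.1% ± 0.902 and 33.0% ± 1.46 in control, N2ΔCx3cr1 and RbpjΔCx3cr1 mice, and pre-monocytes 34.3% ± 3.96, 41.7% ± 7.11 and 43.4% ± 3.01. None of these classes passed the test in either mutant (adjusted p from 0.368 to 0.829). Shares of a whole depend on each other, so a fall in Ly6C lo monocytes raises the others.

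**Figure D1:**
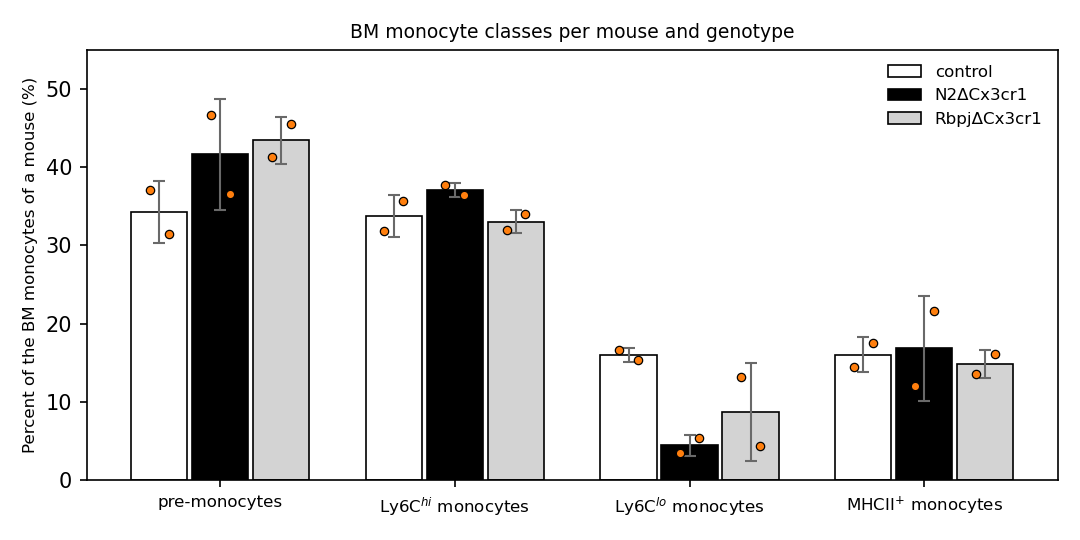
Share of BM monocytes in each of 4 classes (percent, y axis) for control (white), N2ΔCx3cr1 (black) and RbpjΔCx3cr1 (grey) mice. Bars show the mean, error bars the SD and points the 2 mice of each genotype. The Ly6C lo points of the mutants lie below those of both control mice, and the MHCII+ points overlap.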

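Measured against all sorted BM cells in place of monocytes, Ly6C lo monocytes made up 10.9% ± 0.567 of cells (SD, n = 2 mice) in control and 2.84% ± 0.822 in N2ΔCx3cr1 mice, lower in 2 of 2 mice. For the share of BM monocytes that are Ly6Clo monocytes, N2ΔCx3cr1 vs control, this total gave a log2 fold change of -1.94 (standard error 0.60, adjusted p = 0.108 over the 4 classes from edgeR), which did not pass. A test over all 17 clusters, chosen only after the result was seen, gave -1.93 (standard error 0.50, adjusted p = 0.0472 from edgeR). In RbpjΔCx3cr1 mice they stood at 5.16% ± 3.84 (-1.08, adjusted p = 0.214 over the clusters). A clustering rebuilt without the genes that differ between genotypes assigned 1003 cells to the Ly6C lo class, of which 939 were in it before. There, the Ly6C lo share of monocytes was 14.3% ± 0.98 in control, 4.05% ± 0.81 in N2ΔCx3cr1 and 8.19% ± 4.88 in RbpjΔCx3cr1 mice. Set before the data were examined and tested over the 4 classes, this clustering gave -1.81 in N2ΔCx3cr1 mice (standard error 0.41, adjusted p = 0.0159 from edgeR) and resolution 0.5 gave -2.67 (standard error 0.61, adjusted p = 0.0406), and both passed, while resolution 2 did not (adjusted p = 0.0916). Over fits that each leave out a mouse, the log2 fold change in N2ΔCx3cr1 mice ranged from -2.19 to -1.58 and its adjusted p from 0.00112 to 0.364, which is also its range over all alternatives. MHCII+ monocytes were 19.9% ± 1.11, 21.9% ± 6.31 and 19.2% ± 0.58 of monocytes in this clustering. In RbpjΔCx3cr1 mice the share lay below both control mice in 2 of 2 mice, and the size of the difference rests on a single mouse. Without the mouse at 13.2% the log2 fold change was -1.89 (adjusted p = 0.00599), and without the mouse at 4.31% it was -0.28, in fits that take the lone mouse to vary like the others. For MHCII+ monocytes in N2ΔCx3cr1 mice, leaving out a mouse moved the value between -0.41 and 0.43, so its sign depends on which mice are kept. From these shares the paper concludes that the single-cell data bear out its flow cytometry, with fewer patrolling monocytes in both mutants and more MHCII+ monocytes in N2ΔCx3cr1 BM.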

**Figure 5:**
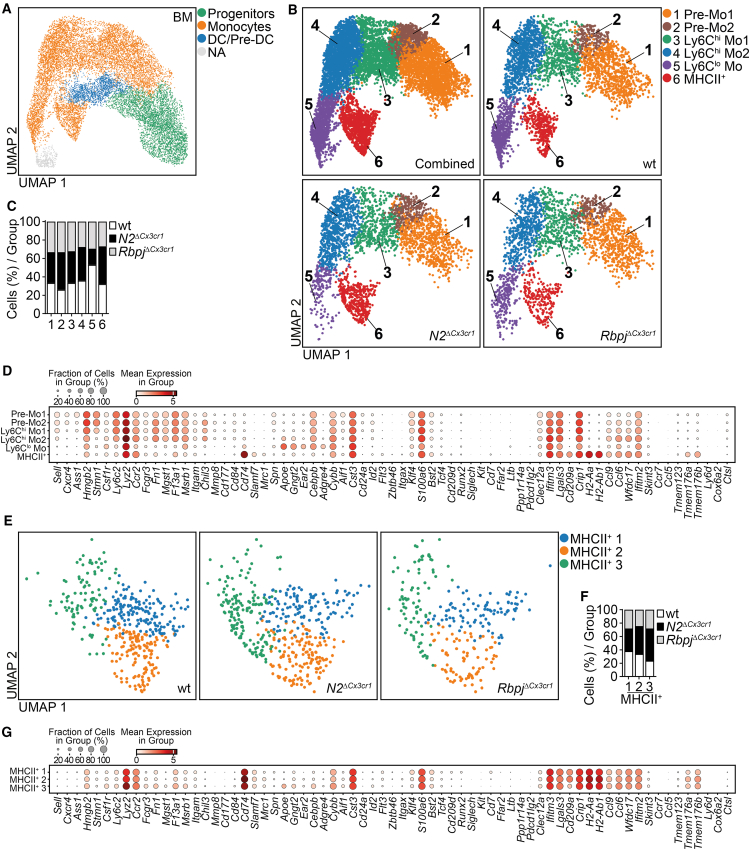
scRNA-seq analysis of Notch2- and Rbpj-deficient BM cells (A) UMAP plot of scRNA-seq data of sorted Lin^neg^Ly6A/E^neg^CD115^+^ BM cells with mapped populations concatenated from control (wt), *N2*^*ΔCx3cr1*^, and *Rbpj*^*ΔCx3cr1*^ mice (*n* = 14,774 cells). (B) BM monocyte clusters (from A) shown as concatenated or demultiplexed UMAP plots. (C) Ratio of cells per cluster normalized to input cell numbers corresponding to control, *N2*^*ΔCx3cr1*^, and *Rbpj*^*ΔCx3cr1*^ monocytes. (D) Bubble plot showing the expression of specific genes in the clusters from (B). The size of circles represents the percentage of cells and the intensity of color expression of specific gene within the cluster. (E) Subclustering of cluster #6 depicting heterogeneity within this cluster. Demultiplexed UMAPs show expansion and altered distribution of *N2*^*ΔCx3cr1*^ and *Rbpj*^*ΔCx3cr1*^ monocytes as compared to control cells in subclusters MHCII^+^ 1–3. (F) The ratio of cells per subcluster normalized to input cell numbers and corresponding to control, *N2*^*ΔCx3cr1*^, and *Rbpj*^*ΔCx3cr1*^ MHCII^+^ monocytes. (G) Bubble plot showing the expression of specific genes in the respective subclusters. The size of circles represents the percentage of cells and the intensity of color expression of specific gene within the cluster. See also Figures S7–S9, S12, and S14.

We next focused on comparative analysis of MHCII^+^ monocytes in cluster #6, which on the UMAP plot was subdivided into three subgroups MHCII^+^ 1–3 (Figures 5E–5G). 

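Within MHCII+ monocytes, 3 subclusters differed in genes of phagocytes and of dividing cells. The largest, of 700 cells, was led by the lectin gene *Mgl2*, the apolipoprotein genes *Apoe* and *Apoc2*, the Fc receptor gene *Fcgr3* and the lipid transfer gene *Pltp*. A group of 507 cells was led by *Cd7*, *Ube2c*, which acts in mitosis, *Lgals1* and *S100a10*. The smallest, of 345 cells, was led by *Lrmda*, *Inpp4b* and *Slc8a1*. *Lyz2* separated them, with 15873 ± 2695, 5318 ± 708 and 9720.2 ± 1456 CPM (mean ± SD, n = 6 mice). The median depth was 2810, 2980 and 3492 UMIs per cell. Numbers 1 to 3 of these subclusters go by size and are not those of the paper.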

Clustering analysis revealed that cluster MHCII^+^ 3 was larger in *N2*^*ΔCx3cr1*^ mice (Figures 5E and 5F), expressing markers of Ly6C^lo^ and Ly6C^hi^ monocytes, such as *Apoe*, *Gngt2*, *Cebpb*, *Cybb*, *F13a1*, *Fn1*, *Msrb1*, *Ccr2*, and *Lyz2* (Figures 5G and S9), but lacking expression of *Spn* (encoding CD43). 

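The subcluster with the most expression of Ly6C lo and Ly6C hi monocyte genes was the one led by *Mgl2*. It was scored over the marker sets that name the classes, which go beyond the genes listed by the paper. Its cells expressed *Apoe* at 1072 ± 438 CPM (mean ± SD, n = 6 mice), against 27.9 ± 23.8 in the subcluster led by *Cd7* and 439 ± 166 in that led by *Lrmda*. It was also highest in *Gngt2* (297 ± 135), *Cebpb* (260.1 ± 74.8), *Cybb* (846 ± 85.8) and *Ccr2* (1536 ± 111). *F13a1*, the gene of a clotting factor, peaked in the subcluster led by *Lrmda* (1003 ± 99.8, against 577 ± 105 in the *Mgl2* group). *Fn1* stood at 364 and 427 in these groups and *Msrb1* at 325 and 284. *Spn* was lowest in the *Mgl2* group, at 49.4 ± 8.21, compared with 186 ± 62.4 in Ly6C lo monocytes. It was detected in 13.1% of these cells, 34.9% of Ly6C lo and 15.4% of Ly6C hi monocytes. The *Mgl2* group made up 48.6% ± 0.11 (SD, n = 2 mice) of MHCII+ monocytes in control, 43.2% ± 5.25 in N2ΔCx3cr1 and 39.4% ± 9.07 in RbpjΔCx3cr1 mice. The log2 fold changes of -0.14 (standard error 0.19, adjusted p = 0.746 from edgeR) and -0.30 (standard error 0.20, adjusted p = 0.384) did not pass the test. For the *Cd7* group the values were 0.15 and 0.26, and for the *Lrmda* group 0.08 and 0.18, with adjusted p from 0.384 to 0.746. The subcluster chosen depends on the method of grouping. With k-means the chosen group of 311 cells had log2 fold changes of 0.14 in N2ΔCx3cr1 and 0.67 in RbpjΔCx3cr1 mice, with adjusted p of 0.683 and 0.230. All of these values leave out the 150 cells led by *Lyz1* and *Pltp*, which had *Spn* in 11.3% of cells, *Lyz2* at 13908 ± 1947 CPM, *Ccr2* at 1668 ± 112 and *Apoe* at 392 ± 162 (n = 3 mice with at least 20 such cells). With them counted as MHCII+ monocytes, a setting chosen only after the result was seen, 141 of them lay in a subcluster of 155 cells led by *Lyz1*. It took 0.671% ± 0.27 of the class in control and 15.7% ± 0.705 in N2ΔCx3cr1 mice (log2 fold change 4.56, standard error 1.03, adjusted p = 0.0366 from edgeR). In RbpjΔCx3cr1 mice it took 11.0% ± 11.0 (4.10, standard error 1.08, adjusted p = 0.0631). The subcluster chosen by marker expression was then that led by *Inpp4b*, at -0.16 (adjusted p = 0.507) and 0.06 (adjusted p = 0.813).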

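Class II genes were expressed throughout the MHCII+ monocytes and were highest in the *Mgl2* group. In the groups led by *Mgl2*, *Cd7* and *Lrmda*, *Cd74* reached 18322 ± 1633, 9653 ± 1482 and 10940.1 ± 640.2 CPM (mean ± SD, n = 6 mice). *H2-Aa*, an α chain gene, stood at 8519.6 ± 996, 3939 ± 527 and 5167 ± 686. The β chain genes followed the same order, with *H2-Ab1* at 6701, 3084 and 4239 and *H2-Eb1* at 5661, 2144 and 3448. *Itgax*, which encodes CD11c, was detected in 4.57%, 2.17% and 2.61% of cells. *Zbtb46*, a transcription factor gene of conventional DCs, was detected in 2.14%, 5.13% and 11.9%. In CPM, *Zbtb46* was 6.93 ± 4.59, 18.3 ± 7.70 and 37.5 ± 13.5. The 3 groups have similar depth, so these shares can be compared with each other.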

All three subgroups of MHCII^+^ monocytes expressed *Cd74*, *H2-Aa*, *H2-Ab1*, and *H2-Eb1*, markers consistent with DCs, but lacked *Zbtb46* and *Itgax*. Additionally, a minority of cells in subcluster MHCII^+^ 3 also expressed low levels of *Cd209a* and *Flt3*, which distinguishes this cluster from the other two subclusters (Figures 5G and S9). This demonstrates that MHCII^+^ monocytes exhibit heterogeneity within the BM and share markers of DCs and Ly6C^lo^ monocytes.

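*Cd209a* was found in most cells of each group, with 74.1% in the *Mgl2* group, 80.7% in the *Cd7* group and 80.9% in the *Lrmda* group, at 1245 ± 312, 1004 ± 325 and 959.9 ± 196 CPM (mean ± SD, n = 6 mice). *Flt3*, the receptor gene of DC progenitors, was found in 19%, 27.2% and 33.6% of their cells. After thinning to equal depth these shares were 6.89%, 9.49% and 11.5%, so detection of *Flt3* is limited by depth. Ly6C hi monocytes, at a median of 3193 UMIs, had it in 2.92% of cells. Its level was 71.2 ± 16.5, 98.5 ± 18.9 and 105 ± 19.2 CPM, with SDs that overlap between the groups led by *Cd7* and *Lrmda*. Among the 150 cells led by *Lyz1* and *Pltp*, which the limit set after the data were seen kept out of these groups, *Cd209a* was found in 49.3% and *Flt3* in 6.67% of cells, at 744 ± 235 and 32.3 ± 11.7 CPM (n = 3 mice with at least 20 such cells) and a median of 3088 UMIs.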

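Genes of DCs and of Ly6C lo monocytes were shared by MHCII+ monocytes to different degrees. *Flt3* stood at 90.1 ± 11.2 CPM (mean ± SD, n = 6 mice) in MHCII+ monocytes, near its level in DC/Pre-DC, and *Cd209a* was higher than there (246). *Spn*, the CD43 gene of patrolling monocytes, reached 65.1 ± 6.69. Over the genotypes, 10 tested genes of antigen presentation by MHC class II fell as a list in RbpjΔCx3cr1 mice (median log2 fold change -0.20, adjusted p = 1.8e-05 from limma's camera, and adjusted p = 0.467 with an estimated correlation). Of these, 3 fell (*H2-Aa*, *H2-Eb1* and *Cd74*), none rose and 7 did not pass the test, and 4 fell when adjusted over the list alone. With the 150 cells led by *Lyz1* counted as MHCII+ monocytes, a setting chosen only after the result was seen, *H2-Aa* (-0.21) and *H2-Eb1* (-0.11) did not pass, and without control replicate 1 *H2-Eb1* did not pass either. In N2ΔCx3cr1 mice the 10 did not pass (1 fell when adjusted over the list alone, adjusted p = 0.519 by camera). Of 15 tested genes of the Ly6C lo signature in RbpjΔCx3cr1 MHCII+ monocytes, 2 rose, none fell and 13 did not pass (2 rose and 1 fell when adjusted over the list alone), and camera called the list higher (11 of 15 positive, median 0.32, adjusted p = 0.00914, and adjusted p = 0.386 with an estimated correlation). In N2ΔCx3cr1 mice 0 of the 15 passed the test (2 fell when adjusted over the list alone), and camera called the list lower (3 of 15 positive, median -0.14, adjusted p = 8.3e-04, and adjusted p = 0.306 with an estimated correlation).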

In the spleen, we identified progenitors, DCs, monocytes, MFs, and granulocytes (GCs) (Figure 6A), which was confirmed by signature gene expression (Figure S10). Clustering analysis of monocytes identified eight clusters of cells (Figures 6B and 6C): clusters #1 and #2—pre-monocytes (Pre-Mo1 and Pre-Mo2); clusters #3 and #4—Ly6C^hi^ monocytes (Ly6C^hi^ Mo1 and Ly6C^hi^ Mo2); cluster #5—Ly6C intermediate monocytes (Ly6C^int^ Mo); clusters #6 and #7—Ly6C^lo^ monocytes (Ly6C^lo^ Mo1 and Ly6C^lo^ Mo2); and cluster #8—MHCII^+^ monocytes.

**Figure 6:**
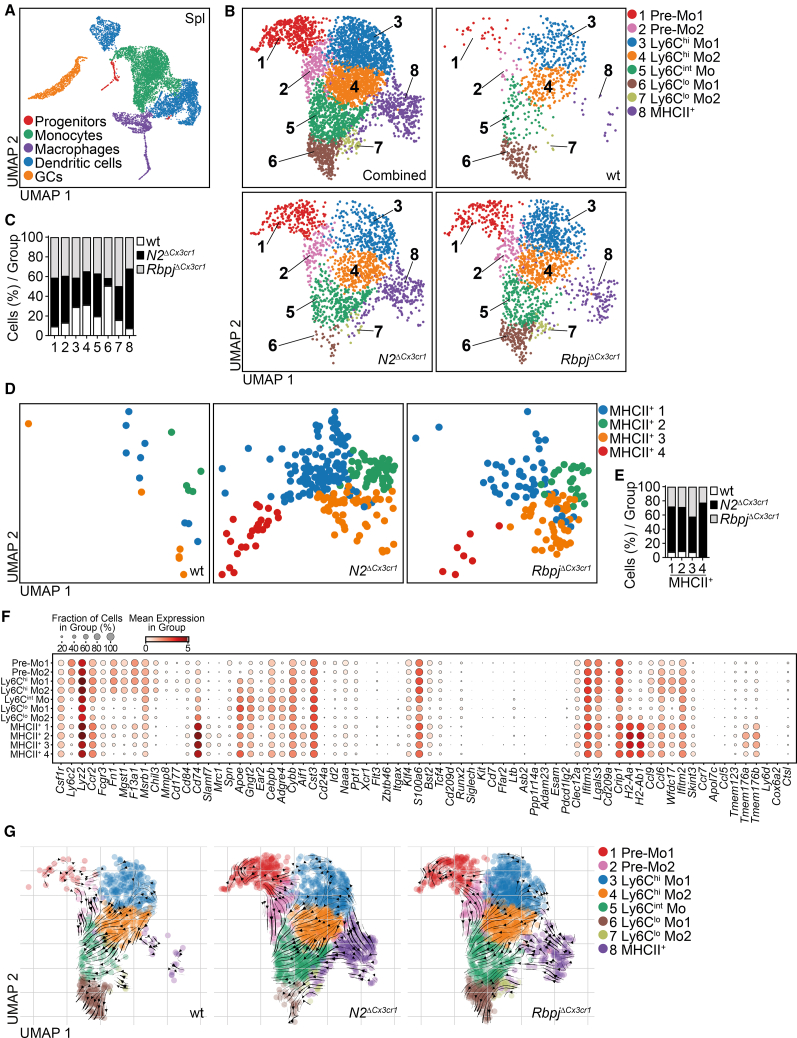
scRNA-seq analysis of Notch2- and Rbpj-deficient spleen myeloid cells (A) UMAP plot of scRNA-seq data of sorted live Lin^neg^ spleen myeloid cells with mapped populations concatenated from control, *N2*^*ΔCx3cr1*^, and *Rbpj*^*ΔCx3cr1*^ mice (*n* = 9,230 cells). (B) Spleen monocyte clusters [from (A)] shown as concatenated or demultiplexed UMAP plots. (C) The ratio of cells per cluster normalized to input cell numbers corresponding to control, *N2*^*ΔCx3cr1*^, and *Rbpj*^*ΔCx3cr1*^ monocytes. (D) Subclustering of cluster #5 depicting heterogeneity within this cluster. Demultiplexed UMAPs show expansion and altered distribution of *N2*^*ΔCx3cr1*^ and *Rbpj*^*ΔCx3cr1*^ monocytes as compared to control cells in subclusters MHCII^+^ 1–4. (E) The ratio of cells per subcluster normalized to input cell numbers. (F) Bubble plot showing the expression of specific genes in the respective monocyte clusters from (B) and subclusters MHCII^+^ 1–4 from (D). The size of circles represents the percentage of cells and the intensity of color expression of specific gene within the cluster. (G) Demultiplexed UMAP plots showing RNA velocity analysis of spleen monocytes. See also Figures S7, S10, S11, S13, and S14.

Quantitative analysis of control and knockout cells showed a reduction of cluster #6 (Ly6C^lo^ Mo1) in *N2*^*ΔCx3cr1*^ and *Rbpj*^*ΔCx3cr1*^ mice (Figures 6B and 6C), comparable to findings in BM above. At the same time, Pre-Mo1, Pre-Mo2, Ly6C^int^ Mo, and MHCII^+^ monocytes were expanded in both the knockout strains (Figures 6B and 6C). Additional analysis and quantification of cluster #8 (MHCII^+^ monocytes) separated four subclusters: MHCII^+^ 1–4 (Figures 6D, 6E, and S11). Gene expression analysis identified expression patterns similar to BM within the monocyte clusters and MHCII^+^ subclusters. Ly6C^hi^ Mo1 and Ly6C^hi^ Mo2 expressed hallmark genes (*Ly6c2*, *Lyz2*, *Ccr2*, *Fcgr3*, *Fn1*, *Mgst1*, *F13a1*, *Msrb1*, *Chil3*) of Ly6C^hi^ monocytes while Pre-Mo1 and Pre-Mo2 expressed *Hmgb2*, *Stmn1*, *S100a4*, and *S100a6* additionally (Figures 6F and S10). Ly6C^int^ Mo, Ly6C^lo^ Mo1, and Ly6C^lo^ Mo2 expressed *Apoe*, *Gngt2*, *Ear2*, *Cebpb*, *Adgre4*, and *Cybb*; however, Ly6C^int^ Mo also maintained higher *Ly6c2*, *Ccr2*, *Fn1*, and *Mgst1* expression (Figures 6F and S10). Subclusters MHCII^+^ 1–4 expressed high levels of *Cd74*, *H2-Aa*, *H2-Ab1*, *Tmem176a*, and *Tmem176b* but mainly lacked *Itgax*, *Zbtb46*, *Flt3*, and *Cd209a* or other markers of conventional DCs (Figures 6F and S11). At the same time, the mean expression of these markers varied within MHCII^+^ subclusters 1–4. Interestingly, *Apoe*, *Gngt2*, *Cebpb*, *Adgre4*, and *Cybb*, typical markers of Ly6C^lo^ monocytes, and *Fn1*, *F13a1*, *Msrb1*, *Lyz2*, and *Ly6c2*, markers of Ly6C^hi^ monocytes, were also expressed to varying degrees in MHCII^+^ 1–4 (Figures 6F and S11), showing distinctions between subclusters. Notably, low-level expression of *Cd74* and, to a lesser extent, *H2-Aa* and *H2-Ab1*, was seen in Ly6C^hi^-, Ly6C^int^-, and Ly6C^lo^ Mo clusters (Figure 6F).

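In the Ly6C lo monocytes that remained in N2ΔCx3cr1 BM, several genes of Ly6C hi monocytes rose and several genes of patrolling monocytes fell. *Ccr2*, the receptor by which monocytes leave the marrow (ENSMUSG00000049103, chromosome 9 from 124101950 to 124113557 in GRCm38), rose from 448 ± 55.3 to 944 ± 145 CPM (mean ± SD, n = 2 mice each; log2 fold change 1.11, standard error 0.14, adjusted p = 1.4e-07 from edgeR). *Lyz2* (ENSMUSG00000069516, chromosome 10 from 117277331 to 117282321) rose from 13622 ± 1494 to 22533 ± 1352 (log2 fold change 0.73, standard error 0.06, adjusted p = 3.0e-13) and *Ifi27l2a*, induced by interferon, from 1044 ± 88.5 to 2631 ± 426 (log2 fold change 1.32, standard error 0.11, adjusted p = 3.8e-13). The calcium-binding genes *S100a4* and *S100a6* rose too (log2 fold changes 0.97 and 1.15), both on chromosome 3, as is *Notch2*. *Fcgr4*, the Fc receptor gene of Ly6C lo monocytes (ENSMUSG00000059089, chromosome 1 from 171018920 to 171029761), fell from 395 ± 10.9 to 139 ± 9.35 (log2 fold change -1.49, standard error 0.22, adjusted p = 4.8e-06). *Fabp4*, which binds fatty acids (ENSMUSG00000062515, chromosome 3 from 10204088 to 10208576), fell from 505 ± 2.42 to 99.2 ± 33.5 (log2 fold change -2.43, standard error 0.24, adjusted p = 7.2e-11), and *Pparg*, a transcription factor of lipid metabolism, from 421 ± 54.1 to 189 ± 0.263 (log2 fold change -1.15, standard error 0.21, adjusted p = 1.5e-04). For each of these genes both mutant mice lay outside the range of the control mice. This was part of the rule for naming genes, so it is no further evidence. Of 14 tested genes of the Ly6C hi signature, 8 rose, 2 fell (*Ly6c2* and *Chil3*) and 4 did not pass the test (8 rose and 3 fell when adjusted over the list alone). Of 23 genes of the Ly6C lo signature, 8 fell, none rose and 15 did not pass (13 fell and 1 rose when adjusted over the list alone). By camera, the Ly6C hi list rose (median 0.49, adjusted p = 3.2e-06, and adjusted p = 0.243 with an estimated correlation) and the Ly6C lo list fell (median -0.58, adjusted p = 2.6e-13, and adjusted p = 0.274 with an estimated correlation). Both lists overlap the markers that name the classes. In all, 108 genes rose and 87 fell of 4757 tested, at 47 and 93 Ly6C lo cells per N2ΔCx3cr1 mouse. At resolution 0.5 the class held 28 and 53 cells of these mice. Control mice had 269 and 358 cells there, against 268 and 361 at resolution 1. No gene test was run at resolution 0.5, and whether the class takes a different mix of cells in N2ΔCx3cr1 mice was not tested. Granule genes, a mark of progenitors (6 of 8 fell, 6 when adjusted over the list alone, camera adjusted p = 5.5e-25, and adjusted p = 0.138 with an estimated correlation), and cell cycle genes (4 of 20 fell, 4 when adjusted over the list alone, adjusted p = 2.9e-05, and adjusted p = 0.467 with an estimated correlation) were called lower as lists in these Ly6C lo monocytes. Cells of over 4000 UMIs, 37 of 629 in control and 2 of 140 in N2ΔCx3cr1 mice, held 87.8 and 5 granule UMIs each. Without them, a setting chosen only after the result was seen, neither list was called (adjusted p = 0.0639 and 0.605), and of 170 genes that changed 125 were among the 195, without *Ly6c2*. The median depth was 1638 and 1477 UMIs per cell in control and 2308 and 2159 in N2ΔCx3cr1 mice. The 195 became 46 with DESeq2, 75 with cells thinned to 1000 UMIs, 106 in a clustering without the called genes, 74 without N2ΔCx3cr1 replicate 2 and 122 without control replicate 2. *Ccr2*, *Lyz2*, *Ifi27l2a*, *Fcgr4*, *Fabp4* and *Pparg* passed in each of these settings. In RbpjΔCx3cr1 mice 14 rose and 10 fell, against 5 in all with DESeq2, 7 with thinned cells and 10 in the clustering without the called genes. Without cells of over 4000 UMIs 16 were higher and 4 lower, and 13 of these 20 were among the 24. Granule genes are among those that fell (4 of 8, 6 when adjusted over the list alone, camera adjusted p = 2.1e-25, and adjusted p = 0.138 with an estimated correlation), with 27.1 granule UMIs per cell in 7 of 225 cells of over 4000 UMIs, and the list was not called without such cells (adjusted p = 0.864). In the clustering without the called genes, *Elane* and *Prtn3* changed sign in RbpjΔCx3cr1 mice. The 24 include *S100a4* (0.71), *Ccr2* (0.61, adjusted p = 0.0224), *Apoe* (-0.60) and *Fcgr4* (-0.72, adjusted p = 0.0359). With DESeq2 neither *Apoe* nor *Fcgr4* passed. *Apoe* did not pass without control replicate 2 either (-0.29), nor *Fcgr4* without any single control or RbpjΔCx3cr1 mouse (-0.77 to -0.70, adjusted p = 0.169 to 0.370). The Ly6C hi list (2 rose, 12 did not pass, adjusted p = 0.0330, and adjusted p = 0.391 with an estimated correlation) and the Ly6C lo list (2 fell, 21 did not pass, adjusted p = 2.1e-04, and adjusted p = 0.386 with an estimated correlation) were called in the same directions there.

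**Figure D2:**
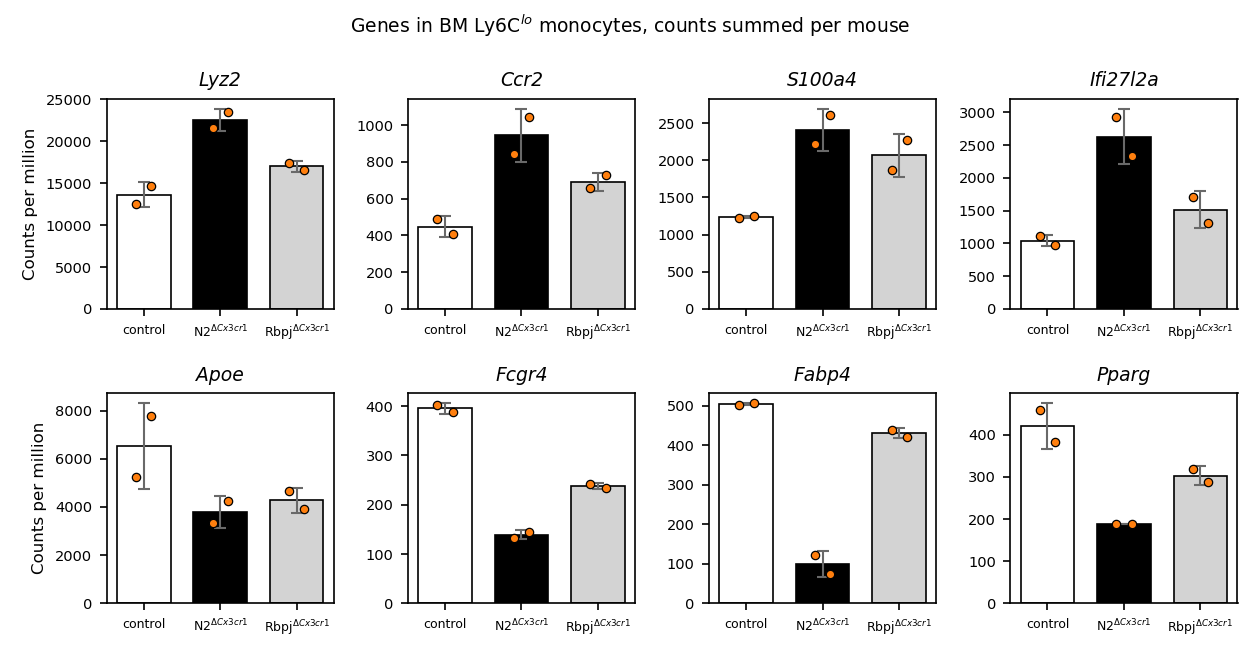
CPM (y axes) of 8 genes in BM Ly6C lo monocytes of control (white), N2ΔCx3cr1 (black) and RbpjΔCx3cr1 (grey) mice. Bars show the mean, error bars the SD and points the 2 mice of each genotype. *Lyz2*, *Ccr2*, *S100a4* and *Ifi27l2a* are higher and *Apoe*, *Fcgr4*, *Fabp4* and *Pparg* lower in N2ΔCx3cr1 mice, where *Apoe* did not pass with DESeq2 (adjusted p = 0.145).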

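In N2ΔCx3cr1 BM, Ly6C hi and MHCII+ monocytes changed in fewer genes than Ly6C lo monocytes. In Ly6C hi monocytes of N2ΔCx3cr1 mice *Chil3* fell from 3571 ± 1302 to 457 ± 49.2 CPM (mean ± SD, n = 2 mice each; log2 fold change -2.97, standard error 0.15, adjusted p = 3.7e-12 from edgeR) and the lipase gene *Lpl* from 178 ± 5.30 to 80.4 ± 1.16 (log2 fold change -1.15, standard error 0.11, adjusted p = 7.4e-07), each in 2 of 2 mice. *Chil3* lies on chromosome 3 from 106147554 to 106167564, near *Notch2* (98013527 to 98150361), so DNA of the targeted allele's strain is a limit on its change. The cathepsin gene *Ctse* rose (1.72, adjusted p = 7.8e-04). In all, 4 genes rose and 4 fell of 9044. In RbpjΔCx3cr1 mice 11 rose and 9 fell, with *Ggh* (1.09, adjusted p = 4.9e-06) and *Jun* (0.91, adjusted p = 0.00724) higher and *Lpl* (-0.93, adjusted p = 4.9e-05) and *Chil3* (-1.11, adjusted p = 7.7e-05) lower. In MHCII+ monocytes of RbpjΔCx3cr1 mice the lectin gene *Cd209a* (ENSMUSG00000031494, chromosome 8 from 3743397 to 3748984) fell from 1211 ± 2.02 to 777 ± 141 (log2 fold change -0.64, standard error 0.08, adjusted p = 1.3e-05) and *H2-Aa* from 6789 ± 527 to 5274 ± 599 (log2 fold change -0.36, standard error 0.06, adjusted p = 4.2e-04), each in 2 of 2 mice. *Tmem176a* (-0.84), *Tmem176b* (-0.67) and the mannose receptor gene *Mrc1* (-0.92) fell as well, while *Hmgb2* rose (0.50, adjusted p = 5.2e-04). Both RbpjΔCx3cr1 mice lay outside the range of the control mice for each of these genes. Lying outside that range was part of the rule for naming genes, so neither this nor 2 of 2 mice is further evidence. In all, 17 genes rose and 30 fell of 6776, against 46 higher and 39 lower without RbpjΔCx3cr1 replicate 1, and 23 and 23 with the 150 cells led by *Lyz1* counted as MHCII+ monocytes, a setting chosen only after the result was seen. Of 17 tested genes of DC-like monocytes and DCs, 1 rose, 4 fell and 12 did not pass (1 and 5 when adjusted over the list alone), with an adjusted p = 4.1e-06 by camera and adjusted p = 0.243 with an estimated correlation. In N2ΔCx3cr1 mice 4 genes rose, among them *Lyz1* (1.86, adjusted p = 0.00109), and 7 fell, among them *Chil3* (-1.16, adjusted p = 0.00355) and *Wfdc17* (-0.41, adjusted p = 0.00481). There, 21 were higher and 13 lower with the 150 cells counted, 13 and 19 without RbpjΔCx3cr1 replicate 1 and 12 and 18 without RbpjΔCx3cr1 replicate 2. With DESeq2, 9 genes changed in Ly6C hi monocytes of RbpjΔCx3cr1 mice and 19 in their MHCII+ monocytes, and 2 in MHCII+ monocytes of N2ΔCx3cr1 mice. Calls of *H2-Aa* (-0.21) and *Tmem176a* (-0.49) were lost with the 150 cells counted, and those of *Ctse* and *Jun* in Ly6C hi monocytes and of *Lyz1*, *Chil3* and *Wfdc17* in MHCII+ monocytes of N2ΔCx3cr1 mice were lost without control replicate 2.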

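Of the genes shown as transcription factors linked with myeloid differentiation, 26 were tested in Ly6C lo monocytes, and in N2ΔCx3cr1 mice 4 rose, 1 fell and 21 did not pass the test. *Id2*, an inhibitor of helix-loop-helix factors, rose from 34.9 ± 21 to 120.1 ± 36.1 CPM (mean ± SD, n = 2 mice each; log2 fold change 1.80, standard error 0.37, adjusted p = 0.00103 from edgeR), and the factor gene *Zeb2* from 1587 ± 194 to 1985 ± 412 (log2 fold change 0.35, standard error 0.11, adjusted p = 0.0482, above both control mice in 1 of 2 mice). *Ms4a4c* and *Ms4a6b*, which encode membrane proteins, rose as well (log2 fold change 0.87, standard error 0.24, adjusted p = 0.0234, and log2 fold change 0.76, standard error 0.23, adjusted p = 0.0422). *Pparg* was the gene that fell. Adjusted over the list alone, 7 rose and 1 fell (camera adjusted p = 0.00888, and adjusted p = 0.509 with an estimated correlation). Without cells of over 4000 UMIs the list was not called (adjusted p = 0.287). The 26 did not pass in Ly6C lo monocytes of RbpjΔCx3cr1 mice, where 1 rose when adjusted over the list alone. *Batf3*, a factor of DC development, was the sole gene of the list to pass in RbpjΔCx3cr1 mice, in Ly6C hi monocytes (from 14.2 ± 0.171 to 38.2 ± 10.6 CPM; log2 fold change 1.42, standard error 0.23, adjusted p = 0.00277) and in MHCII+ monocytes (from 96.3 ± 1.67 to 156 ± 14.2 CPM; log2 fold change 0.69, standard error 0.16, adjusted p = 0.0178). In N2ΔCx3cr1 mice the 35 genes tested in Ly6C hi and the 33 tested in MHCII+ monocytes did not pass. Of the Notch-signaling-related genes, *Ifi204* rose (from 71.4 ± 5.61 to 195 ± 21.7 CPM; log2 fold change 1.47, standard error 0.27, adjusted p = 1.5e-04) and the survival gene *Bcl2* fell (from 119.9 ± 3.21 to 42.5 ± 6.74 CPM; log2 fold change -1.53, standard error 0.38, adjusted p = 0.0108) in Ly6C lo monocytes of N2ΔCx3cr1 mice, and 7 did not pass (the same 2 passed when adjusted over the list alone). In MHCII+ monocytes of RbpjΔCx3cr1 mice *Gngt2* rose (log2 fold change 0.68, standard error 0.14, adjusted p = 0.00603), *Rbpj* fell (log2 fold change -1.54, standard error 0.21, adjusted p = 3.7e-05) and 9 did not pass (2 rose and 1 fell when adjusted over the list alone). *Hes1* had too few counts to be tested. Apart from *Zeb2*, both mutant mice lay outside the range of the control mice for each gene that passed. Both sets are those the paper shows for these samples, so their direction is not independent evidence. Calls of *Id2* and *Bcl2* rest on both N2ΔCx3cr1 mice: without replicate 2 their log2 fold changes were 1.37 and -1.34 and did not pass, nor did *Zeb2*, *Ms4a4c*, *Ms4a6b* and *Ifi204*. *Batf3* did not pass in either class without RbpjΔCx3cr1 replicate 2 or without control replicate 2, nor in Ly6C hi monocytes with DESeq2, and *Gngt2* did not pass without RbpjΔCx3cr1 replicate 2.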

Comparative analysis of Ly6C^hi^ Mo2, Ly6C^lo^ Mo, and MHCII^+^ subsets in BM and Ly6C^hi^ Mo1, Ly6C^hi^ Mo2, Ly6C^int^ Mo, Ly6C^lo^ Mo1, and MHCII^+^ subsets in spleen revealed Notch2- and Rbpj-dependent changes in expression of transcription factors linked with myeloid differentiation (Figures S12A and S13A) as well as Notch-signaling-related genes in respective knockout animals (Figures S14A and S14B).

Furthermore, RNA velocity analysis showed at least two potential developmental trajectories of the cells: one common pathway from Ly6C^hi^ Mo1/Ly6C^hi^ Mo2 toward Ly6C^int^ Mo to Ly6C^lo^ Mo1, present regardless of Notch-status, and a second pathway from Ly6C^hi^ Mo1 toward MHCII^+^ monocytes, which was most prominent in *N2*^*ΔCx3cr1*^ mice (Figure 6G).

Thus, scRNA-seq analysis of BM and spleen myeloid cells indicates considerable heterogeneity of monocytes and corroborates differences between Notch2- and Rbpj-deficient mice.

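Compared directly in BM by edgeR, N2ΔCx3cr1 and RbpjΔCx3cr1 monocytes differed in 20 of 9044 genes in Ly6C hi, 34 of 4757 in Ly6C lo and 37 of 6776 in MHCII+ monocytes (adjusted p under 0.05). In the same order the counts were 8, 3 and 10 with DESeq2, 21, 8 and 14 in a clustering without the called genes, and 13 to 39, 11 to 45 and 13 to 70 with a mouse left out. In Ly6C lo monocytes the fatty acid binding gene *Fabp4* was lower in N2ΔCx3cr1 than in RbpjΔCx3cr1 mice (log2 fold change -2.22, standard error 0.26, adjusted p = 2.1e-07), as were *Chil3* (-1.69) and *Bcl2* (-1.65, adjusted p = 0.0418). *Lyz2* (log2 fold change 0.41, standard error 0.06, adjusted p = 1.8e-05), *Ifi27l2a* (0.74, adjusted p = 5.2e-05) and the heme oxygenase gene *Hmox1* (1.39, adjusted p = 0.0440) were higher. DESeq2 called 3 genes in that class, so not all of those named passed with it. In MHCII+ monocytes the class II genes *H2-Aa* and *Cd74* and the lectin gene *Cd209a* were higher in N2ΔCx3cr1 than in RbpjΔCx3cr1 mice, with *H2-Aa* at 0.35 (adjusted p = 8.0e-04), *Cd74* at 0.25 (adjusted p = 0.00814) and *Cd209a* at 0.82 (standard error 0.08, adjusted p = 8.7e-08). The Ly6C lo monocyte genes *Gngt2* (-1.30, adjusted p = 1.2e-06) and *Ear2* (-1.94, adjusted p = 0.00888) were lower there. In Ly6C hi monocytes *Chil3* (-1.86, adjusted p = 2.5e-08) and *Batf3* (-1.17, adjusted p = 0.0255) were lower and *Ctse* (1.49) was higher in N2ΔCx3cr1 mice. The share of Ly6C lo monocytes was 1.97-fold lower in N2ΔCx3cr1 than in RbpjΔCx3cr1 mice (log2 fold change -0.98, standard error 0.58, adjusted p = 0.535) and that of MHCII+ monocytes 1.14-fold higher (0.19, standard error 0.32, adjusted p = 0.761), and neither passed the test with 2 mice each. Changes were also compared between classes. In N2ΔCx3cr1 mice the change of 156 genes differed between Ly6C lo and Ly6C hi monocytes, and that of 138 between Ly6C lo and MHCII+ monocytes, while 2 differed between MHCII+ and Ly6C hi monocytes. Samples of spleen were not analysed here for this comparison. From BM and spleen together the paper proposes that monocytes are heterogeneous and that mice lacking Notch2 and mice lacking Rbpj differ.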

### Notch controls heterogeneity and plasticity of Ly6C^hi^ monocyte subtypes

We next investigated the plasticity of Ly6C^hi^ inflammatory monocyte subsets and the potential impact of Notch signaling. To this end, we analyzed the developmental potential of GC-like monocytes (potentially derived from GMP) and DC-like monocytes (potentially derived from MDP)^20^^,^^21^ in a defined *in vitro* culture system with sorted Ly6C^hi^ monocyte subsets (Figures S15A and S15B). We purified CD177^+^Lin^neg^CD11b^+^CD115^+^Ly6C^hi^ GC-like monocytes and CD319^+^Lin^neg^CD11b^+^CD115^+^Ly6C^hi^ DC-like monocytes^22^ from wt or *N2*^*ΔCx3cr1*^ BM as cell input (Figure S15A). These cells were cultured *in vitro* in the presence of M-CSF, with or without recombinant Notch ligands DLL1 or DLL4, and differentiation into Ly6C^lo^ monocytes (CD11b^+^Ly6C^lo/−^CD11c^+^CD43^+^), MoDCs (CD11b^+^Ly6C^lo/−^CD11c^+^I-A/I-E^+^), or MHCII^+^ monocytes (CD11b^+^Ly6C^lo/−^CD11c^neg^I-A/I-E^+^) was quantified (Figure S15C).

GC-like Ly6C^hi^ monocytes from wt mice, when cultured under control conditions without Notch ligand stimulation, had a low endogenous differentiation potential into any target cell type (ca 6%) (Figure 7A; Table S4). DLL1 promoted preferential differentiation into Ly6C^lo^ monocytes (23%), with only a small fraction of cells appearing as MoDC or MHCII^+^ monocytes, and this was dependent on functional Notch2. Similarly, DLL4 also promoted preferential differentiation into Ly6C^lo^ monocytes (25%) in a Notch2-dependent manner, but a 4-fold higher number of cells differentiated into MoDC (17%), which was further increased in the absence of functional Notch2 (25%, Figure 7A; Table S4). In contrast, DC-like Ly6C^hi^ monocytes from wt mice, when cultured under control conditions without Notch ligand stimulation, had a higher endogenous differentiation potential into target populations (34%), preferentially into MoDC (23%) and, to a lesser extent, Ly6C^lo^ monocytes (9%). DLL1 promoted the preferential differentiation into MoDC (40%) and Ly6C^lo^ monocytes (21%), which was dependent on Notch2 (Figure 7B; Table S4). Furthermore, DLL4 also enhanced preferential differentiation into MoDC (49%) and Ly6C^lo^ monocytes (19%), but this was only partially dependent on Notch2 (Figure 7B; Table S4).

**Figure 7:**
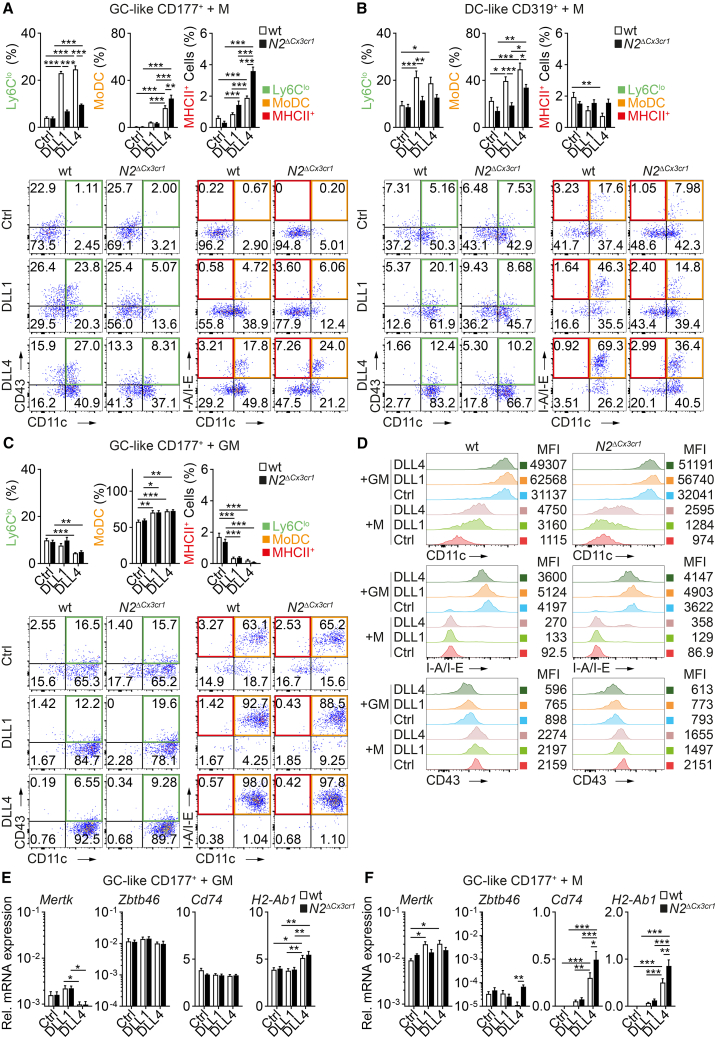
Notch2 controls DC-like and GC-like monocyte differentiation *in vitro* (A and B) GC-like and DC-like Ly6C^hi^ monocytes show differences in Notch-dependent conversion *in vitro*. GC-like CD177^+^ (A) or DC-like CD319^+^ (B) Ly6C^hi^ monocytes were sorted from wt or *N2*^*ΔCx3cr1*^ BM and cultured *in vitro* in the presence of Ctrl, DLL1, or DLL4 ligands and M-CSF (+M). The relative frequency of Ly6C^lo^ monocytes, MHCII^+^ monocytes, and MoDCs in the cultures (depicted as mean ± SEM) and representative flow cytometry plots are shown (see also Table S4). (A and B) Data are pooled from four experiments (*n* = 8–12). (C) GC-like Ly6C^hi^ monocytes differentiate into MoDC *in vitro* under the influence of GM-CSF (+GM). GC-like CD177^+^ Ly6C^hi^ monocytes sorted from wt or *N2*^*ΔCx3cr1*^ BM were cultured *in vitro* in the presence of Ctrl, DLL1, or DLL4 ligands and GM-CSF. The relative frequency of Ly6C^lo^ and MHCII^+^ monocytes and MoDCs (depicted as mean ± SEM) and representative flow cytometry plots are shown. Data are pooled from three experiments (*n* = 9). (D) Flow cytometry histogram plots (and MFI) showing expression of respective surface markers in *in vitro* converted cells. (E and F) Expression of monocyte/macrophage- and DC-marker genes in converted cells. wt or *N2*^*ΔCx3cr1*^ GC-like Ly6C^hi^ monocytes were cultured on immobilized Notch ligands and in the presence of GM-CSF (E) or M-CSF (F), respectively. Converted cells were harvested, and gene expression was analyzed using RT-qPCR. Data are pooled from two experiments (*n* = 8). (A–C, E, and F) Data are shown as mean ± SEM; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001; two-way ANOVA with Bonferroni’s multiple comparison test. See also Figure S12 and Table S4.

Differentiation into MHCII^+^ monocytes was overall a rare event but was most prominent in GC-like monocytes from *N2*^*ΔCx3cr1*^ mice cultured on DLL4 (8-fold increase over baseline; Figure 7A). A culture system using CD74-based sorting into GC- (CD74^neg^) and DC-like (CD74^+^) Ly6C^hi^ monocytes (Figure S15B) resulted in essentially comparable findings (Figures S15D and S15E).

Together, these observations demonstrate a degree of plasticity within both subsets of Ly6C^hi^ monocytes but preferential differentiation of GC-like monocytes into Ly6C^lo^ monocytes with both ligands, while DC-like monocytes tend toward MoDC development, particularly with DLL stimulation and in the absence of Notch2. These data also suggest that MHCII^+^ monocytes are predominantly derived from GC-like monocytes and are highly dependent on the Notch ligand DLL4.

To evaluate the influence of growth-factor context, we cultured GC-like Ly6C^hi^ monocytes in the presence of GM-CSF (GM) and analyzed the phenotype of converted cells. Regardless of genotype or Notch ligand stimulation, the majority of cells differentiated into MoDC, while only a small fraction converted into Ly6C^lo^ monocytes or MHCII^+^ monocytes (Figures 7C and S15F). Furthermore, compared to M-CSF cultured cells, expression of CD11c and I-A/I-E was higher, while CD43 expression was lower (Figure 7D). In gene expression analysis, GM-CSF induced strong expression of *Zbtb46*, a hallmark transcription factor of DCs, *Cd74*, and *H2-Ab1* in a Notch-independent manner, but expression of *Mertk* was low (Figure 7E). Interestingly, *Mertk* downregulation by GM-CSF cultures was most prominent in the presence of DLL4, which coincided with significantly higher expression of *H2-Ab1* as compared to DLL1 or Ctrl conditions, suggesting that DLL4-dependent signaling in combination with GM-CSF drives monocyte differentiation toward MoDCs (Figure 7E). In contrast, M-CSF induced high levels of *Mertk* but low levels of *Zbtb46*, *Cd74*, and *H2-Ab1*, indicating an active monocyte-macrophage differentiation program (Figure 7F). At the same time, *Mertk* expression in M-CSF cultures was higher in the presence of DLL1 and DLL4 but partially reduced in Notch2-deficient cells (Figure 7F). Furthermore, cells cultured in the presence of DLL4 also expressed high *Cd74* and *H2-Ab1*, with highest levels observed in cells from *N2*^*ΔCx3cr1*^ mice (Figure 7F). This suggests that GM-CSF and M-CSF promote distinct programs of cell differentiation, leading to MoDC or monocyte/macrophage development, respectively.

To summarize, both GC-like and DC-like monocytes possess plasticity and can lead to alternative cell fates but to different extents. Specifically, during their development into monocytes/macrophages or MoDCs, the fate of GC-like Ly6C^hi^ monocytes might be co-regulated by specific DLL1-Notch2 or DLL4-Notch2 signaling pairs in combination with specific growth factors such as M-CSF or GM-CSF.

Thus, in general, Notch2 signaling controls monocyte conversion, monocyte surface phenotype, and function in a canonical, Rbpj-dependent and noncanonical, Rbpj-independent manner, thereby contributing to organ-specific heterogeneity and developmental plasticity of monocyte pools (Figure S16A). Such control depends on specific Notch ligands and respective growth factors.

## Discussion

Using an extended monocyte subset analysis, we show that monocyte heterogeneity in distinct compartments may be more complex than the so far perceived subsets of Ly6C^hi^ and Ly6C^lo^ monocytes or GC-like and DC-like monocytes. The heterogeneity includes differences in cell phenotype and behavior, which at least in part is linked to Notch signaling and affects central (bone marrow) and peripheral (splenic) Ly6C^hi^ monocytes as well as several subsets with low Ly6C^lo^ expression. Ly6C^hi^ monocytes residing in the spleen have lower proliferation potential than their BM counterparts, show higher endogenous Notch signaling activity, and consequently, are more prone to Notch-dependent monocyte conversion. This heterogeneity is in line with previous reports describing differences in monocytes between BM and periphery at the transcriptomic and promotor activity level, despite gross phenotypic similarities of cells between compartments.^4^ Namely, the Ly6C^lo^ monocyte pool consists of prototypical Ly6C^lo^ monocytes, Ly6C^lo^2, and MHCII^+^ monocytes. From extended monocyte characterization and systematic comparative analysis of different Cre-based Notch2- and Rbpj-mutant strains, prototypical Ly6C^lo^ and Ly6C^lo^2 subsets seem to be closely related cells, probably representing different stages along terminal maturation. This is suggested by gross similarities in the surface phenotype, developmental Notch-signaling dependency, and spatial distribution patterns, which also suggest strong functional overlap, e.g., typical vessel-patrolling monocytes. The MHCII^+^ monocyte subset, in contrast, is distinct from prototypical Ly6C^lo^ monocytes. It features markers of Ly6C^lo^ monocytes and DCs and shows a distinct, and sometimes opposite response to Notch2 deficiency. However, function and cell fate are currently unclear and require further studies.

The Notch2 receptor influences the heterogeneity of monocytes in an Rbpj-dependent (canonical) or -independent (noncanonical) manner, demonstrated by similarities and differences in mutant-strain comparisons (Figure S16A). They define the developmental trajectories of Ly6C^hi^ monocytes by controlling monocyte differentiation into distinct phenotypic and functional subsets in different compartments. Specifically, Rbpj regulates the expression of CCR2 on Ly6C^lo^ and Ly6C^lo^2 monocytes, which is linked to monocyte distribution. These data align with a recent study showing CCR2-dependent rapid egress of Ly6C^lo^ monocytes from BM to the periphery in *Rbpj*-deficient mice.^19^ CCR2 is also upregulated in *Notch2*-deficient Ly6C^lo^ and Ly6C^lo^2 monocytes, suggesting that CCR2 expression is under tight control of canonical Notch2 signaling in these cells. However, in *Notch2*-deficient MHCII^+^ monocytes and DCs, CCR2 expression is regulated in an Rbpj-independent manner, further supporting separation of these cells into distinct subsets. The influence of Notch2 on monocytes is more complex and extends beyond CCR2 regulation, as it regulates monocyte conversion and monocyte cell fate (Figure S16A). *Notch2* deficiency causes quantitative and qualitative changes in monocyte subsets in a non-canonical, Rbpj-independent manner. Specifically, Notch2 controls the development of Ly6C^lo^, Ly6C^lo^2, and MHCII^+^ monocytes *in vivo* or Ly6C^lo^, MHCII^+^ monocytes, and MoDCs *in vitro* in a Notch-ligand-dependent manner.

In inflammatory conditions, Notch signaling regulates monocyte cell fate on several levels, which shapes tissue phagocyte pools. Loss of *Notch2* or *Rbpj* increases the frequency of F4/80^hi^ MFs in the lung, liver, and kidney. However, MHCII^+^ monocytes expand mainly in *Notch2*-deficient, but not in *Rbpj*-deficient, mice. These data are in line with a recent study showing an increased number of BM-monocyte-derived interstitial lung MFs after Notch2 blockade during bleomycin-induced fibrosis.^36^ It is important to mention that Notch2- or Rbpj-mediated expansion of MFs in inflammatory conditions is not an isolated phenomenon and is observed at least in the liver, lung, and kidney. In agreement with this, Rbpj was shown to be implicated in monocyte-to-macrophage transition and the development of protective Ly6C^lo^ monocytes in liver diseases.^29^ Notch-signaling-axis-dependent regulation of Ly6C^hi^ inflammatory monocyte cell fate and development of Ly6C^lo^, MHCII^+^ monocytes, and MFs in inflammatory conditions might be regulated through the Dll1/Dll4 ligands expressed in specific tissue niches. This may define the intensity and the character of the response, which needs further studies.

It is still unclear how ontogeny and plasticity contribute to heterogeneity of Ly6C^hi^ monocytes. On one hand, Ly6C^hi^ monocyte subsets could be irreversibly committed to develop into distinct terminally differentiated phagocytes, such as MFs, Ly6C^lo^, Ly6C^lo^2, and MHCII^+^ monocytes or MoDCs independent of niche signals. Alternatively, monocyte subsets might possess inherent plasticity to shape their differentiation path depending on environmental conditions and signals. In this context, our scRNA-seq data show a Notch2- and partially Rbpj-dependent switch of monocyte developmental trajectories from Ly6C^hi^ monocytes toward Ly6C^lo^ or MHCII^+^ monocytes. *In vitro* studies using recombinant ligands DLL1 and DLL4 in combination with specific growth factors further confirmed these data. Specifically, Notch2 regulated GC- or DC-like monocyte differentiation toward Ly6C^lo^, MHCII^+^ monocytes, or MoDCs *in vitro* in a Notch-ligand-dependent manner under the influence of M-CSF. The presence of two characterized Ly6C^hi^ monocyte subsets (GC- and DC-like) may promote rapid responses to various stressors. However, GC-like Ly6C^hi^ monocytes possess intrinsic plasticity, and while their *in vitro* endogenous differentiation potential is low, they readily differentiate into phenotypically different cells in response to specific signaling cues. Specifically, the influence of M-CSF in combination with either Delta-ligand promotes prototypical Ly6C^lo^ monocyte differentiation, which is mediated by Notch2. The combination of M-CSF with DLL4 in the absence of Notch2 promotes the development of MHCII^+^ monocytes and MoDC. In contrast, the presence of GM-CSF promotes MoDC development independent of Notch2.

In our previous work, we found that monocyte conversion and Ly6C^lo^ monocyte development is driven by DLL1-Notch2 signaling.^13^ The current study extends previous observations on the ligand Dll4, showing that it can substitute for Dll1 and promote Ly6C^lo^ monocyte development equally in the presence of M-CSF *in vitro*. Dll4 mediates the conversion of DC-like and GC-like Ly6C^hi^ subsets, but only GC-like monocytes depended on Notch2. In addition, the effect of Dll4 is more heterogeneous as it drives the development of MHCII^+^ monocytes and MoDCs parallel to Ly6C^lo^ monocytes, while Dll1 promotes the conversion of GC-like Ly6C^hi^ monocytes predominantly into Ly6C^lo^ monocytes.

Liu et al. identified a new subset of conventional DCs—DC3,^7^ which develops from Ly6C^+^ proDC3 and shares some similarities with DC-like monocytes or cDC2. Similarly, a subset of cDC2 (cDC2a or CD24^+^ cDC2) is regulated in Notch2- and Rbpj-dependent manner,^32^^,^^37^ while the cDC2b (CD24^neg^) subset appears to be Notch-independent. However, MHCII^+^ monocytes, in contrast to cDC2a, cDC2b, or DC3, expand in Notch2-deficient mice and are phenotypically distinct to them, e.g., expression of CD11c. Thus, MHCII^+^ monocytes are potentially derived from GC-like Ly6C^hi^ monocytes, are separated from conventional DCs, and exist independently. In line with these data, we confirmed the development of MHCII^+^ monocytes from GC-like Ly6C^hi^ monocytes *in vitro* in a Notch2-dependent manner and in the presence of DLL4 and M-CSF.

Development of prototypical Ly6C^lo^ monocytes from Ly6C^hi^ monocytes requires *Nr4a1*, *Bcl6*, *Irf2*, and *Cebpb*^4^^,^^25^ and is DLL1-Notch2-dependent,^13^ while Notch2-independent Ly6C^lo^ monocytes can arise in the absence of *Cebpa,* potentially from myeloid progenitors.^26^ Recently, it was shown that induced MHCII^+^ Ly6C^lo^ monocytes expand by NOD2-agonist treatment and were involved in anti-tumor immunity.^38^ These cells, present in *Nr4a1*-deficient mice and proposed to be Notch2-independent, further confirmed the heterogeneity of Ly6C^lo^ monocytes. However, the phenotype of the induced population differs from the Notch2-dependent MHCII^+^ monocytes described in our study, the latter lacking CD11c and CD43, two markers of Ly6C^lo^ monocytes. Further studies are necessary to dissect the relationship between NOD2-agonist-dependent induced MHCII^+^ monocytes and MHCII^+^ monocytes expanded in Notch2-deficient conditions and described in the current manuscript.

Modulation of myeloid Notch signaling, thereby affecting monocyte fate, phenotype, and function, might be of high clinical importance, as monocytes are one of the first-line immune defense cells involved in acute or chronic inflammation. In line with these data, several mouse and human studies revealed the role of Notch2 or Rbpj in the regulation of monocytes in pathological conditions. Particularly, targeting of Rbpj in mice by specific inhibitors might ameliorate metabolic-dysfunction-associated steatohepatitis, potentially due to expansion of angioprotective Ly6C^lo^ patrolling monocytes.^29^ NOD2-induced nonclassical monocytes are believed to develop in the absence of Notch2 signaling and mediate protection against cancer metastases.^38^ Our observation that MHCII^+^ monocytes expand in Notch2-deficient mice in steady-state conditions might also be in line with NOD2-dependent inducible monocytes and potentially open new treatment options by modulating monocyte Notch2 signaling in cancer patients. Considering that these cells express MHCII, they might contribute to tumor antigen presentation. However, whether such events have tolerogenic or immunogenic consequences may depend on their functional status or the tumor microenvironment. Nevertheless, prior to clinical applications, additional studies defining the role of Notch2 and Rbpj in human monocyte conversion and regulation are needed; similarly, the human equivalent of MHCII^+^ monocytes yet needs to be identified. Crosstalk of endothelial cells with monocytes potentially by DLL4-NOTCH2 signaling is probably involved in antibody-mediated rejection after cardiac transplantation in patients, opening another avenue for clinical application of Notch targeting.^39^ Similarly, changes in expression of notch ligands, specifically Dll4, are observed in endothelial cells during sepsis and in the atherosclerotic plaques.^40^^,^^41^ They may regulate the cell fate of Ly6C^hi^ monocytes circulating in the blood and homing to the inflamed or altered vessel wall. Such mechanism can control the development of patrolling, MHCII^+^ monocytes, and macrophages and might determine the onset and pathogenesis of vascular diseases. Therefore, manipulating Notch signaling by targeting selective Notch ligands in the blood vessels or Notch receptors on inflammatory monocytes could be used to modulate monocyte differentiation programs and thus represent a potential treatment option. Recent study has shown that NOTCH2 expression in monocytes predicts interferon β (IFN-β) immunogenicity in patients with multiple sclerosis and hence might be involved in autoimmune or inflammatory diseases.^42^

Taken together, our study shows the heterogeneity and plasticity of monocyte subsets and reveals the differential contribution of Notch2 and Rbpj signaling.

### Limitations of the study

Our work has technical and model-specific limitations. We used mouse as a model organism to study the niche-specific heterogeneity and developmental plasticity of monocytes and regulation by Notch. These results, therefore, need further confirmation using human systems. Along this line, Ly6C^lo^, Ly6C^lo^2, and MHCII^+^ monocyte subsets, MFs, and DCs differ across both species. The human equivalents of these cells still need to be identified and confirmed precisely. Thus, the origin, developmental regulation, and the function of these cells are also still the subject of current studies, both in mice and in humans. Similarly, targeting of Notch2 and Rbpj using a Cre-mediated deletion strategy does not generate complete knockout of these genes in monocytes, monocyte precursors, and monocyte descendants, thereby complicating interpretation of the results, especially in inflammatory conditions. An alternative approach could be to use pharmacological inhibitors or antibodies targeting Notch signaling components. However, specificity of targeting still remains questionable. Furthermore, GC-like monocyte plasticity, particularly the generation of MoDCs, and the influence of Notch signaling and growth factors were only observed *in vitro*. Therefore, additional *in vivo* studies are needed to elucidate the developmental potential and molecular mechanisms. Likewise, our proof-of-principle *in vitro* studies were limited to Notch signaling and two growth factors, M-CSF and GM-CSF, but other signaling cascades or monocyte growth factors may also play important roles in regulating monocyte heterogeneity and plasticity.

## Resource availability

### Lead contact

Requests for resources and reagents, as well as for further information, should be directed to and will be fulfilled by the lead contact, Florian Limbourg ().

### Materials availability

Reagents generated in this study are available from the lead contact upon request after completion of the respective material transfer agreements.

### Data and code availability

• Data supporting the findings in this study are present within the article and supplemental information. Data from scRNA-seq are deposited to NCBI’s Gene Expression Omnibus under the accession number GEO: GSE289018. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE289018.
• The original code is deposited under https://github.com/sgaedcke/Monocyte_heterogeneity_notch.
• All additional information necessary to reanalyze the data in this paper will be provided by the lead contact upon request.

## Acknowledgments

We thank the Central Animal Facility, Research Core Facility Cell Sorting, and Research Core Unit Genomics of 10.13039/501100005624MHH for excellent support. Funded by grants from DFG (GA 2443/3-1 and GA 2443/2-1) to J.G., DFG (Li948-10/1 and Li948-7/1) to F.P.L., and DFG (KA 5549/2-1) to T.K. Y.X. was supported by a grant from the 10.13039/501100004543China Scholarship Council.

## Author contributions

Y.X., T.K., S.S., J.G., and F.N.S. performed the experiments; Y.X., T.K., J.G., and F.P.L. designed experiments and analyzed data; S.G. and A.C.J. analyzed sequencing data; S.H., O.J.M., M.L., H.H., and K.S.-O. provided necessary resources, materials, or animals; Y.X., T.K., J.G., and F.P.L. wrote and edited the manuscript; all authors corrected the manuscript; J.G. and F.P.L. conceived and directed the study.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Monoclonal Anti-Mouse BrdU Alexa Fluor® 647	BD Biosciences	Cat#560209; Clone 3D4; RRID: AB_1645615
Mouse Monoclonal Anti-mouse CD45.1 APC	BioLegend	Cat#110713; Clone A20; RRID: AB_313502
Mouse Monoclonal Anti-mouse CD45.2 Alexa Fluor® 700	BioLegend	Cat#109821; Clone 104; RRID: AB_493730
Armenian Hamster Anti-mouse Notch2 APC	BioLegend	Cat#130713; Clone HMN2-35; RRID: AB_2153642
Rat monoclonal Anti-mouse TruStain FcX™ (CD16/32)	BioLegend	Cat#101319; Clone 93; RRID: AB_1574973
Rat monoclonal Anti-mouse CD16/32 Brilliant Violet™ 510	BioLegend	Cat#101333; Clone 93; RRID: AB_2563692
Armenian Hamster Monoclonal Anti-mouse CD16.2 (FcγRIV)	BioLegend	Cat#149602; Clone 9E9; RRID: AB_2565302
Rat Monoclonal Anti-mouse CD3 Biotin	BioLegend	Cat#100243; Clone 17A2; RRID: AB_2563946
Rat Monoclonal Anti-mouse CD19 Biotin	BioLegend	Cat#115503; Clone 6D5; RRID: AB_313638
Rat Monoclonal Anti-mouse/human B220 (CD45R) Biotin	BioLegend	Cat#103203; Clone RA3-6B2; RRID: AB_312988
Rat Monoclonal Anti-mouse Ter119 Biotin	BioLegend	Cat#116203; Clone Ter119; RRID: AB_313704
Rat Monoclonal Anti-mouse Ly6G Biotin	BioLegend	Cat#127603; Clone 1A8; RRID: AB_1186105
Mouse Monoclonal Anti-mouse NK1.1 Biotin	BioLegend	Cat#108703; Clone PK136; RRID: AB_313390
Rat Monoclonal Anti-mouse/human CD11b FITC	BioLegend	Cat#101205; Clone M1/70; RRID: AB_312788
Rat Monoclonal Anti-mouse/human CD11b Brilliant Violet™ 650	BioLegend	Cat#101239; Clone M1/70; RRID: AB_11125575
Rat Monoclonal Anti-mouse/human CD11b Pacific Blue™	BioLegend	Cat#101223; Clone M1/70; RRID: AB_755985
Rat Monoclonal Anti-mouse Ly6C PE-Cy7	BioLegend	Cat#128017; Clone HK1.4; RRID: AB_1732093
Rat Monoclonal Anti-mouse CD45 Brilliant Violet™ 570	BioLegend	Cat#103136; Clone 30-F11; RRID: AB_10898325
Rat Monoclonal Anti-mouse CD45 Alexa Fluor® 700	BioLegend	Cat#103128; Clone 30-F11; RRID: AB_493715
Mouse Monoclonal Anti-mouse CX3CR1 Alexa Fluor® 488	BioLegend	Cat#149022; Clone SA011F11; RRID: AB_2565705
Mouse Monoclonal Anti-mouse CX3CR1 PE	BioLegend	Cat#149005; Clone SA011F11; RRID: AB_2564314
Rat Monoclonal Anti-mouse CD117 APC-Cy7	BioLegend	Cat#105825; Clone 2B8; RRID: AB_1626280
Rat Monoclonal Anti-mouse CD117 PE	BioLegend	Cat#105807; Clone 2B8; RRID: AB_313216
Rat Monoclonal Anti-mouse CD115 PE	BioLegend	Cat#135505; Clone AFS98; RRID: AB_1937254
Rat Monoclonal Anti-mouse CD115 Alexa Fluor® 488	BioLegend	Cat#135511; Clone AFS98; RRID: AB_11218605
Rat Monoclonal Anti-mouse CD115 Brilliant Violet™ 421	BioLegend	Cat#135513; Clone AFS98; RRID: AB_2562667
Rat Monoclonal Anti-mouse CD115 APC	BioLegend	Cat#135509; Clone AFS98; RRID: AB_2085221
Rat Monoclonal Anti-mouse CD34 PE-Dazzle™ 594	BioLegend	Cat#152209; Clone SA376A4; RRID: AB_2734219
Rat Monoclonal Anti-mouse CD135 Brilliant Violet™ 421	BioLegend	Cat#135313; Clone A2F10; RRID: AB_2562338
Rat Monoclonal Anti-mouse CD135 Biotin	BioLegend	Cat#135307; Clone A2F10; RRID: AB_1953266
Rat Monoclonal Anti-mouse CD135 PE	BioLegend	Cat#135305; Clone A2F10; RRID: AB_1877217
Armenian Hamster Monoclonal Anti-mouse CD11c APC	BioLegend	Cat#117310; Clone N418; RRID: AB_313778
Armenian Hamster Monoclonal Anti-mouse CD11c Brilliant Violet™605	BioLegend	Cat#117334; Clone N418; RRID: AB_2562415
Armenian Hamster Monoclonal Anti-mouse CD11c PE	BioLegend	Cat#117307; Clone N418; RRID: AB_313776
Rat Monoclonal Anti-mouse I-A/I-E Brilliant Violet™ 510	BioLegend	Cat#107635; Clone M5/114.15.2; RRID: AB_2561397
Rat Monoclonal Anti-mouse I-A/I-E Alexa Fluor® 700	BioLegend	Cat#107621; Clone M5/114.15.2; RRID: AB_493727
Rat Monoclonal Anti-mouse I-A/I-E PE	BioLegend	Cat#107607; Clone; RRID: AB_313322
Rat Monoclonal Anti-mouse CD43 PerCP-Cy™ 5.5	BD Biosciences	Cat#562865; Clone S7; RRID: AB_2737851
Rat Monoclonal Anti-mouse F4/80 Brilliant Violet™ 650	BioLegend	Cat#123149; Clone BM8; RRID: AB_2564589
Rat Monoclonal Anti-mouse CD90.2 PE	BioLegend	Cat#140307; Clone 53-2.1; RRID: AB_313322
Rat Monoclonal Anti-mouse CD3 PE	BioLegend	Cat#100205; Clone 17A2; RRID: AB_312662
Rat Monoclonal Anti-mouse CD19 PE	BioLegend	Cat#115507; Clone 6D5; RRID: AB_313642
Rat Monoclonal Anti-mouse/human B220 (CD45R) PE	BD Biosciences	Cat#553089; Clone RA3-6B2; RRID: AB_394619
Rat Monoclonal Anti-mouse Ter119 PE	BioLegend	Cat#116208; Clone Ter119; RRID: AB_313708
Rat Monoclonal Anti-mouse Ly6G PE	BioLegend	Cat#127608; Clone 1A8; RRID: AB_1186099
Mouse Monoclonal Anti-mouse NK1.1 PE	BioLegend	Cat#108707; Clone PK136; RRID: AB_313394
Rat Anti-mouse CD49 b PE	BioLegend	Cat#108907; Clone DX5; RRID: AB_313394
Rat Monoclonal Anti-mouse Ly6A/E PE	BioLegend	Cat#108107; Clone D7; RRID: AB_313344
Rat Monoclonal Anti-mouse Ly6A/E Biotin	BioLegend	Cat#108104; Clone D7; RRID: AB_313340
Armenian Hamster Anti-mouse FcεRIα PE	BioLegend	Cat#134307; Clone MAR-1; RRID: AB_1626104
Rat Monoclonal Anti-mouse CD319 PE	BioLegend	Cat#152005; Clone 4G2; RRID: AB_2632677
Rat Monoclonal Anti-mouse CD177 Alexa Fluor® 647	BD Biosciences	Cat#566599; Clone Y127; RRID: AB_2869790
Rat Monoclonal Anti-mouse CD74 Alexa Fluor® 647	BioLegend	Cat#151003; Clone ln1/CD74; RRID: AB_2632608
Mouse Monoclonal Anti-mouse NR4A1 PE	eBioscience	Cat#12-5965-80; Clone 12.14; RRID: AB_1257210
Rat Monoclonal Anti-mouse OCT2 Alexa Fluor® 647	BD Biosciences	Cat#563472; Clone 9A2; RRID: AB_2738229
Rat Monoclonal Anti-mouse CCR2 Alexa Fluor® 700	R&D Systems	Cat#FAB5538N; Clone 475301; RRID: AB_2725739
Streptavidin PE-Dazzle™ 594	BioLegend	Cat#405247; RRID: AB_3697286
Streptavidin PerCP-Cy™ 5.5	BioLegend	Cat#405214; RRID: AB_2716577
Propidium iodide (PI)	Sigma-Aldrich	Cat#81845
4′,6-diamidino-2-phenylindole (DAPI)	Carl-Roth	Cat#6335.1
MojoSort™ Mouse anti-PE beads	BioLegend	Cat#480080
MojoSort™ Streptavidin Nanobeads	BioLegend	Cat#480016

**Chemicals, peptides, and recombinant proteins**		

5-Bromo-2-deoxyuridine (BrdU)	Sigma-Aldrich	Cat#B5002-100 MG
BD Cytoperm™ Permeabilization Buffer Plus	BD Biosciences	Cat#561651
Collagenase Type II	Worthington	Cat#LS004177
Deoxyribonuclease I (DNAse)	Sigma-Aldrich	Cat#D4527
Fraction V, BSA Bovine Serum Albumin (BSA)	Roth	Cat#8076.2
Histopaque®-1083	Sigma-Aldrich	Cat#10831-100 ML
Red Blood Cell Lysis Buffer (10×)	BioLegend	Cat#420301
Mouse M-CSF Recombinant protein PeproTech®	PeproTech	Cat#315-02
Mouse GM-CSF Recombinant protein PeproTech®	PeproTech	Cat#315-03
Recombinant Mouse IgG2A-Fc	R&D Systems	Cat#4460-MG-100
Recombinant Mouse DLL1-Fc Chimera Protein	R&D Systems	Cat#5026-DL
Recombinant Mouse DLL4-Fc Chimera Protein	R&D Systems	Cat#10089-D4

**Critical commercial assays**		

BD Cytofix/Cytoperm™ Kit	BD Biosciences	Cat#554714
BD APC BrdU Kit	BD Biosciences	Cat#552598
SuperScript™ III First-Strand Synthesis System	Invitrogen	Cat#18080051

**Deposited data**		

Raw and analyzed data from scRNA-seq	This paper, GEO	Figures 5, 6 and S7–S14 GEO: GSE289018https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE289018

**Experimental models: Organisms/strains**		

Mouse: CD45.1^+^	The Jackson Laboratory	Strain#002014; RRID:IMSR_JAX:002014
Mouse: *Cx3cr1*^*Cre*^	Yona et al.^9^ The Jackson Laboratory	Strain#025524; RRID:IMSR_JAX:025524
Mouse: *Cx3cr1*^*GFP/+*^	Jung et al.^43^ The Jackson Laboratory	Strain #:005582 RRID:IMSR_JAX:005582
Mouse: *Cx3cr1*^*Cre*^*Notch2*^*lox/lox*^	This paper	N/A
Mouse: *Cx3cr1*^*Cre*^*Rbpj*^*lox/lox*^	This paper	N/A
Mouse: *Notch2*^*lox/lox*^	Besseyrias et al.^44^	N/A
Mouse: *Rbpj*^*lox/lox*^	Han et al.^45^	N/A
Mouse *Lyz2*^*Cre*^	Clausen et al.^46^	N/A
Mouse: *Cx3cr1*^*GFP/+*^*Lyz2*^*Cre*^*Notch2*^*lox/lox*^	Gamrekelashvili et al.^13^	N/A
Mouse: *Cx3cr1*^*GFP/+*^*Lyz2*^*Cre*^*Rbpj*^*lox/lox*^	Krishnasamy et al.^34^	N/A

**Oligonucleotides**		

QRT-PCR Primers	Eurofins	See method details
Hashtag derived Oligos (HTO)		See method details
TotalSeq-A0301	BioLegend	Cat#155801; RRID: AB_2750032
TotalSeq-A0302	BioLegend	Cat#155803; RRID: AB_2750033
TotalSeq-A0303	BioLegend	Cat#155805; RRID: AB_2750034
TotalSeq-A0304	BioLegend	Cat#155807; RRID: AB_2750035
TotalSeq-A0305	BioLegend	Cat#155809; RRID: AB_2750036
TotalSeq-A0306	BioLegend	Cat#155811; RRID: AB_2750037

**Software and algorithms**		

FlowJo v 10.8.1	FlowJo	https://www.flowjo.com/
Graphpad Prism v 9.3.0	GraphPad	https://www.graphpad.com/
CellRanger v7.1.0	10× Genomics	https://www.10xgenomics.com/
Scrnaseq	Dresden-concept Genome Center	https://github.com/ktrns/scrnaseq/
Seurat v 4.0.0	Hao et al.^47^	https://github.com/satijalab/seurat/
R v 4.0.2	The comprehensive R archive network	https://cran.r-project.org/
Scanpy v 1.9.3	Wolf et al.^48^	https://github.com/scverse/scanpy
Scrublet	Wolock et al.^49^	https://github.com/swolock/scrublet
Harmony	Korsunsky et al.^50^	https://github.com/immunogenomics/harmony
scVelo v 0.3.0	Bergen et al.^51^	https://github.com/theislab/scvelo
Scripts used for scRNA-seq analysis	This paper	https://github.com/sgaedcke/Monocyte_heterogeneity_notch

### Experimental model and subject details

#### Mice

*Cx3cr1*^*GFP/+*^,^43^ *Lyz2*^*Cre*^,^46^ *Notch2*^*lox/lox*^,^44^ *Rbpj*^*lox/lox*^,^45^ *Cx3cr1*^*GFP/+*^*Lyz2*^*Cre*^*Notch2*^*lox/lox*^ (*N2*^*ΔMy*^)^13^ and *Cx3cr1*^*GFP/+*^*Lyz2*^*Cre*^*Rbpj*^*lox/lox*^ (*Rbpj*^*ΔMy*^)^34^ mice have been previously described. *Cx3cr1*^*Cre*^ mice^9^ were crossed with *Notch2*^*lox/lox*^^44^ or *Rbpj*^*lox/lox*^^45^ mice to generate *Cx3cr1*^*Cre*^*Notch2*^*lox/lox*^ (*N2*^*ΔCx3cr1*^) or *Cx3cr1*^*Cre*^*Rbpj*^*lox/lox*^ (*Rbpj*^*ΔCx3cr1*^) mice respectively. B6.SJL*-Ptprc*^*a*^*Pepc*^*b*^*/*BoyJ (CD45.1^+^) mice were purchased from central animal facility of Hannover Medical School (ZTL, MHH). Mice were housed under specific pathogen-free conditions in the central animal facility of Hannover Medical School. Described experiments were performed with age and sex matched littermate controls with approval of the local animal welfare board (LAVES, Lower Saxony, Animal Studies Committee).

### Method details

#### Tissue and cell preparation

For preparation of single cell suspension, mice were sacrificed and BM, PB, spleen, aorta, lung, liver and kidney were collected. Erythrocytes were removed from spleen and blood by red blood cell lysis buffer (BioLegend). Liver and kidney were digested in DMEM medium supplemented with 500U/mL Collagenase II (Worthington). Lung was digested in DMEM medium supplemented with 1U/mL Dispase I (Merck). Liver, kidney and lung were additionally dissociated using GentleMACS tissue dissociator (Miltenyi Biotec) and filtered to remove tissue debris. After extensive washing cells were resuspended in PBS containing 10%FCS and 2 mM EDTA, kept on ice, stained and used for flow cytometry or for sorting.

#### Flow cytometry and cell sorting

Non-specific binding to Fc-receptors was blocked with anti-mouse CD16/CD32 (TruStain fcX) and CD16.2 (both from BioLegend) antibodies in single cell suspensions prepared from spleen, PB or BM. After subsequent washing step cells were labeled with primary and secondary antibodies or streptavidin-fluorochrome conjugates and were used for flow cytometry analysis (LSR-II, BD Biosciences) or sorting (FACSAria, FACSAria Fusion, both from BD Biosciences). Antibodies and fluorochromes used for flow cytometry are described in key resources table. Flow cytometry data were analyzed using FlowJo software (FlowJo LLC). Initially, cells were identified based on FSC and SSC characteristics. After the exclusion of doublets (on the basis of SSC-W, SSC-A), relative frequency of each subpopulation from the live cell gate, or absolute number of each subset (calculated from live cell gate and normalized per mg BM, mg spleen, or μl PB) were determined and are shown in the graphs as mean ± SEM, unless otherwise stated. Unsupervised t-distributed stochastic neighbor embedding (t-SNE) analysis^52^ was performed on live Lin^neg^CD45^+^CD11b^lo/-^ population in concatenated samples using FlowJo.

NR4A1 and OCT2 intranuclear staining was performed after surface staining of single cell suspensions. Cells were fixed and permeabilized using an intranuclear staining kit (BioLegend) and stained with respective antibodies (anti-mouse OCT2-AF647 (BD Biosciences), NR4A1-PE (eBioscience) according to manufacturer’s instructions. Flow cytometry and subsequent analysis was performed using LSR-II Flow cytometry and Flowjo software.

#### *In vitro* cell culture and analysis

96 well flat bottom plates were coated at room temperature for 3 h with IgG-Fc, DLL1-Fc, or DLL4-Fc ligands (all from R&D) reconstituted in PBS. Sorted Lin^neg^CD16/32^hi^CD117^neg^CD135^neg^CD34^neg^CD11c^neg^CD11b^+^Ly6C^hi^CD115^+^ inflammatory Ly6C^hi^ monocytes were cultured in Notch ligand-coated plates in the presence of M-CSF or GM-CSF (10 ng mL^−1^, Peprotech) at 37 °C for 48 h unless otherwise stated. In separate experiments CD74, or CD319 and CD177 were used for the purification of GC-like (CD74^neg^ or CD177^+^) and DC-like (CD74^hi^ or CD319^+^) Ly6C^hi^ inflammatory monocytes. Two days after culture, cells were harvested, stained and analyzed by flow cytometry. Frequency of Ly6C^lo^ monocytes (CD11b^+^Ly6C^lo/−^CD11c^+^CD43^+^), MHCII^+^ monocytes (CD11b^+^Ly6C^lo/−^CD11c^neg^I-A/I-E^+^) or MoDCs (CD11b^+^Ly6C^lo/−^CD11c^+^I-A/I-E^+^) in total live CD11b^+^Ly6C^lo/-^ cells served as an indicator of conversion efficiency and is shown in the graphs. Alternatively, cultured cells were harvested four days later and isolated RNA was used for gene expression analysis.

#### BrdU incorporation analysis

For BrdU incorporation analysis mice were injected with a single dose of BrdU. 24 h after, mice were euthanized and BrdU incorporation was determined using flow cytometry and according to the manufacturer’s instructions (BD Biosciences).

#### Cell hashing and single-cell RNA sequencing

##### Cell hashing and sorting

Single cell suspensions were prepared from the BM or spleen of *N2*^*ΔCx3cr1*^, *Rbpj*^*ΔCx3cr1*^ or control mice consisting of two mice of each genotype. BM Cells were counted and equal numbers were taken from each mouse in separate tubes (one tube per mouse).

A cell hashing-based experimental approach via oligo-tagged antibodies (TotalSeq –A Hashtag derived Oligos (HTO), #A1-#A6, BioLegend) was used for sample multiplexing (Table S5). After initial blocking (anti-mouse CD16/32 BV510 and anti-mouse CD16.2 antibodies) cells were incubated with individual HTOs (#A1-#A6) and with anti-mouse CD115 APC. After an extensive washing step, cells were pooled and stained with a cocktail of anti-mouse Lineage-PE (CD90.2, CD3, CD19, B220, Ly6G, Ter119, NK1.1 Ly6A/E), and anti-PE beads (Mojosort BioLegend). Lineage-PE^+^ cells were depleted using QuadroMACS and LS columns (Miltenyi Biotec). Remaining Lin^neg^ cells were stained with anti-mouse CD11b BV650, CD34 PE-Dazzle594, Ly6C PE-Cy7 and CD117 APC-Cy7 and were sorted using FACSAria Fusion (BD Biosciences). Doublets and DAPI^+^ cells were excluded from sorted populations. Gates were set to collect four subpopulations of myeloid cells (Figure S7A; Table S3). These subpopulations, #1 - #4, were mixed with the ratio: 1: 1: 1.5: 2.75 (Table S3) to have representative subpopulations and loaded on one 10× Genomics lane for downstream processing and scRNA-seq.

Spleens from control, *N2*^*ΔCx3cr1*^ or *Rbpj*^*ΔCx3cr1*^ mice (two mice of each genotype) were cut into small pieces, put in individual tubes (one spleen per tube), and digested in ice-cold DMEM medium supplemented with 2% FCS and 500U/mL Collagenase II (Worthington). The digested mix was filtered through nylon mesh and pelleted, and erythrocytes were removed from cell pellets using RBC-lysis buffer for 30 s.

Cells were counted and equal numbers were taken from each mouse in separate tubes (one tube per mouse). After initial blocking (anti-mouse CD16/32 (TruStain fcX) and anti-mouse CD16.2) cells were incubated with individual HTOs (#A1-#A6) and with anti-mouse F4/80 BV650. After an extensive washing step, cells were pooled, stained with a cocktail of anti-mouse Lineage-PE (CD90.2, CD3, CD19, B220, Ly6G, Ter119, CD49b, NK1.1, CD117, FcεRIα), anti-mouse CD11b FITC, CD11c APC, and Ly6C PE-Cy7, and were sorted using FACSAria Fusion (BD Biosciences). After exclusion of doublets and DAPI^+^CD11b/CD11c^Doubleneg^ cells, Lin^neg^ cells were collected (Figure S7B) and loaded on one 10× Genomics lane for subsequent processing and scRNA-seq.

#### Library preparation and sequencing run

Library preparation for single cell mRNA-Seq analysis was performed according to the Chromium NextGEM Single Cell 3ʹ Reagent Kits v3.1 CellSurfaceProtein User Guide (Manual Part Number CG000206 Rev D; 10× Genomics). According to the protocol a given excess of cells was loaded to the 10× controller in order to reach a target number of 25,000 cells per sample. Fragment length distribution of libraries was monitored using ‘Bioanalyzer High Sensitivity DNA Assay’ (Agilent Technologies). Quantification of libraries was performed by use of the ‘Qubit dsDNA HS Assay Kit’ (ThermoFisher Scientific).

Generated mRNA expression libraries were pooled, denatured with NaOH, and were finally diluted to 1.8pM or 2pM according to the ‘Denature and Dilute Libraries Guide’ (Document # 15048776 v02; Illumina).

1.3 mL of denatured pool (including 1% PhiX) was sequenced on an Illumina NextSeq550 sequencer using one high output flowcell for 75 cycles and 400 million clusters (#20024906; Illumina).

HTO libraries was loaded with a molar proportion corresponding to around 5% of sequencing run capacity.

Sequencing was performed according to the following settings: 28bp as sequence read 1; 56bp as sequence read 2; 8bp as index read 1; no index read 2. In total, two such sequencing runs were performed.

#### Data processing and analysis

The 10× Genomics CellRanger analysis pipeline set (v7.1.0) was used with default parameters. Briefly, BCL files were demultiplexed into FASTQ files by cellranger mkfastq using the respective sample sheet with utilized 10X barcodes. Fastq files of each sample from both sequencing runs were combined. The cellranger count pipeline was used to align read data to the reference genome provided by 10X Genomics (Mus musculus reference dataset refdata-gex-mm10-2020-A), counting aligned reads per gene, and calculating summary statistics. Subsequently, outputs from cellranger count of all samples were aggregated, normalized to the same sequencing depth, and then the feature-barcode matrices was recomputed by cellranger aggr.

Simultaneously, feature barcoding data was processed during the cellranger count step with a feature reference build according to the specification of TotalSeq-A antibodies. The output from cellranger count was demultiplexed to retrieve values for each previously pooled sample. Demultiplexing with hashtag oligos was performed using a Seurat (v.4.0.0)^47^ based workflow developed in a collaboration of Dresden-concept Genome Center (TU Dresden) and Research Core Unit Genomics (Hannover Medical School) (https://github.com/ktrns/scrnaseq). Briefly, the workflow (conducted via R version 4.0.2) log-normalized and clustered the HTO counts, classified cells based on normalised HTO data, removed HTO doublet or negative cells, and generated demultiplexed data.

The demultiplexed scRNA-Seq data was processed separately for BM and spleen with Scanpy (version 1.9.3).^48^ In the preprocessing 196 cells expressing less than 350 genes (5 cells in BM, 191 cells in spleen) and 958 cells (660 in BM, 288 in spleen) were removed with more than 5% mt-genes. 111 doublets (29 in BM, 82 in spleen) were detected and removed using Scrublet.^49^ 

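Of 15545 BM barcodes, 5 had under 350 genes and 660 over 5% mitochondrial counts, which are the paper's numbers for BM, and 661 met either limit. Scanpy's Scrublet, run on the BM pool with its own threshold of 0.669, called 4 further cells (0.0269%), which left 14880. A mitochondrial limit of 10% would keep 15252 cells. Scrublet scores cells against simulated mixtures, so it misses droplets that hold 2 cells of a similar type, and hashtags miss those from a single mouse.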

The data was normalized using Scran and a batch correction was done using Harmony.^50^ The clustering was done using Leiden (resolution = 1) and visualized with UMAP. 

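Applied to the BM pool, this resolution gave 17 clusters, against 12 at 0.5 and 26 at 2. Ly6C lo monocytes formed a single cluster of 922 cells at 0.5 and 2 clusters of 992 cells at 2, and MHCII+ monocytes held 1694 and 1402 cells. Ly6C hi monocytes held 3544 and 3505 cells. Counts were scaled to 10000 per cell and log-transformed, and 30 principal components of 2000 variable genes were used. No batch correction was applied, since the pool came from a single lane.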

To annotate and identify clusters the expression of known marker genes for various myeloid cell populations from previous studies were used.^21^^,^^22^^,^^24^^,^^53^ Velocity analysis was calculated using the dynamic mode of scVelo (version 0.3.0).^51^ All used scripts are available under https://github.com/sgaedcke/Monocyte_heterogeneity_notch.

#### Induction of acute systemic inflammation using Aldara

Mice were anesthetized, and the back skin was shaved and depilated using depilating crème. Two days after 50mg/mouse/day Aldara (containing 5% Imiquimod (IMQ), from Meda) or Sham crème were applied on depilated skin for five consecutive days.^54^^,^^55^ Mice were euthanized on day 7 and the liver, lung and kidney were collected for further analysis.

#### Adoptive cell transfer experiments

Lin^neg^CD135^neg^CD11c^neg^CD11b^+^Ly6C^hi^CD115^+^CX_3_CR1-GFP^+^ monocytes were sorted from BM or spleen of CD45.2^+^ donor mice and transferred into CD45.1^+^ recipients intravenously (i.v.). 72h after transfer, spleen and BM were collected, and a single cell suspension was prepared. After blocking of Fc receptors (with anti-mouse CD16/CD32, TruStain fcX and CD16.2, both from BioLegend), cells were labeled with biotin-conjugated antibody cocktail containing anti-CD45.1 and anti-Lin (anti-CD3, CD19, B220, NK1.1, Ly6G, Ter119) antibodies; anti-biotin magnetic beads and positive cells were depleted on LS columns (Miltenyi Biotec) according to the manufacturer’s instructions. Donor-derived CD45.1^neg^Lin^neg^ fraction was collected, stained, and analyzed by flow cytometry. CD45.2^+^CD11b^+^CX_3_CR1-GFP^+^Ly6C^lo/-^F4/80^lo/−^CD11c^+^CD43^+^ Ly6C^lo^ monocytes were quantified in spleen and BM as the relative frequency of total donor-derived CD45.2^+^CD11b^+^CX_3_CR1-GFP^+^ cells.

#### Quantitative real-time PCR analysis

Total RNA was purified from cell lysates using a Nucleospin RNA II kit (Macherey Nagel). After purity and quality check, RNA was transcribed into cDNA employing a cDNA synthesis kit (Invitrogen) according to the manufacturer’s instructions. Quantitative real-time PCR (QRT-PCR) was performed using specific primers for the indicated genes (Table S6) and with FastStart Essential DNA Green Master on a LightCycler 96 system from Roche according to the manufacturer’s instructions. Expression of each specific gene was normalized to expression of *Rps9* and calculated by the comparative CT (2^−ΔCT^) method.^56^

### Quantification and statistical analysis

Statistical analysis was performed using GraphPad Prism software. Details of statistical analysis can be found in the figure legends. Results are expressed as mean ± standard error of the mean (SEM). Significance of differences was calculated using an unpaired, two-tailed Student’s t test with a confidence interval of 95%. For comparison of multiple experimental groups, one-way or two-way ANOVA with Bonferroni’s multiple-comparison test was performed.

# Supplementary material for: Systematic monocyte subset analysis reveals differential contribution of Notch signaling components to monocyte heterogeneity
**Source:** iScience. 2025 Oct 16;28(11):113795. doi: 10.1016/j.isci.2025.113795
**Supplement:** Document S1. Figures S1–S16 and Tables S1–S6

Supplemental information

Systematic monocyte subset analysis reveals differential contribution of Notch signaling components to monocyte heterogeneity

Yuangao Xu, Tamar Kapanadze, Svenja Gaedcke, Adan Chari Jirmo, Stefan Sablotny, Frauline Nicole Schroth, Susanne Hille, Oliver J. Müller, Matthias Lochner, Hermann Haller, Kai Schmidt-Ott, Jaba Gamrekelashvili, and Florian P. Limbourg

Supplementary Figures

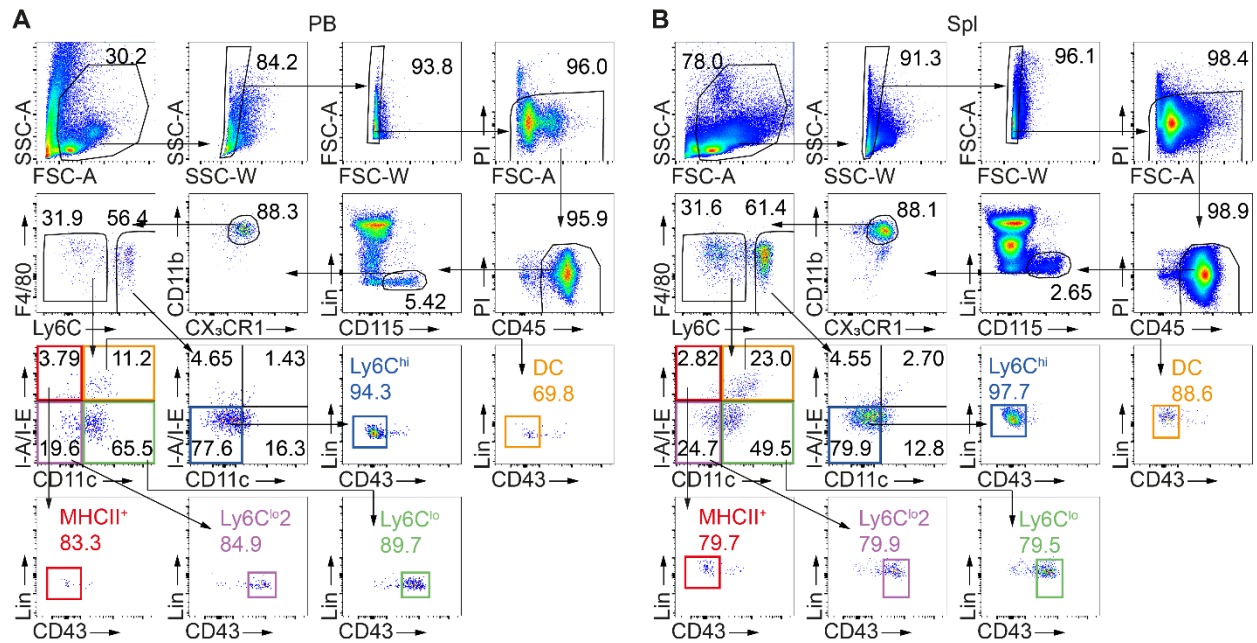

Figure S1. Flow cytometry gating strategy of mononuclear phagocytes, related to Figure 2. (A, B) Representative gating strategy for definition, quantitative and qualitative analysis of monocyte subsets and DC by flow cytometry in PB (A) or Spleen (B). Monocyte subsets were defined from the Lin^{neg}CD45⁺CD115⁺CD11b⁺ gate after excluding doublets and dead Propidium Iodide⁺ (PI⁺) cells.

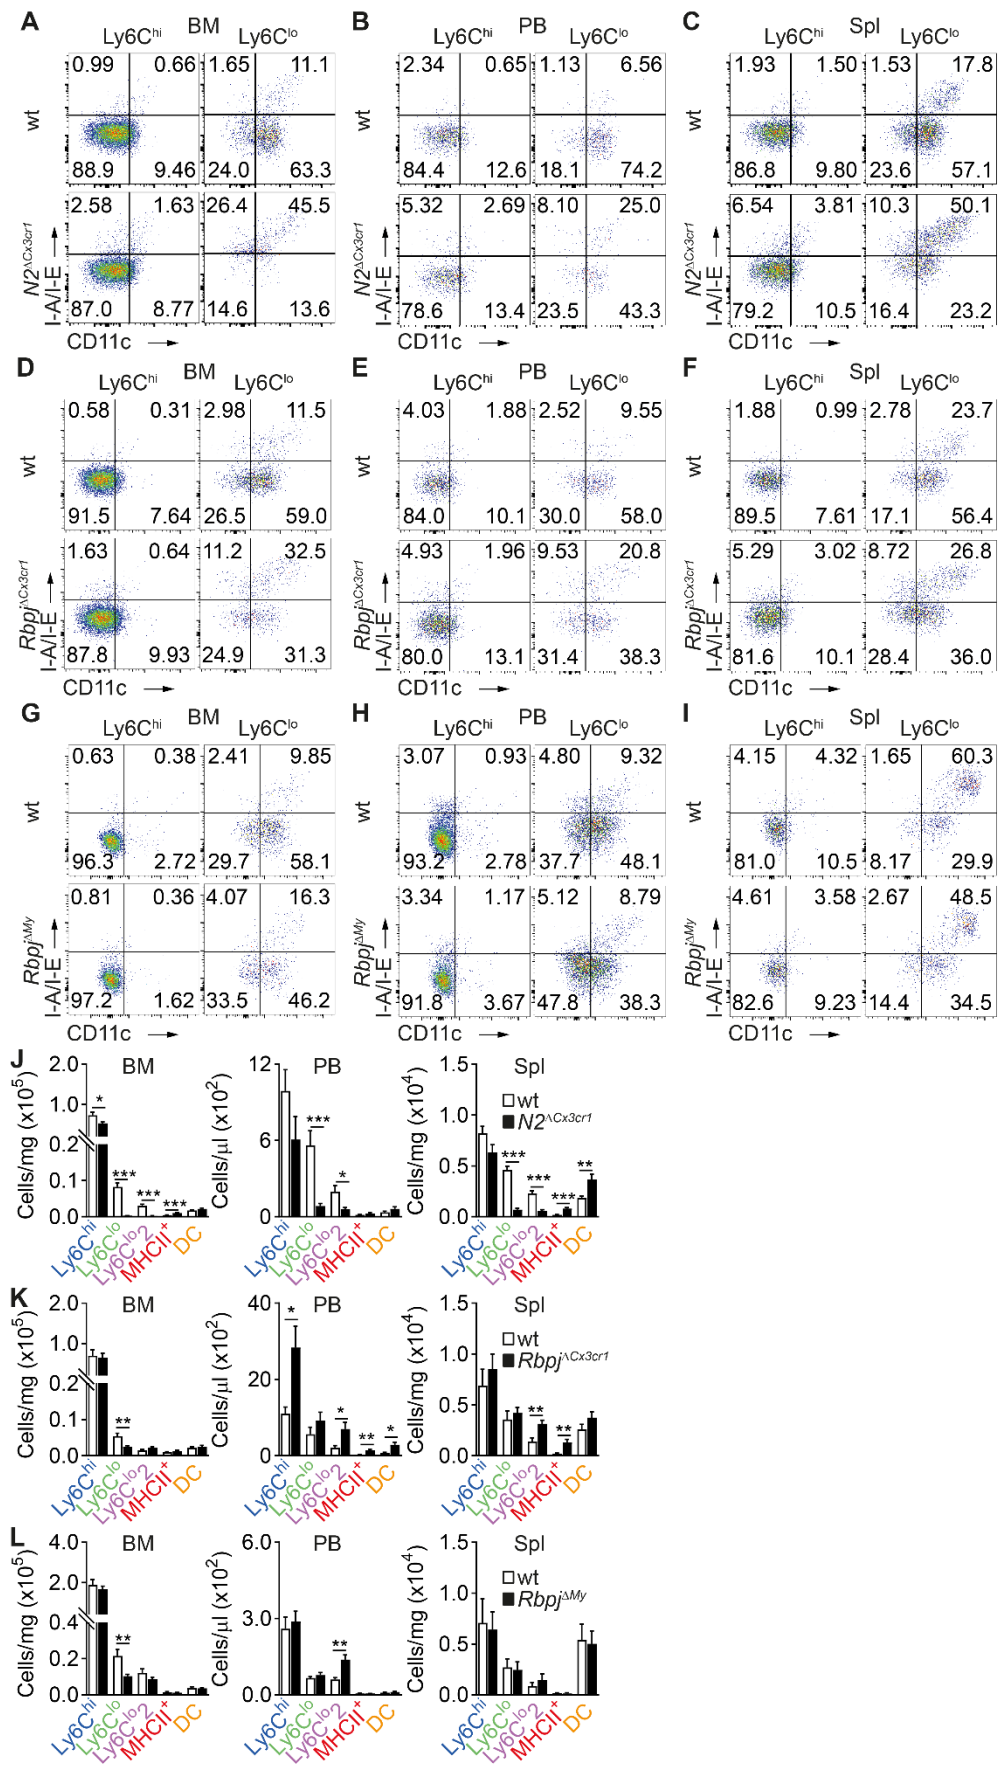

Figure S2. Flow cytometry analysis of myeloid cell subsets in Notch2 and Rbpj knock-out mice, related to Figure 2.

(A-I) Representative two-dimensional pseudocolor plots showing expression of CD11c and I-A/I-E on live $\text{Lin}^{\text{neg}}\text{CD45}^+\text{CD115}^+\text{CD11b}^+\text{Ly6C}^{\text{hi}}\text{F4/80}^{\text{lo/-}}$ and $\text{Lin}^{\text{neg}}\text{CD45}^+\text{CD115}^+\text{CD11b}^+\text{Ly6C}^{\text{lo/-}}\text{F4/80}^{\text{lo/-}}$ subsets from

BM (**A, D, G**), PB (**B, E, H**), and Spl (**C, F, I**) of *N2^{ΔCx3cr1}* (**A-C**), *Rbpj^{ΔCx3cr1}* (**D-F**), and *Rbpj^{ΔMy}* (**G-I**) mice. *Cre*-negative littermates (wt) were used as controls. (**J-L**) Absolute numbers of different monocyte subpopulations in BM, PB and Spl of *N2^{ΔCx3cr1}* (**J**), *Rbpj^{ΔCx3cr1}* (**K**), or *Rbpj^{ΔMy}* (**L**) mice, and appropriate littermate controls (wt) are shown as mean ± SEM. (**J-L**) Data are pooled from two experiments, with n=8 (**J**) and n=6-8 (**K, L**) mice. (**J-L**) * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$; Two-tailed unpaired Student's *t*-test.

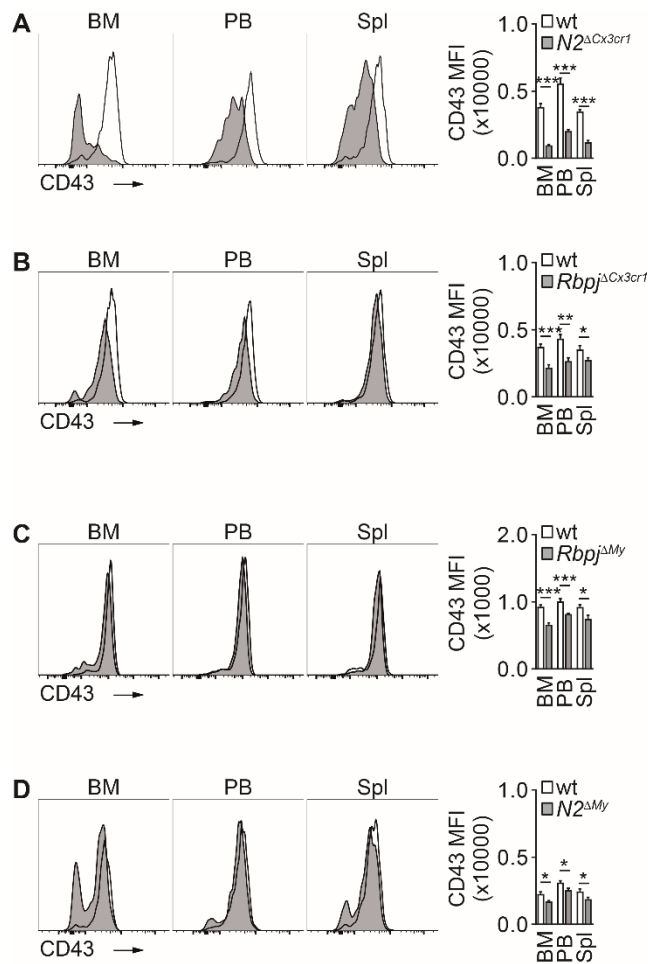

Figure S3. Notch2- and Rbpj-dependent differences in monocyte phenotype, related to Figure 3. (A-D) Expression of CD43 on live Lin^{neg}CD45⁺CD115⁺CD11b⁺Ly6C^{lo/-}F4/80^{lo/-}CD11c^{lo/-}A/I-E^{lo/-} (Ly6C^{lo}) monocytes from BM, PB and Spl of *N2^{ΔCx3cr1}* (A), *Rbpj^{ΔCx3cr1}* (B), *Rbpj^{ΔMy}* (C), or *N2^{ΔMy}* (D) and wt control mice analyzed by flow cytometry. Representative histogram plots and bar graphs with MFI of CD43 are shown. Data are representative of three experiments (A), or pooled from two (B, C) or three (D) experiments; n=4 (A), n=7/6 (B), n=6/8 (C), n=9/8 (D). (A-D) Data are shown as mean ± SEM; * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$; Student's *t*-test.

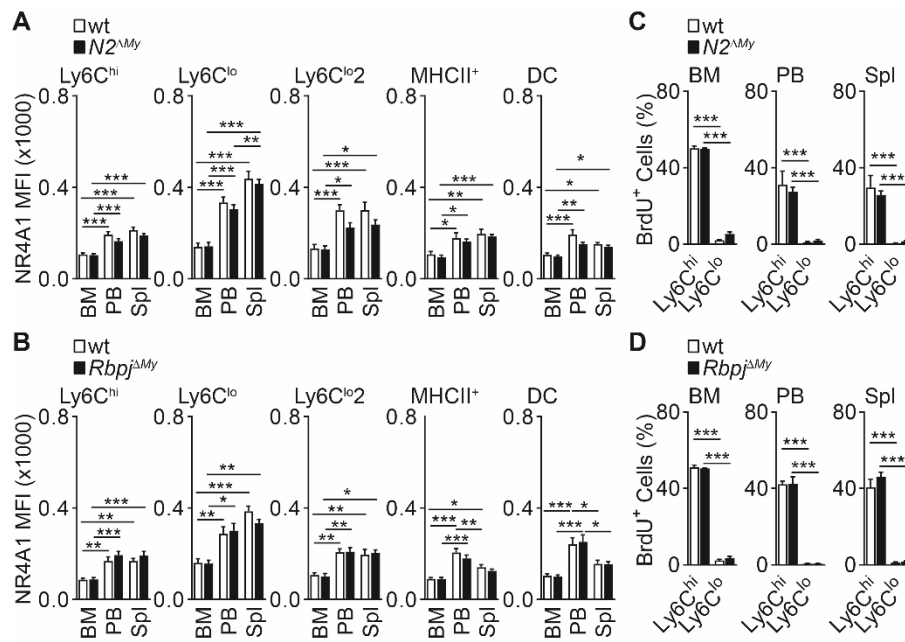

Figure S4. Notch2 and Rbpj differently regulate monocyte cell fate, related to Figure 3.

(A, B) Expression of NR4A1 in Ly6C^{hi}, Ly6C^{lo}, Ly6C^{lo2}, and MHCII⁺ monocytes and DCs from BM, PB and Spl of *N2^{ΔMy}* - (A), or *Rbpj^{ΔMy}* (B) mice analyzed by flow cytometry after intranuclear staining. Bar graphs showing the MFI of NR4A1. Data are pooled from two experiments; n=10 (A), n=6/4 (B).

(C, D) Proliferation potential of monocyte subsets in *N2^{ΔMy}* - (C), or *Rbpj^{ΔMy}* (D) and wt control mice analyzed by BrdU incorporation and flow cytometry. Bar graphs showing the relative frequency of BrdU⁺ cells. Data are representative of two experiments; n=4/6 (C), n=3/4 (D).

(A-D) Data are shown as mean ± SEM; * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$; two-way ANOVA with Bonferroni's multiple comparison test.

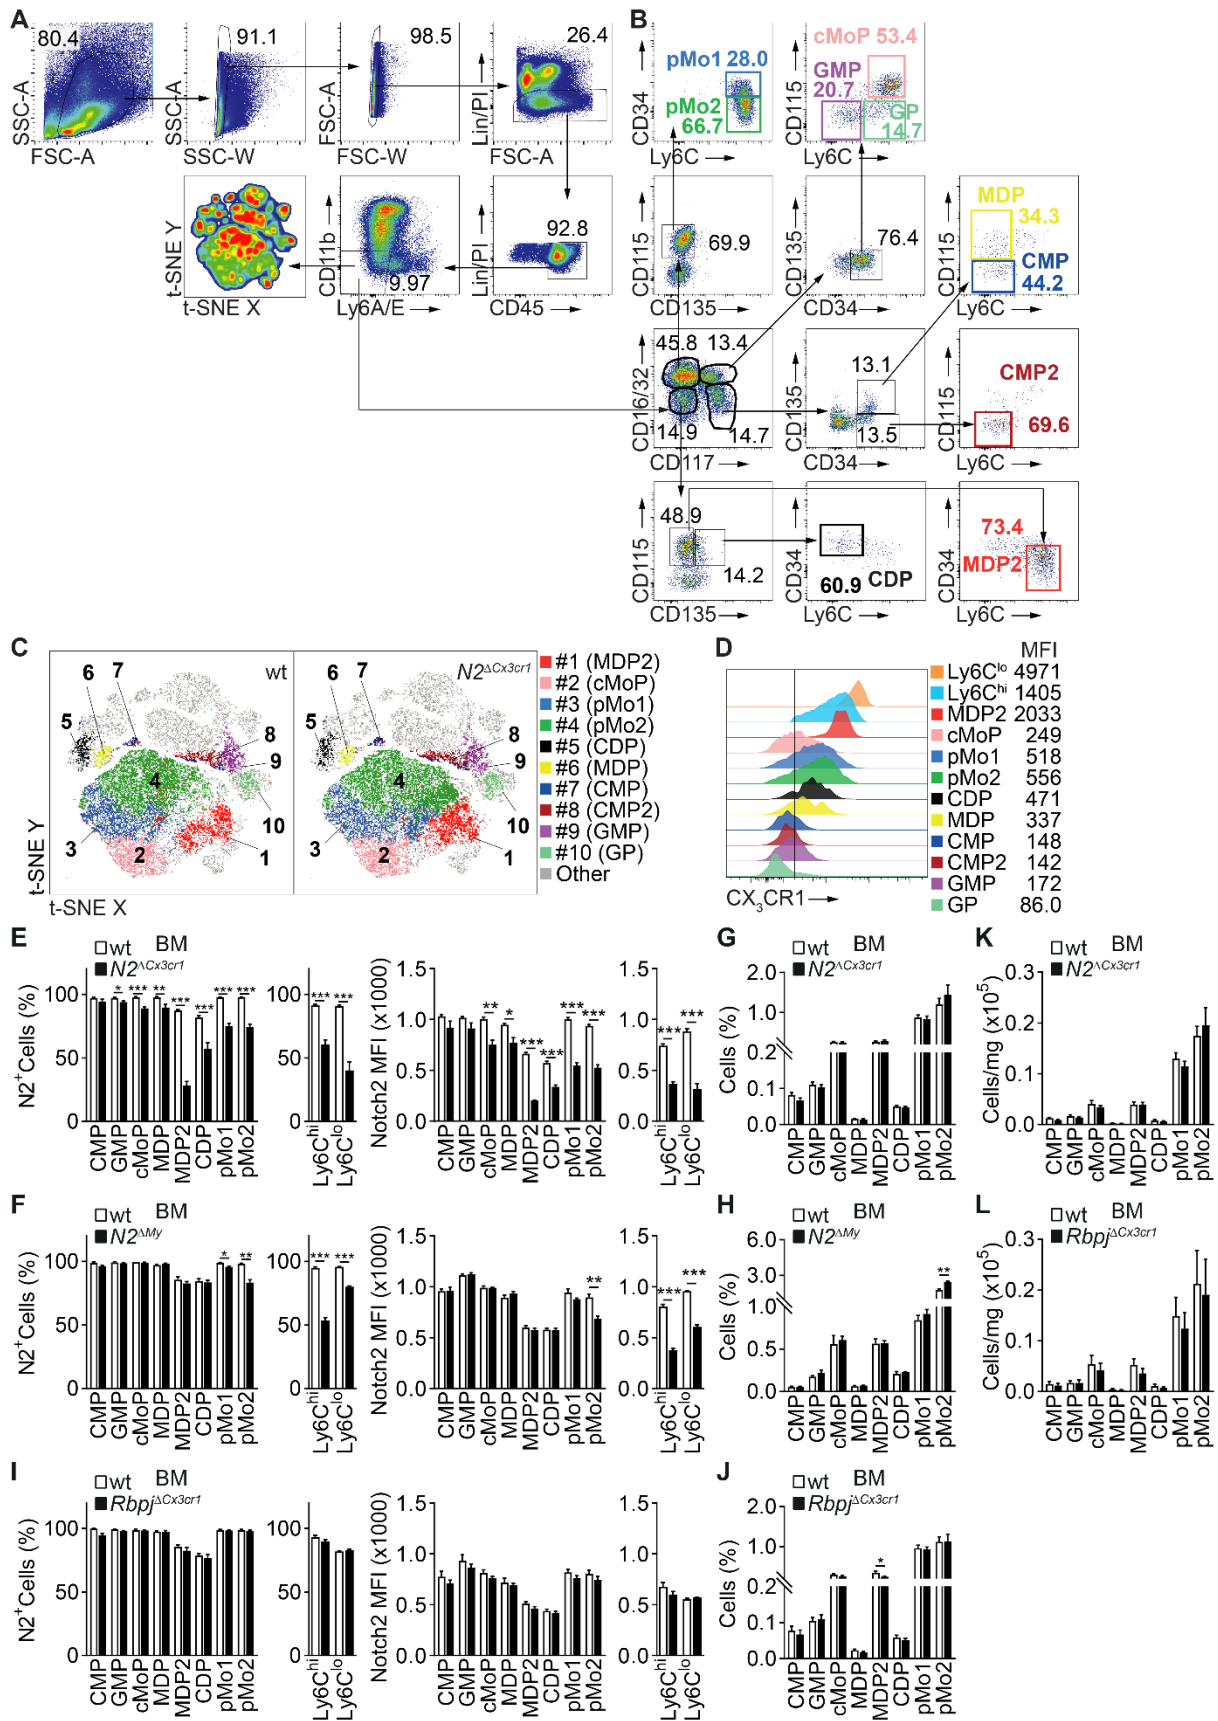

Figure S5. Myeloid lineage in Notch2- and Rbpj-deficient bone marrow.

(A, B) Gating strategy for unsupervised t-SNE (A) and for conventional flow cytometry (B) analysis. (A) t-SNE analysis was performed on concatenated live Lin^{neg}CD45⁺CD11b^{lo/neg} cells isolated from BM of wt control or *N2ΔCx3cr1* mice (3 mouse each). (B) The same live Lin^{neg}CD45⁺CD11b^{lo/neg} cells were used for conventional flow cytometry gating strategy-based analysis of myeloid progenitors in the BM.

(C) Unsupervised t-SNE analysis and definition of cell subsets based on expression of specific cell surface markers. t-SNE was performed on live Lin^{neg}CD45⁺CD11b^{lo/neg}Ly6A/E^{neg} BM cells concatenated from *N2^{ΔCx3cr1}* and control (wt) mice (n=6).

(D) Representative flow cytometry histogram showing expression and MFI of CX₃CR1-GFP in different myeloid subsets as a potential indicator for efficiency of *Cx3cr1^{Cre}*-mediated targeting strategy.

(E) Frequency of Notch2⁺ cells and expression of Notch2 in different myeloid subsets from the BM of *N2^{ΔCx3cr1}* and control mice. Bar graphs depicting the relative frequency of Notch2⁺ cells, or mean fluorescence intensity (MFI) of Notch2. Data are pooled from two experiments (n=7/6).

(F) Frequency of Notch2⁺ cells and expression of Notch2 in different myeloid subsets from the BM of *N2^{ΔMy}* and control mice. Bar graphs depicting the relative frequency of Notch2⁺ cells, or mean fluorescence intensity (MFI) of Notch2. Representative of two experiments (n=3/4).

(G) Relative frequency of different myeloid subsets in the BM of *N2^{ΔCx3cr1}* and control mice. Data are pooled from two experiments (n=7/6).

(H) Relative frequency of different myeloid subsets in the BM of *N2^{ΔMy}* and control mice. Representative of two experiments are shown (n=3/4).

(I) Frequency of Notch2⁺ cells and expression of Notch2 in different myeloid subsets from the BM of *Rbpj^{ΔCx3cr1}* and control mice. Bar graphs depicting the relative frequency of Notch2⁺ cells, or mean fluorescence intensity (MFI) of Notch2. Pooled from two experiments (n=7/8).

(J) Relative frequency of different myeloid subsets in the BM of *Rbpj^{ΔCx3cr1}* and control mice are shown. Data are pooled from two experiments (n=7/8).

(K) Absolute frequency of different myeloid subsets in the BM of *N2^{ΔCx3cr1}* and control mice. Data are pooled from two experiments (n=7/6).

(L) Absolute frequency of different myeloid subsets in the BM of *Rbpj^{ΔCx3cr1}* and control mice are shown. Data are pooled from two experiments (n=7/8).

(E-L) Data are shown as mean ± SEM; * *p*<0.05, ** *p*<0.01, *** *p*<0.001; unpaired Student's *t*-test.

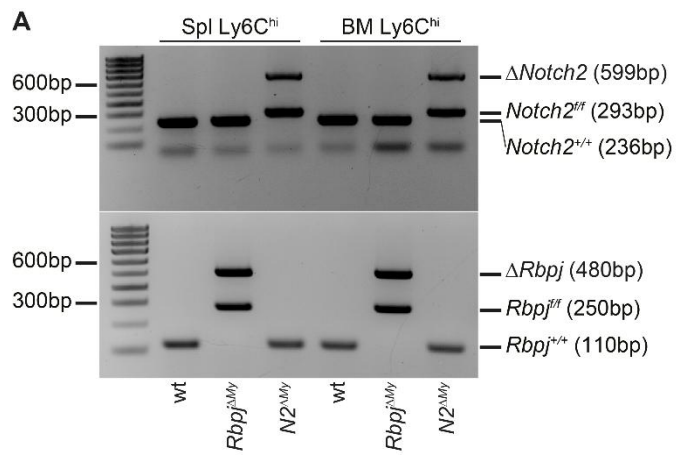

Figure S6. Cre-mediated strategy of deletion targets *Notch2* and *Rbpj* loci in Ly6C^{hi} inflammatory monocytes.

(A) Representative PCR for wt, floxed or recombined locus of *Notch2* (Δ *Notch2*) and *Rbpj* (Δ *Rbpj*) in Ly6C^{hi} monocytes sorted from BM and Spl of wt control, *Rbpj* ^{Δ My} and *Notch2* ^{Δ My} mice.

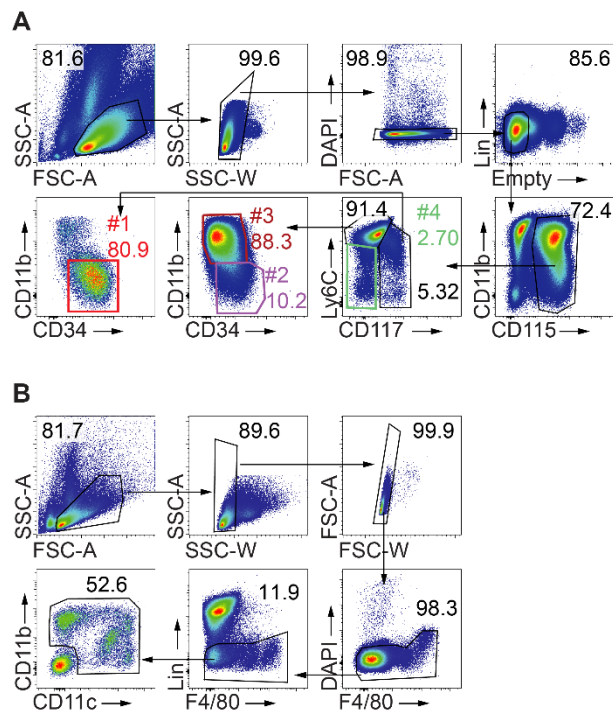

Figure S7. Sorting strategy of BM and spleen cells for scRNA-seq analysis, related to Figures 5 and 6.

(A) Gating strategy for sorting of myeloid subsets from *N2 Δ Cx3cr1*, *Rbpj Δ Cx3cr1*, or control BM for scRNA-seq analysis.

(B) Gating strategy for sorting of myeloid subsets from spleens of *N2 Δ Cx3cr1*, *Rbpj Δ Cx3cr1*, or control mice for scRNA-seq analysis

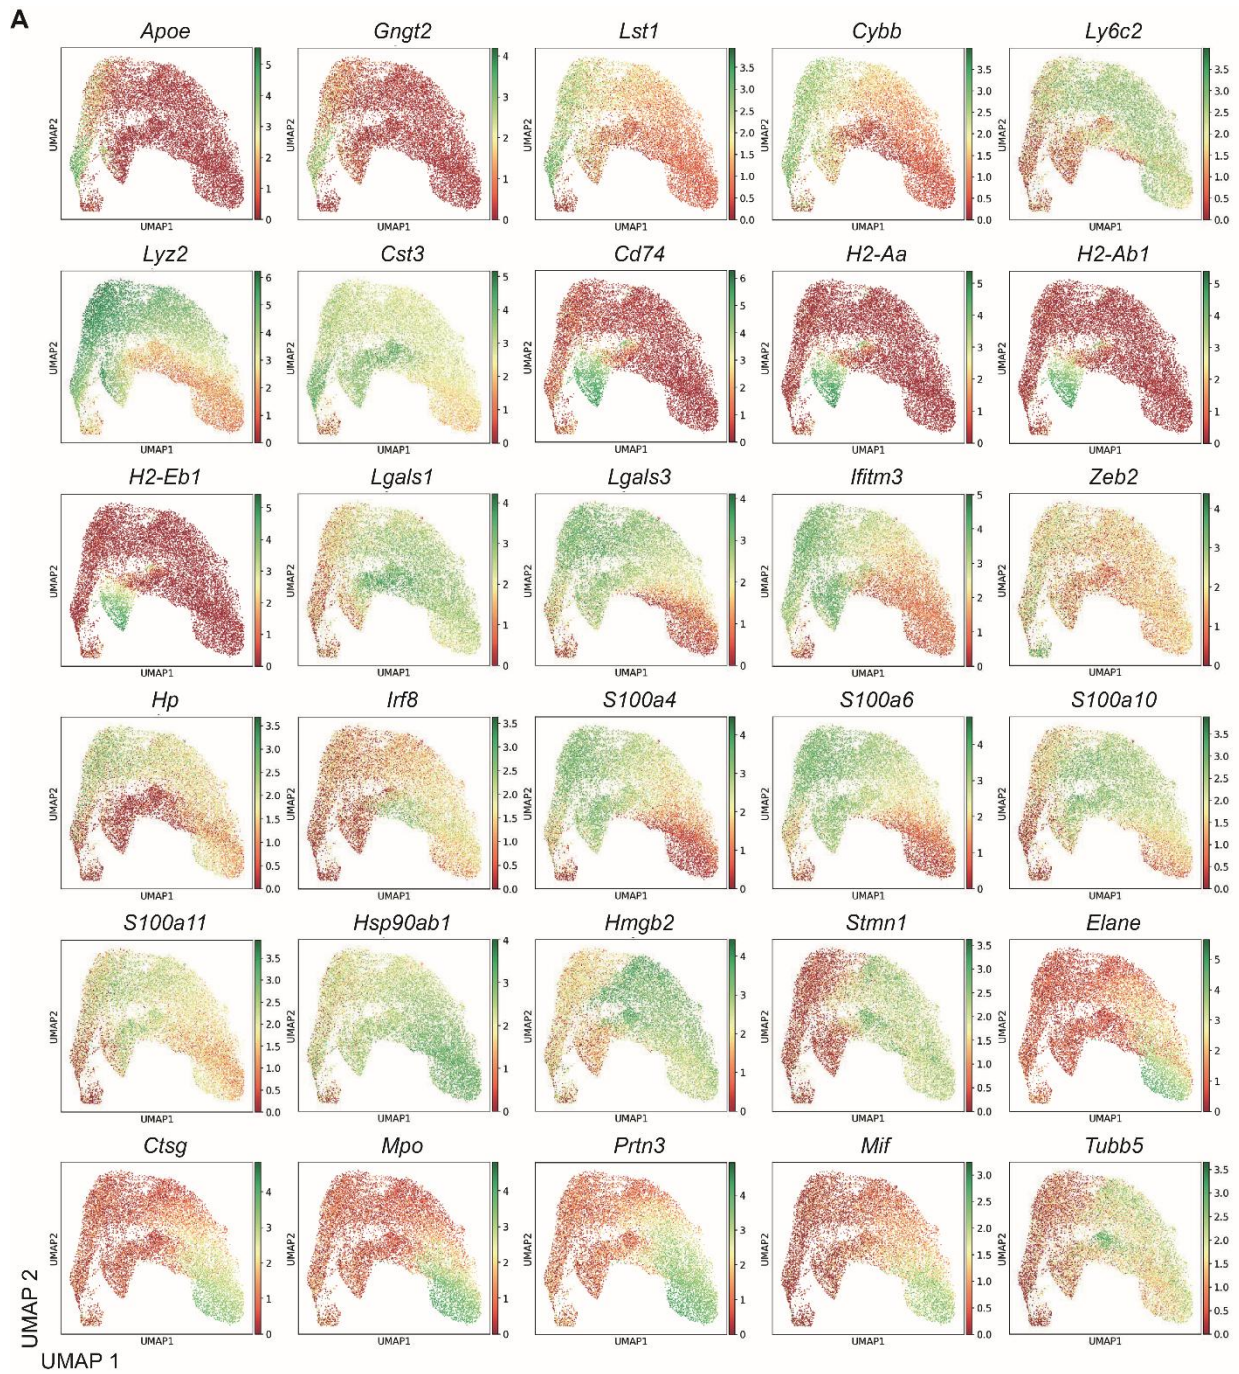

Figure S8. Expression of selected genes in BM scRNA-seq data, related to Figure 5.

(A) Two-dimensional UMAP plots of BM cells multiplexed from *N2 Δ Cx3cr1*, *Rbpj Δ Cx3cr1*, or control mice showing expression of selected genes and used for mapping of myeloid subsets.

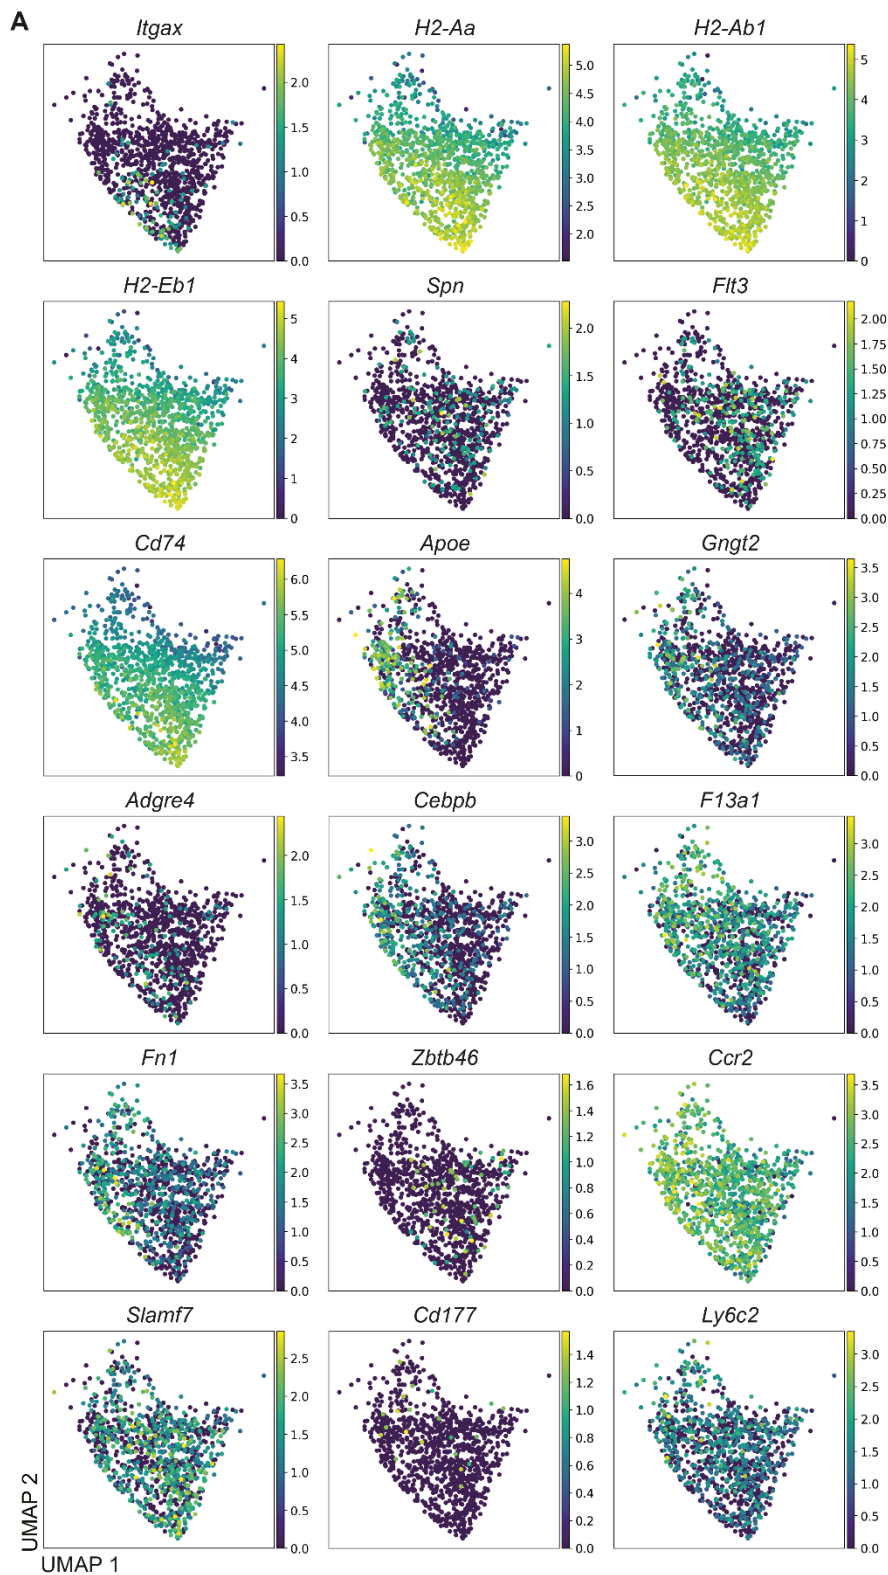

Figure S9. Expression of selected genes in monocyte cluster #4 from BM scRNA-seq data, related to Figure 5.

(A) Two-dimensional UMAP plots of BM cluster #6 (MHCII⁺ monocytes) multiplexed from *N2* ^{Δ Cx3cr1}, *Rbpj* ^{Δ Cx3cr1}, or control mice showing expression of selected genes typical for monocytes or DCs.

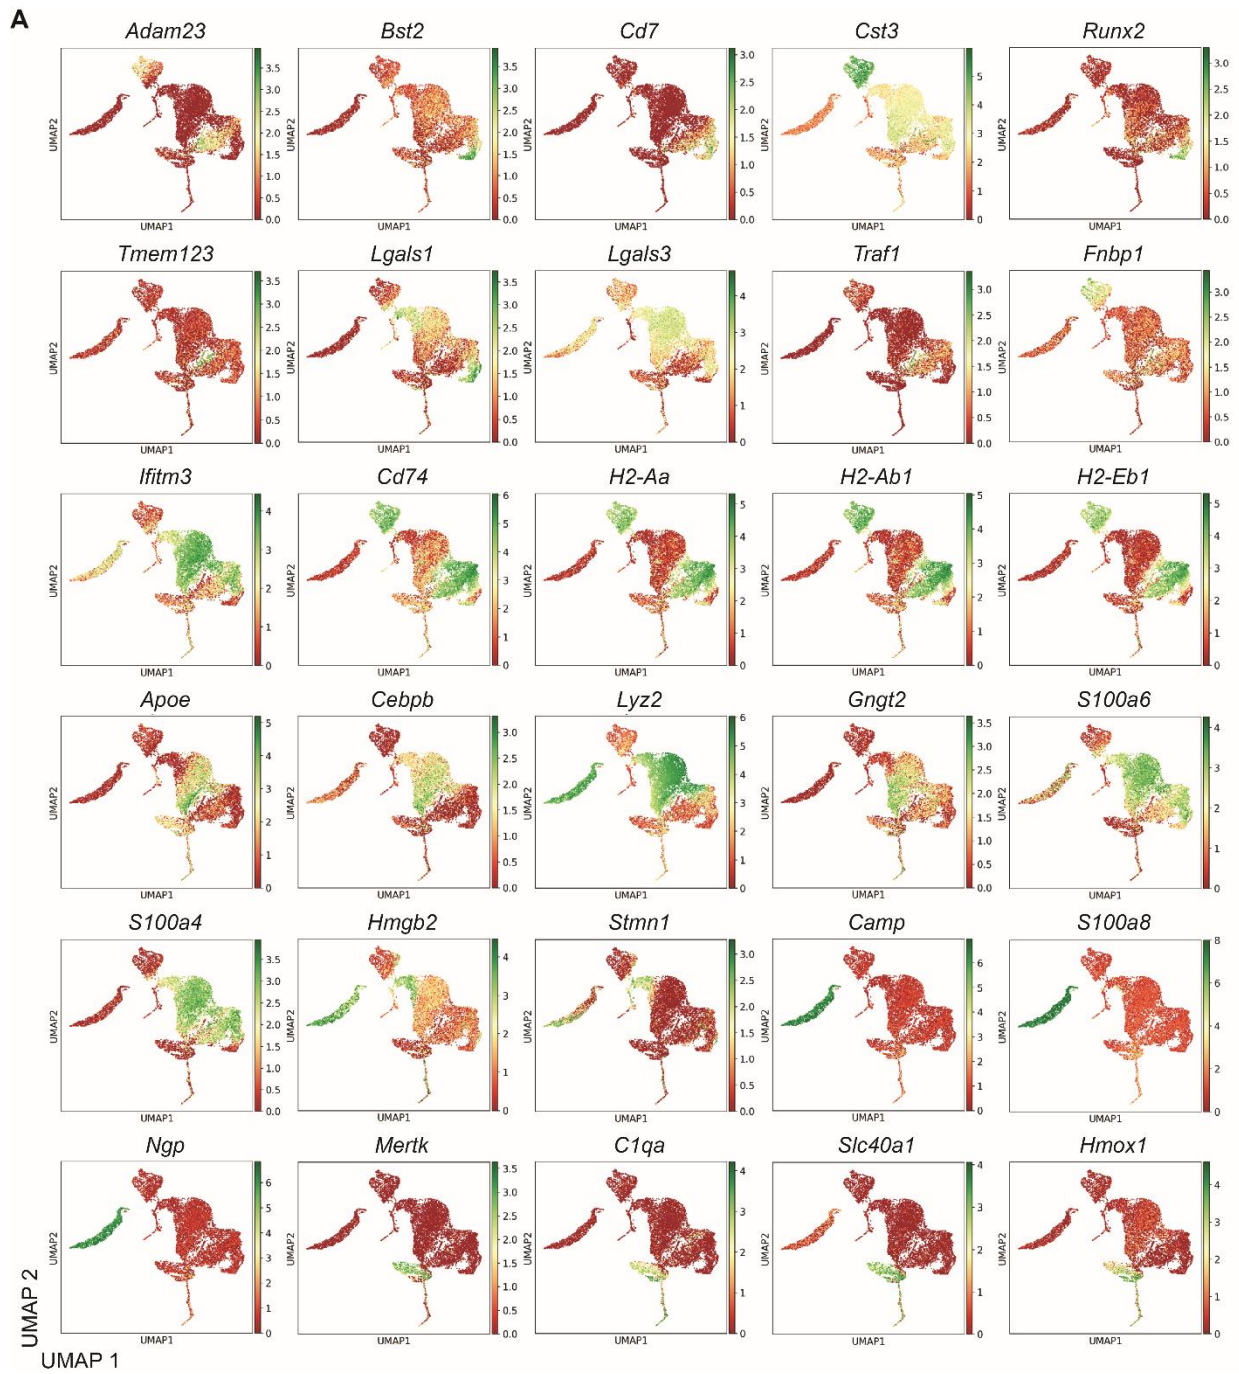

Figure S10. Expression of selected genes in spleen scRNA-seq data, related to Figure 6.

(A) Two-dimensional UMAP plots of sorted Spl cells multiplexed from *N2^{ΔCx3cr1}*, *Rbpj^{ΔCx3cr1}*, or control mice showing expression of selected genes and used for mapping of cellular subsets.

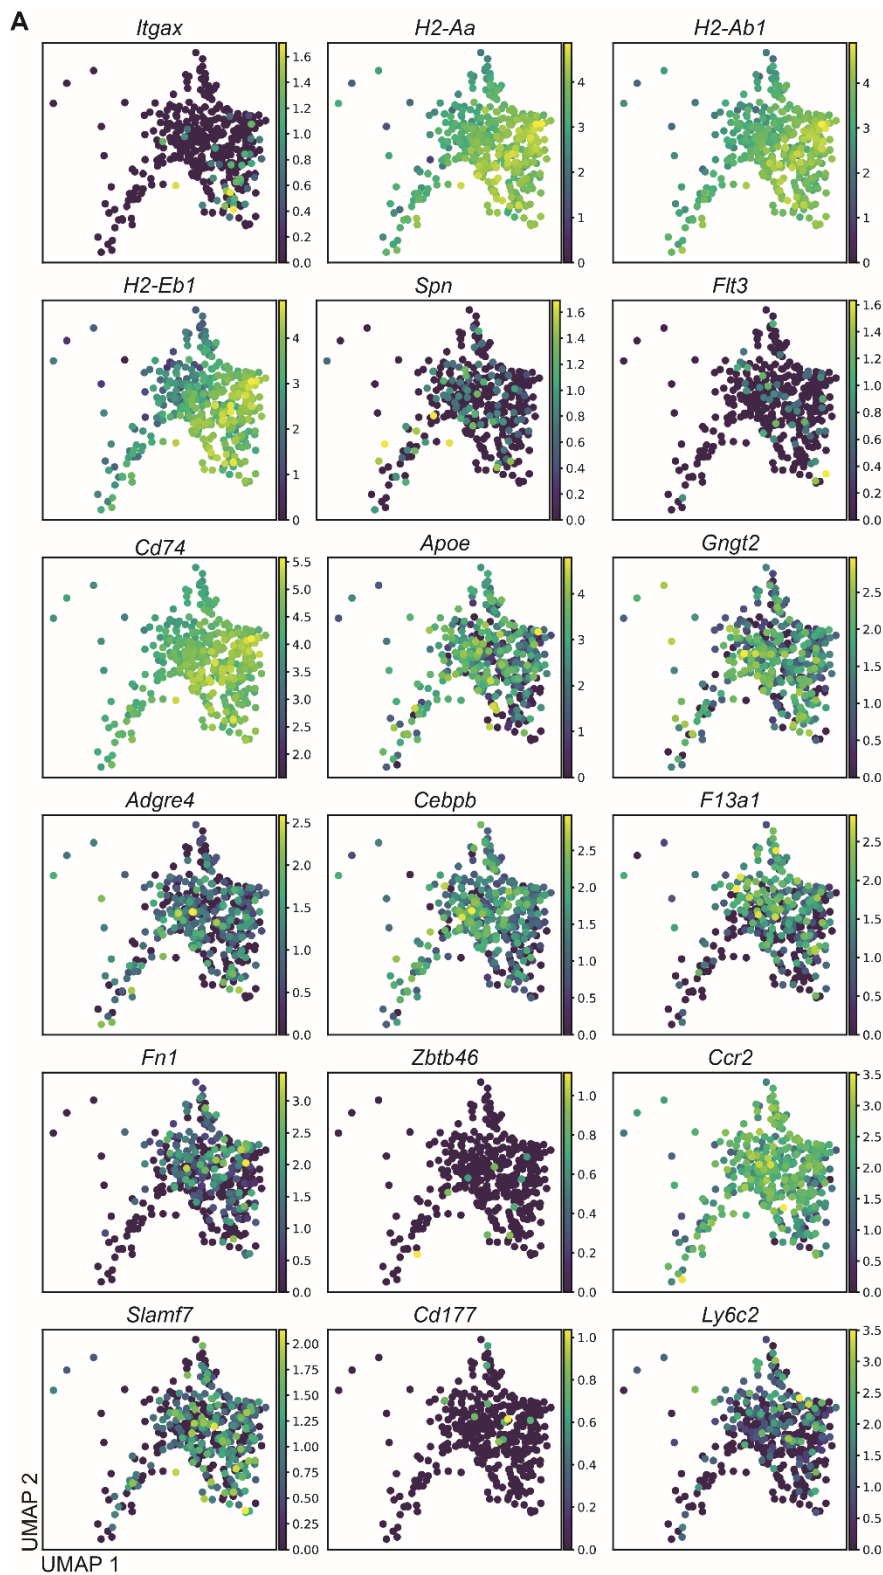

Figure S11. Expression of selected genes in MHCII⁺ monocyte cluster #5 from spleen scRNA-seq data, related to Figure 6.

(A) Two-dimensional UMAPs of Spl monocyte cluster #8 (MHCII⁺) multiplexed from *N2*^{ΔCx3cr1}, *Rbpj*^{ΔCx3cr1}, or control mice showing expression of selected genes typical for monocytes or dendritic cells.

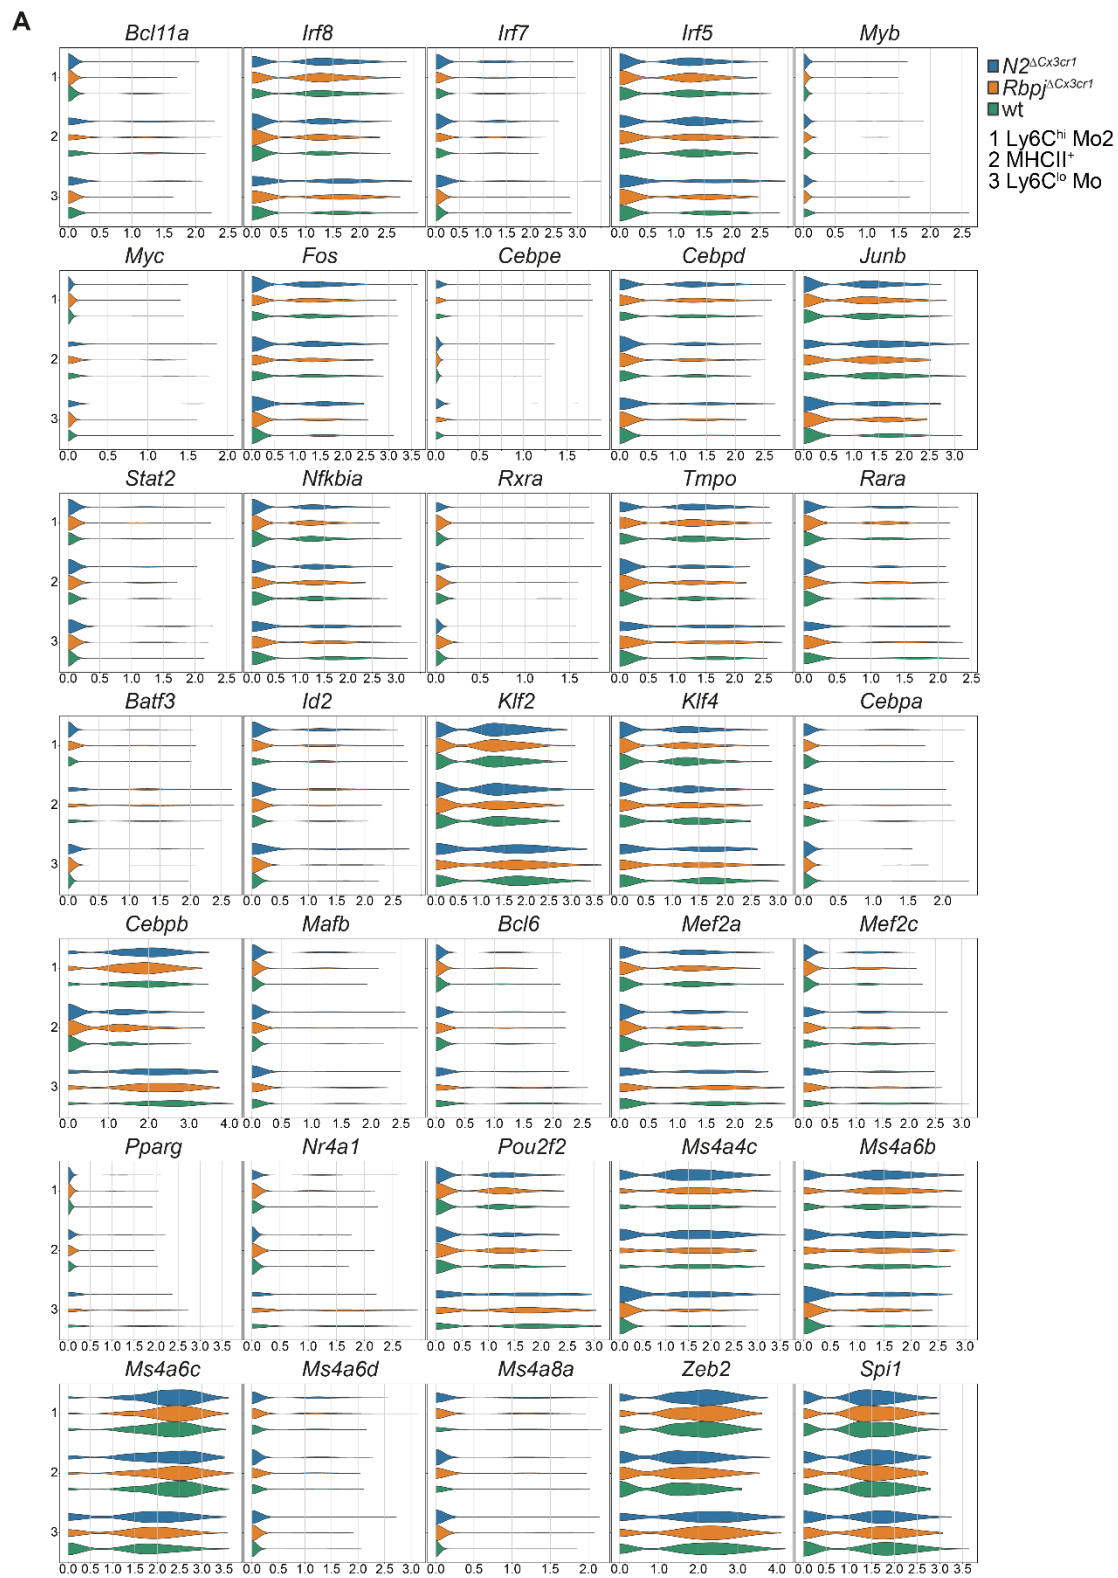

Figure S12. Expression of key monocyte-related transcription factors in monocyte subsets from BM scRNA-seq data, related to Figure 5.

(A) Violin plots showing expression of selected transcription factors in monocytes ((1) $Ly6C^{hi}$ Mo2, (2) $MHCII^{+}$, and (3) $Ly6C^{lo}$ Mo subsets defined in **Figure 5B**) from BM of $N2^{\Delta Cx3cr1}$, $Rbpj^{\Delta Cx3cr1}$, or control mice.

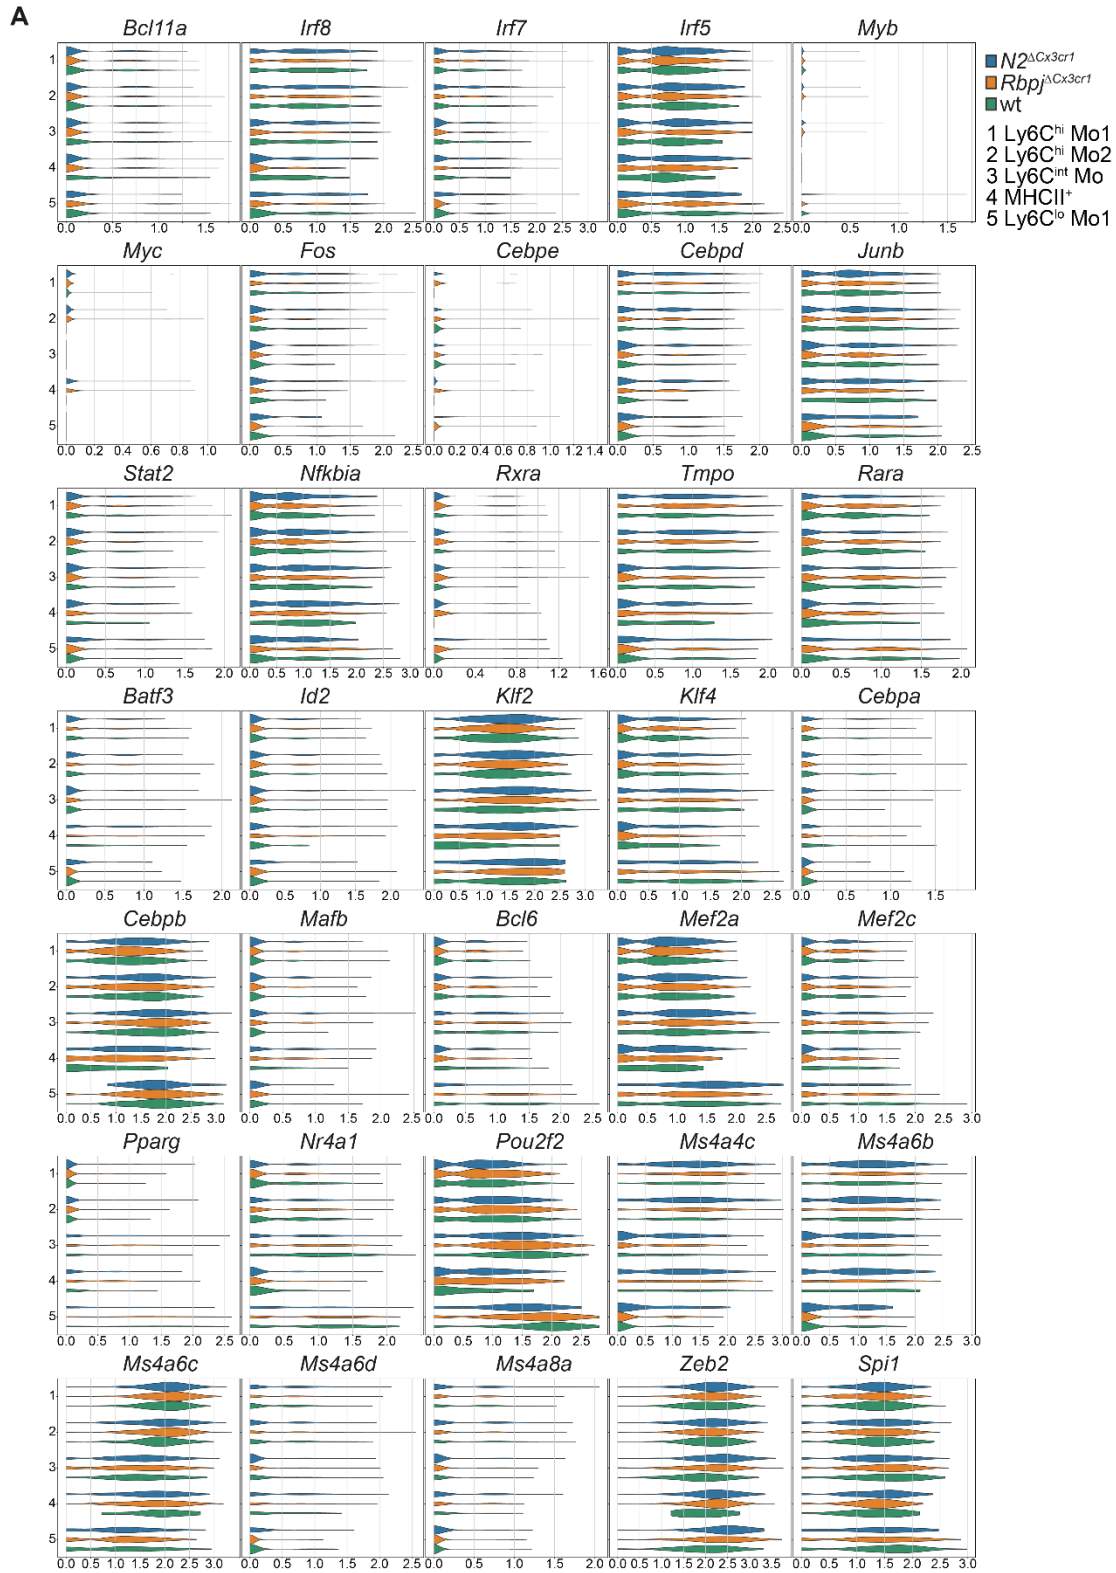

Figure S13. Expression of key monocyte-related transcription factors in monocyte subsets from spleen scRNA-seq data, related to Figure 6.

(A) Violin plots showing expression of selected transcription factors in monocyte subsets ((1) $Ly6C^{hi}$ Mo1, (2) $Ly6C^{hi}$ Mo2, (3) $Ly6C^{int}$ Mo, (4) $MHCII^{+}$, and (5) $Ly6C^{lo}$ Mo1 subsets defined in **Figure 6B**) from spleen of $N2^{\Delta Cx3cr1}$, $Rbpj^{\Delta Cx3cr1}$, or control mice.

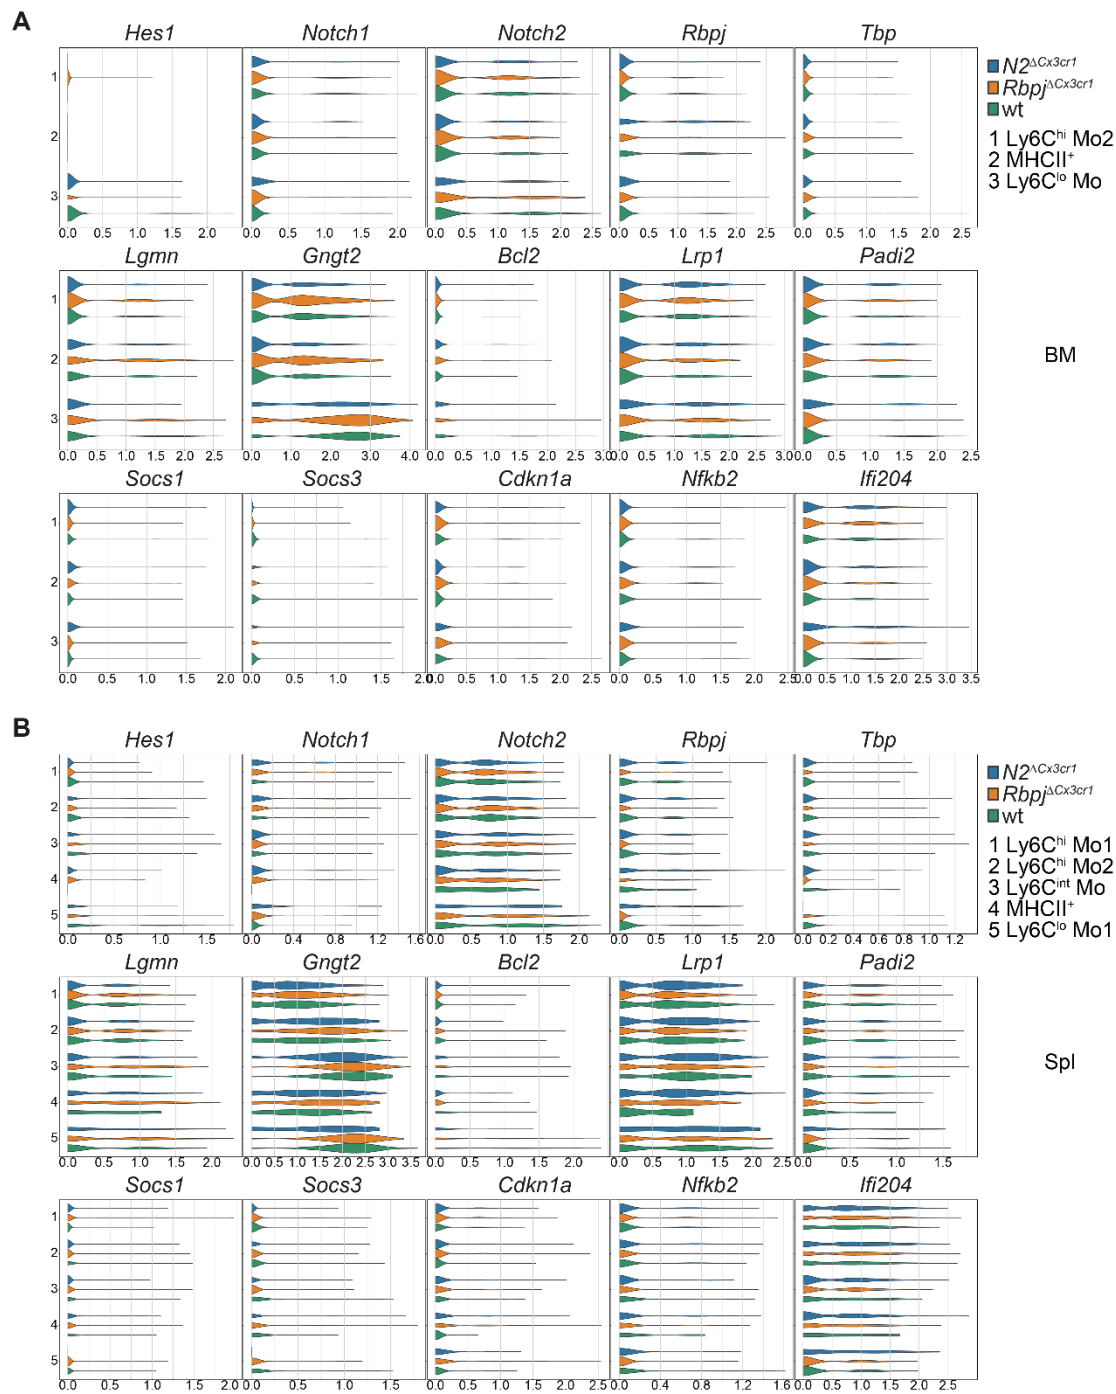

Figure S14. Expression of key Notch-signaling related genes in monocyte subsets from BM and spleen scRNA-seq data, related to Figures 5 and 6.

(A) Violin plots showing expression of Notch-signaling related genes in monocytes ((1) Ly6C^{hi} Mo2, (2) MHCII⁺, and (3) Ly6C^{lo} Mo subsets defined in **Figure 5B**) from BM of *N2^{ΔCx3cr1}*, *Rbpj^{ΔCx3cr1}* or control mice.

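Transcripts of the targeted genes were counted at their 3′ ends. *Rbpj* (ENSMUSG00000039191, chromosome 5 from 53466152 to 53657362 in GRCm38) stood at 119.6 ± 20.4 CPM (mean ± SD, n = 2 mice) in MHCII+ monocytes of control and 42.3 ± 5.69 of RbpjΔCx3cr1 mice. In Ly6C hi monocytes it went from 45.6 ± 2.65 to 26.4 ± 4.07 CPM, which did not pass the test (log2 fold change -0.79, standard error 0.19, adjusted p = 0.142 from edgeR), nor did its change in Ly6C lo monocytes (log2 fold change -0.81, standard error 0.47, adjusted p = 0.793). *Notch2* (ENSMUSG00000027878, chromosome 3 from 98013527 to 98150361) did not pass the test in N2ΔCx3cr1 mice in Ly6C hi (log2 fold change -0.05, standard error 0.12, adjusted p = 0.982), Ly6C lo (log2 fold change 0.20, standard error 0.23, adjusted p = 0.740) or MHCII+ monocytes (log2 fold change -0.63, standard error 0.18, adjusted p = 0.353). The paper's text does not name the deleted exons, so a kept 3′ signal says nothing about the protein. By flow cytometry the paper reports less surface Notch2 in several BM populations of N2ΔCx3cr1 mice, among them mature monocytes, with a partial loss in Ly6C hi monocytes. *Cx3cr1*, whose locus carries the Cre, did not pass the test in Ly6C lo monocytes of N2ΔCx3cr1 mice either (log2 fold change 0.17, standard error 0.19, adjusted p = 0.737).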

(B) Violin plots showing expression of Notch-signaling related genes in monocyte subsets ((1) Ly6C^{hi} Mo1, (2) Ly6C^{hi} Mo2, (3) Ly6C^{int} Mo, (4) MHCII⁺, and (5) Ly6C^{lo} Mo1 subsets defined in **Figure 6B**) from spleen of *N2^{ΔCx3cr1}*, *Rbpj^{ΔCx3cr1}*, or control mice.

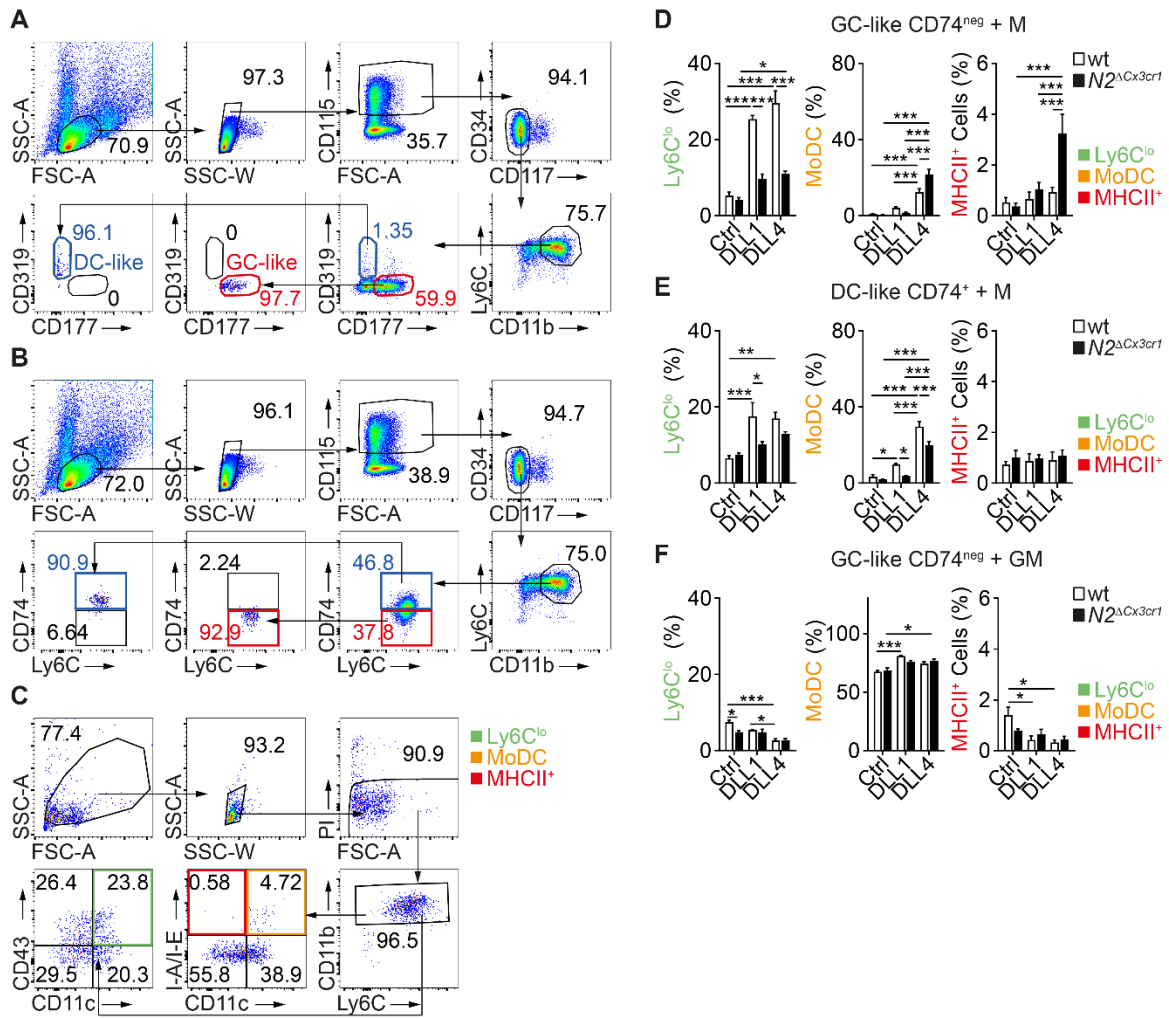

Figure S15. Notch2 controls GC-like and DC-like Ly6^{hi} monocyte conversion *in vitro*, related to Figure 7.

(A) Sorting strategy of CD177⁺CD319^{neg} GC-like (red gate) and CD177^{neg}CD319⁺ DC-like (blue gate) BM Ly6^{hi} monocytes for *in vitro* conversion studies.

(B) Sorting strategy of CD74⁺ GC-like (red gate) and CD74⁺ DC-like (blue gate) BM Ly6^{hi} monocytes for *in vitro* conversion studies.

(C) Flow cytometry gating strategy for analysis of Ly6C^{lo}- (green) and MHCII⁺ (red) monocytes, and MoDCs (orange) developed from GC-like and DC-like BM Ly6^{hi} monocytes *in vitro*.

(D, E) GC-like (D), and DC-like (E) Ly6^{hi} monocytes were sorted from wt or *N2^{ΔCx3cr1}* BM and cultured *in vitro*, in the presence of Ctrl, DLL1 or DLL4 ligands and M-CSF (M). The frequency of Ly6C^{lo} monocytes, MHCII⁺ monocytes, and MoDCs were determined using flow cytometry. Data are shown as mean ± SEM; (D, E) pooled from three experiments (n=5-9).

(F) GC-like Ly6^{hi} monocytes differentiate into MoDC *in vitro* under the influence of GM-CSF (GM). GC-like CD74^{neg} Ly6^{hi} monocytes, sorted from wt or *N2^{ΔCx3cr1}* BM, were cultured *in vitro* in the presence of Ctrl, DLL1 or DLL4 ligands and GM-CSF. The frequency of Ly6C^{lo} monocytes, MHCII⁺ monocytes, and MoDCs were determined using flow cytometry and are shown as mean ± SEM. Representative of two experiments (n=3).

(D-F) * *p*<0.05, ** *p*<0.01, *** *p*<0.001; two-way ANOVA with Bonferroni's multiple comparison test.

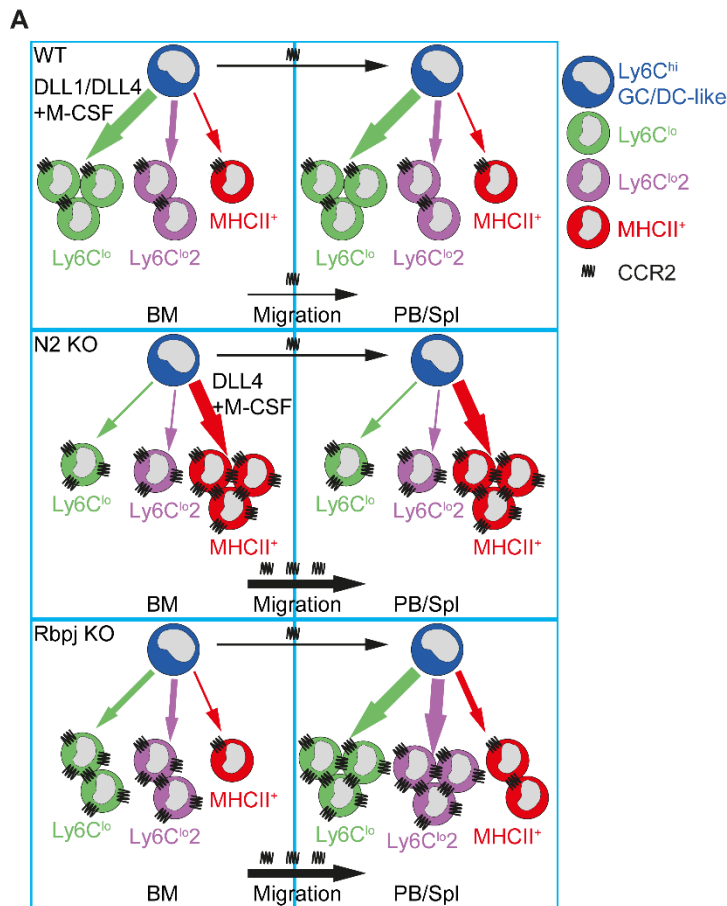

Figure S16. Compartment-specific heterogeneity of monocytes is controlled by Notch signaling.

(A) Under steady-state conditions (top row, WT), Ly6C^{hi} inflammatory monocytes tend to convert towards patrolling Ly6C^{lo} and Ly6C^{lo2} monocytes, which express no or low levels of CCR2 and are 'evenly' distributed in both BM and periphery (PB/Spl). This conversion process is regulated by Notch ligands, DLL1 and DLL4, in the presence of M-CSF *in vitro*.

In the absence of functional Notch2 signaling (middle row, N2 KO), Ly6C^{hi} to Ly6C^{lo}/Ly6C^{lo2} conversion process is diminished, and MHCII⁺ monocytes (Ly6C^{lo}CD11c^{neg}CD43^{neg}MHCII⁺) expand. All these cells upregulate (express) abnormally high levels of CCR2, which might lead to enhanced migration from the BM towards the periphery. Development of MHCII⁺ monocytes from Notch2-deficient Ly6C^{hi} monocytes depends on DLL4 and M-CSF signaling *in vitro*.

In the absence of Rbpj signaling (bottom row, Rbpj KO), Ly6C^{hi}-to-Ly6C^{lo} monocyte conversion is not impaired, however, CD11c^{neg} Ly6C^{lo2} monocytes expand. Both Ly6C^{lo} and Ly6C^{lo2} monocytes express unusually high levels of CCR2 and accumulate in the periphery (PB/Spl). MHCII⁺ monocyte population is also accumulated in the periphery.

Supplementary Tables

Table S1. Cell surface phenotype signatures for identification of distinct mature mononuclear phagocytes used in the study.

Population	Phenotype
Ly6C ^{hi} monocytes	CD45 ⁺ Lin ^{neg} CD117 ^{neg} CD11b ⁺ CD115 ⁺ CX ₃ CR1 ⁺ Ly6C ^{hi} F4/80 ^{lo/-} CD11c ^{neg} I-A/I-E ^{lo/-} CD43 ^{neg}
Ly6C ^{lo} monocytes	CD45 ⁺ Lin ^{neg} CD117 ^{neg} CD11b ⁺ CD115 ⁺ CX ₃ CR1 ⁺ Ly6C ^{lo/-} F4/80 ^{lo/-} CD11c ⁺ I-A/I-E ^{lo/-} CD43 ⁺
Ly6C ^{lo2} monocytes	CD45 ⁺ Lin ^{neg} CD117 ^{neg} CD11b ⁺ CD115 ⁺ CX ₃ CR1 ⁺ Ly6C ^{lo/-} F4/80 ^{lo/-} CD11c ^{neg} I-A/I-E ^{lo/-} CD43 ⁺
MHCII ⁺ monocytes	CD45 ⁺ Lin ^{neg} CD117 ^{neg} CD11b ⁺ CD115 ⁺ CX ₃ CR1 ⁺ Ly6C ^{lo/-} F4/80 ^{lo/-} CD11c ^{neg} I-A/I-E ⁺ CD43 ^{neg}
DC	CD45 ⁺ Lin ^{neg} CD117 ^{neg} CD11b ⁺ CD115 ⁺ CX ₃ CR1 ⁺ Ly6C ^{lo/-} F4/80 ^{lo/-} CD11c ⁺ I-A/I-E ⁺ CD43 ^{neg}
MF	CD45 ⁺ Lin ^{neg} CD117 ^{neg} CD11b ⁺ CD115 ⁺ CX ₃ CR1 ⁺ Ly6C ^{lo/-} F4/80 ^{hi}

Lin: CD3, CD45R/B220, CD19, NK1.1, Ly6G, Ter119, Ly6A/E.

DC – Dendritic cell; **MF** – Macrophage.

Table S2. Cell surface phenotype signatures for identification of distinct myeloid progenitors used in the study.

**Population**	**Phenotype**
CMP	CD45 ⁺ Lin ^{neg} CD34 ⁺ CD117 ⁺ CD135 ⁺ CD11b ^{lo/neg} CD115 ^{neg} CX ₃ CR1 ^{neg} CD16/32 ^{lo} Ly6C ^{neg} CD11c ^{neg} I-A/I-E ^{neg}
CMP2	CD45 ⁺ Lin ^{neg} CD34 ⁺ CD117 ⁺ CD135 ^{neg} CD11b ^{lo/neg} CD115 ^{neg} CX ₃ CR1 ^{neg} CD16/32 ^{lo} Ly6C ^{neg} CD11c ^{neg} I-A/I-E ^{neg}
GMP	CD45 ⁺ Lin ^{neg} CD34 ⁺ CD117 ⁺ CD135 ^{neg} CD11b ^{lo/neg} CD115 ^{neg} CX ₃ CR1 ^{neg} CD16/32 ^{hi} Ly6C ^{neg} CD11c ^{neg} I-A/I-E ^{neg}
GP	CD45 ⁺ Lin ^{neg} CD34 ⁺ CD117 ⁺ CD135 ^{neg} CD11b ^{lo/neg} CD115 ^{neg} CX ₃ CR1 ^{neg} CD16/32 ^{hi} Ly6C ⁺ CD11c ^{neg} I-A/I-E ^{neg}
MDP	CD45 ⁺ Lin ^{neg} CD34 ⁺ CD117 ⁺ CD135 ⁺ CD11b ^{lo/neg} CD115 ⁺ CX ₃ CR1 ⁺ CD16/32 ^{lo} Ly6C ^{neg} CD11c ^{neg} I-A/I-E ^{neg}
cMoP	CD45 ⁺ Lin ^{neg} CD34 ⁺ CD117 ⁺ CD135 ^{neg} CD11b ^{lo/neg} CD115 ⁺ CX ₃ CR1 ⁺ CD16/32 ^{hi} Ly6C ⁺ CD11c ^{neg} I-A/I-E ^{neg}
MDP2	CD45 ⁺ Lin ^{neg} CD34 ⁺ CD117 ^{neg} CD135 ^{neg} CD11b ^{lo/neg} CD115 ⁺ CX ₃ CR1 ⁺ CD16/32 ^{lo} Ly6C ⁺ CD11c ^{neg} I-A/I-E ^{neg}
CDP	CD45 ⁺ Lin ^{neg} CD34 ⁺ CD117 ^{neg} CD135 ⁺ CD11b ^{lo/neg} CD115 ⁺ CX ₃ CR1 ⁺ CD16/32 ^{lo} Ly6C ^{neg} CD11c ^{neg} I-A/I-E ^{neg}
pMo1	CD45 ⁺ Lin ^{neg} CD34 ⁺ CD117 ^{neg} CD135 ^{neg} CD11b ^{lo/neg} CD115 ⁺ CX ₃ CR1 ⁺ CD16/32 ^{hi} Ly6C ^{hi} CD11c ^{neg} I-A/I-E ^{neg}
pMo2	CD45 ⁺ Lin ^{neg} CD34 ^{neg} CD117 ^{neg} CD135 ^{neg} CD11b ^{lo/neg} CD115 ⁺ CX ₃ CR1 ⁺ CD16/32 ^{hi} Ly6C ^{hi} CD11c ^{neg} I-A/I-E ^{neg}

Lin: CD3, CD45R/B220, CD19, NK1.1, Ly6G, Ter119, Ly6A/E.

CMP – Common Myeloid Progenitor; **GMP** – Granulocyte-Monocyte Progenitor; **GP** – Granulocyte Progenitor; **MDP** – Monocyte Dendritic cell Progenitor; **cMoP** – Common Monocyte Progenitor; **CDP** – Common Dendritic cell Progenitor; **pMo** – Pre-monocyte.

Table S3. Subsets of BM cells sorted for scRNA-seq analysis.

Subset	Phenotype	Ratio in the sample
#1 ('Progenitors')	Lin ^{neg} CD115 ⁺ CD11b ^{lo/-} CD34 ⁺ CD117 ⁺	1
#2 ('Pre-monocytes')	Lin ^{neg} CD115 ⁺ CD11b ^{lo/-} CD34 ^{lo/-} CD117 ^{lo/-} Ly6C ^{hi}	1
#3 ('Ly6C ^{hi} monocytes')	Lin ^{neg} CD115 ⁺ CD11b ⁺ CD34 ^{neg} CD117 ^{lo/-} Ly6C ^{hi}	1.5
#4 ('Ly6C ^{lo} cells')	Lin ^{neg} CD115 ⁺ CD117 ^{neg} Ly6C ^{lo/-}	2.75

Lin: CD90.2, CD3, CD45R/B220, CD19, NK1.1, Ly6G, Ter119, Ly6A/E.

Table S4. Mean frequency of converted cell subsets *in vitro*, related to Figure 7.

wt	GC-like CD177 ⁺			DC-like CD319 ⁺		
	Ly6C ^{lo}	MoDC	MHCII ⁺	Ly6C ^{lo}	MoDC	MHCII ⁺
Ctrl	4 ± 0.4	1 ± 0.1	1 ± 0.1	9 ± 1.7	23 ± 2.8	2 ± 0.3
DLL1	23 ± 0.8	4 ± 0.4	1 ± 0.1	21 ± 2.7	40 ± 3.5	1 ± 0.2
DLL4	25 ± 1.5	17 ± 2	2 ± 0.1	19 ± 2.6	49 ± 5.3	1 ± 0.2
<i>N2^{ΔCx3cr1}</i>	GC-like CD177 ⁺			DC-like CD319 ⁺		
	Ly6C ^{lo}	MoDC	MHCII ⁺	Ly6C ^{lo}	MoDC	MHCII ⁺
Ctrl	4 ± 0.6	1 ± 0.2	0.30 ± 0.10	9 ± 1.3	14 ± 3.3	2 ± 0.1
DLL1	7 ± 0.5	4 ± 0.8	1.44 ± 0.24	11 ± 1.7	19 ± 2.5	2 ± 0.2
DLL4	10 ± 0.3	25 ± 2.9	3.60 ± 0.25	13 ± 1.2	34 ± 2.7	2 ± 0.2

GC-like CD177⁺ and DC-like CD319⁺ Ly6C^{hi} monocytes were sorted from wt or *N2^{ΔCx3cr1}* BM and cultured *in vitro* in the presence of Ctrl, DLL1, or DLL4 ligands and M-CSF (+M) and their conversion was analyzed using flow cytometry (See also **Figures 7A and 7B**). The relative frequency of Ly6C^{lo} monocytes, MHCII⁺ monocytes, and MoDCs are shown in the table as mean±SEM. Pooled from four experiments (n=8-12)

Table S5: HTOs for sample multiplexing for scRNA-seq.

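Hashtag oligos are DNA barcodes on antibodies to surface proteins common to mouse cells. Each mouse's cells receive a different barcode before pooling, so a cell can be traced to its mouse by the barcode counted with its transcripts. A droplet with 2 barcodes reveals cells of different mice and is removed.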

**HTO**	**Barcode sequence**
TotalSeq™-A0301 (HTO #A1)	ACCCACCAGTAAGAC
TotalSeq™-A0302 (HTO #A2)	GGTCGAGAGCATTCA
TotalSeq™-A0303 (HTO #A3)	CTTGCCGCATGTCAT
TotalSeq™-A0304 (HTO #A4)	AAAGCATTCTTCACG
TotalSeq™-A0305 (HTO #A5)	CTTTGTCTTTGTGAG
TotalSeq™-A0306 (HTO #A6)	TATGCTGCCACGGTA

Table S6: Primers for QRT-PCR.

**Gene**	**Primer sequence**
<i>Notch2</i>	Forward: AGTGTCAGAGGCCAGCAAGAAGAA<br>Reverse: TGATTGTCGTCCATCAGAGCACCA
<i>Notch1</i>	Forward: TGGAGGTCTCAGTGGCTATAA<br>Reverse: ATTCTGGCATGGGTTAGAAAGA
<i>Hey2</i>	Forward: TGAAGCGCCCTTGTGAGGAA<br>Reverse: TTGTAGCGTGCCCAGGGTAA
<i>Hes1</i>	Forward: CCGGACAAACCAAAGACGGC<br>Reverse: GGAATGCCGGGAGCTATCTTTCT
<i>Cd74</i>	Forward: CGCCCTAGAGAGCCAGAAAG<br>Reverse: AGGAAGTAAGCAGTGGTGGC
<i>H2-Ab1</i>	Forward: TGAAGGAGAGTCCAGGAAACAA<br>Reverse: CGCTCTATAATTTACGACCAGTTG
<i>Mertk</i>	Forward: AGAAGGAGAGTCCAGGAAACAA<br>Reverse: CGCTCTATAATTTACGACCAGTTG
<i>Zbtb46</i>	Forward: AGAGAGCACATGAAGCGACA<br>Reverse: CTGGCTGCAGACATGAACAC

How the deposited data were processed for this re-analysis (not part of the article)

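Single-cell transcripts of sorted BM cells were analysed from 6 mice, 2 control, 2 N2ΔCx3cr1 and 2 RbpjΔCx3cr1, pooled by hashtag oligos in a single lane. The UMI counts are raw counts as deposited by the authors, who aligned reads with Cell Ranger 7.1.0 to mm10 and demultiplexed the hashtags with a workflow based on Seurat 4.0.0 in R 4.0.2, removing hashtag doublets and negative cells. Their methods name the output of Cell Ranger's count step as what was demultiplexed, and also state an aggregation to equal sequencing depth. The authors analysed them with Scanpy 1.9.3. Another pool of the series, of 6 hashtag libraries, has no sample record, and nothing deposited with it ties a library to a genotype. It was filtered and clustered in the same way and compared by no test, and the sentences of the paper on spleen were left without data. RNA velocity was left out, since spliced and unspliced counts were not analysed here. Flow cytometry and the other experiments of the paper were not analysed here either.

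Cells with under 350 genes or over 5% mitochondrial counts were removed, then doublets called by Scrublet as implemented in scanpy 1.11.5 (default threshold, per pool). Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, without *Notch2*, *Rbpj*, *Cx3cr1*, *Hes1* and sex-linked genes, gave 30 principal components, a graph of 15 neighbours and Leiden clusters at resolution 1 (leidenalg 0.10.2, igraph 0.11.9, seed 1). The authors scaled with Scran and corrected with Harmony, and neither was used here. A cluster was named by the fixed marker set with the most members, more than a single one, among its 10 leading genes. Ties, and clusters without such a set, were named by the mean marker score. A cluster stayed unnamed if another set had more members there, or if under 3 of its markers reached 0.5 per 10000 counts. So did a cluster with none of its markers there and a median UMI count under 33.3% of the library median. A cluster with a mean of *Itgax* and *Zbtb46* above 0.5 per 10000 counts was kept out of MHCII+ monocytes, a limit set after the data were seen. MHCII+ monocytes were split on 20 principal components, raising the Leiden resolution from 0.1 in steps of 0.05 until 3 subclusters appeared. The subcluster compared between genotypes was that with the highest mean score of the fixed Ly6C lo and Ly6C hi marker sets that name the clusters. These sets are not limited to the genes that the paper lists.

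For gene tests, UMIs were summed per mouse and class where a mouse had at least 20 cells, and fitted with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test) in R 4.3.3, in a fit of all 6 mice per class with genotype as the sole factor. An adjusted p is from Benjamini-Hochberg over the tested genes of a class, and every adjusted p of a gene or of a share is from edgeR. Shares of cells were tested with edgeR on numbers of cells, with the mouse's monocytes, all its cells or its MHCII+ monocytes as the total. Differences between classes in the change were tested as interactions in a single fit of Ly6C hi, Ly6C lo and MHCII+ monocytes with a term for each mouse. Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01, lists of at least 3 tested genes), adjusted over 100 tests of 17 lists. The other lists written hold genes of B cells, T and NK cells, erythroid cells, basophils and mast cells, megakaryocytes and platelets, and stromal and endothelial cells, and had under 3 tested genes in each class. The tested lists are the Ly6C hi and Ly6C lo signatures, antigen presentation, granule genes, DC-like genes, the factors of Figure S12, the Notch-related genes of Figure S14, canonical Notch targets, chemokine receptors and integrins, interferon response, cell cycle, immediate early genes, lipid and PPAR genes, oxidative phosphorylation, apoptosis, macrophage genes and neutrophil genes. Chromosomes of changed genes were compared by Fisher's exact test. Positions are those of GRCm38. CPM values are means over mice with their SD.

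Depth per mouse was 13911751 to 20729988 UMIs in 2081 to 3425 cells, with a median of 4568 to 6496.5 UMIs per cell. Ly6C lo monocytes were the thinnest class, with 47 to 361 cells per mouse. The method was tested on simulated data. For genes, counts were drawn at random around pooled gene levels, with the depths and fitted spread of the real data. Folds of 2 and 4 were put into those levels. Such counts follow the model that edgeR tests, so the rates below need not hold for the real spread between mice. Of genes changed 2-fold, 81.8% in N2ΔCx3cr1 and 76% in RbpjΔCx3cr1 mice were called in Ly6C hi monocytes, 37.8% and 56.8% in Ly6C lo monocytes, and 64.2% and 66.7% in MHCII+ monocytes. Of genes changed 4-fold, 89.7% to 99.0% were called over all classes and comparisons, and 2.30% to 6.37% of calls were false. A share 4-fold lower was called in 100% of 200 simulated sets, with a call in the unchanged genotype in 8% of them. These sets had a log SD of 0.1 between mice, less than between the RbpjΔCx3cr1 mice, so this power does not carry over to the measured shares. In the test of differences between classes, 124 of 199 genes changed 4-fold were called, with 2 false calls.

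The genes named in the text are up to 10 higher and 10 lower genes per class and mutant with the smallest adjusted p, both mutant mice outside the range of both control mice, the genes the paper names, the targeted genes and the Cre locus, and members of the lists. In the direct comparison of the mutants they were picked from those that passed the test. Samples, tests, lists and alternatives were set before the data were examined, apart from those named as added. The alternatives were DESeq2 1.42.0 in place of edgeR, its size factors, no filter beyond 1 count, cells thinned to 1000 UMIs, fits of only the 2 genotypes compared, each mouse left out, replicate number as a block, resolutions of 0.5 and 2, clustering with the linked genes or without the genes called between genotypes, cells classed 1 by 1 by marker score, no cell filter, a mitochondrial limit of 10%, no doublet removal, 10 principal components or k-means for the subclusters, and camera with an estimated correlation or fry. Added after the data were seen were classes and subclusters without the limit on *Itgax* and *Zbtb46* and Ly6C lo monocytes without cells of over 4000 UMIs. Python 3.11.15 was used with anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scikit-image 0.26.0 and matplotlib 3.10.9.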

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

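The tests of this part were chosen only after the result was seen, apart from the counts of genes changed in pre-monocytes and progenitors and the clustering without the called genes.

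Genes of chromosome 3, where *Notch2* lies, made up 34 of the 269 genes changed in N2ΔCx3cr1 mice in any class, against 530 of 11318 tested (odds ratio 3.08, 95% interval 2.06 to 4.48, Fisher's exact p = 1.2e-07, the highest of the autosomes), with 14 of 41 in pre-monocytes and 12 of 195 in Ly6C lo monocytes (odds ratio 1.29). DNA of another strain beside the targeted allele may explain part of it, and would need the excess seen here. For *Rbpj* on chromosome 5 the same explanation stays open in RbpjΔCx3cr1 mice, with an odds ratio of 1.40 (0.875 to 2.15), 6.24 in Ly6C hi monocytes and 1.14 within 20 Mb of the gene. Chromosome 3 also had the highest odds ratio of the autosomes in RbpjΔCx3cr1 mice (1.88, 95% interval 1.16 to 2.92, Fisher's exact p = 0.00856). Within 20 Mb of *Notch2* it was 2.15 (1.14 to 3.73) in these mice. An excess on chromosome 3 was thus not limited to N2ΔCx3cr1 mice. Loss of the gene in cells that express the Cre stays open, since changes in progenitors were a median 0.822 (chromosome 3, quartiles 0.492 to 1.06) and 0.635 (chromosome 5, 0.384 to 0.911) of those in pre-monocytes, as do reads shared by *Tpm3* and its copy *Tpm3-rs7*, whose sum moved by 0.289 on the log2 scale in Ly6C lo monocytes and less in the other classes.

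Granule genes (among them *Elane*, *Prtn3*, *Mpo* and *Ctsg*) were called lower as a list in Ly6C lo monocytes of both mutants (6 of 8 listed genes fell in N2ΔCx3cr1 and 4 of 8 in RbpjΔCx3cr1 mice, 6 in each when adjusted over the list alone, camera adjusted p = 5.5e-25 and 2.1e-25, and adjusted p = 0.138 with an estimated correlation in both), as were cell cycle genes (4 of 20 and 1 of 20 fell, 4 and 2 when adjusted over the list alone, adjusted p = 2.9e-05 and 2.3e-06, and adjusted p = 0.467 and 0.391 with an estimated correlation). Cells of over 4000 UMIs carried them, with 87.8 granule UMIs per cell in 37 of 629 control cells, 5 in 2 of 140 N2ΔCx3cr1 cells and 27.1 in 7 of 225 RbpjΔCx3cr1 cells. Without these cells, which were left out because they carried the pattern, neither list was called (adjusted p = 0.0639 in N2ΔCx3cr1 and 0.864 in RbpjΔCx3cr1 mice for granule genes, and 0.605 and 0.232 for cell cycle genes). In cells of up to 4000 UMIs, control mice had 0.929 and 0.930 times the granule UMIs per cell of the mutants. Free RNA of a shared lane would reach the droplets of all mice alike, so this ratio cannot decide on it. Free RNA taken up by every droplet stays open in those cells. In the clustering without the called genes, *Elane* and *Prtn3* changed sign in Ly6C lo monocytes of RbpjΔCx3cr1 mice. No test here separates droplets with 2 cells of the same mouse from immature cells that are rarer in the mutants, and no biological explanation was tested.

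A cluster of 150 cells led by *Lyz1*, *Pltp* and *C1qb* held 0.0292% ± 0.0413 (SD, n = 2 mice) of BM cells in control, 1.98% ± 0.835 in N2ΔCx3cr1 and 1.17% ± 1.33 in RbpjΔCx3cr1 mice (log2 fold change 5.68, standard error 1.26, adjusted p = 0.0410 from edgeR in N2ΔCx3cr1 mice, and 4.88, standard error 1.36, adjusted p = 0.0697 in RbpjΔCx3cr1 mice, higher in 2 of 2 mice each, on 0 and 2 control cells). *Pltp* was detected in 90% of its cells and in 8.38% of MHCII+ monocytes, and *Cd74* reached 22571 CPM. Without the called genes, 143 of the 150 fell in a single cluster with 0.155% of control cells, so the split does not rest on those genes. They were called in classes without these cells, so a split made by other changed genes stays open. The median UMI count of the 150 cells was 1.03 times that of MHCII+ monocytes, which argues against droplets with 2 cells of that depth. Cells as thin as Ly6C lo monocytes (median 1660.5 UMIs) could pair without a higher count, so such droplets stay open. A difference between genotypes stays open and was found and tested on the same 6 mice, in which the RbpjΔCx3cr1 cells came mostly from a single mouse (5 and 44).

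The change in N2ΔCx3cr1 mice differed between Ly6C lo and Ly6C hi monocytes in 156 genes (98 higher in Ly6C lo, 58 lower), led by *Ifi27l2a* with a difference of 1.30. In RbpjΔCx3cr1 mice it differed in 26 genes between these classes, led by *Elane* (-1.70) and *S100a4* (0.84). Without Ly6C lo cells of over 4000 UMIs these numbers were 114 and 18, of which 89 and 14 were shared, with *S100a4* at 0.83 in RbpjΔCx3cr1 mice, and *Elane*, *Mpo* and *Prtn3* did not pass in either mutant. Between MHCII+ and Ly6C hi monocytes, 2 genes differed in N2ΔCx3cr1 mice, *Chil3* (1.88) and *Cd74* (-0.84). Those classes differed in 17 genes in RbpjΔCx3cr1 mice, with *Cd74* at -1.10 and *Hmgb2* at 0.60. Between Ly6C lo and MHCII+ monocytes, 138 genes differed in N2ΔCx3cr1 mice. In RbpjΔCx3cr1 mice 35 genes did, led by *Crip1* (0.82) and *Ifitm3* (0.67), and without those cells 93 and 27 did. Pre-monocytes, which the paper does not compare by gene, changed in 41 genes in N2ΔCx3cr1 and 85 in RbpjΔCx3cr1 mice. Progenitors changed in 66 genes in N2ΔCx3cr1 and 189 in RbpjΔCx3cr1 mice.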

How the results depend on the processing

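The fits and subclusters without the limit on *Itgax* and *Zbtb46* and the fits without Ly6C lo cells of over 4000 UMIs were chosen only after the result was seen. Why a setting moved a number was not tested, and the cause was not tested in any case below. Numbers of changed genes are given for N2ΔCx3cr1 against control, RbpjΔCx3cr1 against control and N2ΔCx3cr1 against RbpjΔCx3cr1. At the settings of the text they are 8, 20 and 20 in Ly6C hi, 195, 24 and 34 in Ly6C lo and 11, 47 and 37 in MHCII+ monocytes, and 41 and 85 in pre-monocytes and 66 and 189 in progenitors for the mutants against control.

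With DESeq2 they were 7, 9 and 8 in Ly6C hi, 46, 5 and 3 in Ly6C lo and 2, 19 and 10 in MHCII+ monocytes, 10 and 24 in pre-monocytes and 23 and 53 in progenitors. Genes that lost the call under DESeq2 include *Apoe* in Ly6C lo monocytes and *Batf3* in Ly6C hi monocytes. With cells thinned to 1000 UMIs they were 4, 12 and 6, 75, 7 and 13, 8, 29 and 22, 8 and 11, and 10 and 14 in the same order. Without a filter beyond 1 count they were 31, 45 and 56, 164, 30 and 36, 27, 71 and 60, 71 and 162, and 102 and 261. In the clustering without the called genes they were 13, 17 and 21, 106, 10 and 8, 7, 32 and 14, 42 and 76, and 50 and 211. In fits of only the 2 genotypes compared they were 10, 21 and 13, 163, 36 and 33, 20, 25 and 27, 68 and 137, and 117 and 189. Size factors of DESeq2 left all 13 numbers within the limits set for a change.

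Leaving out each mouse in turn, with a lone mouse taken to vary like the other groups, gave 6 to 12, 10 to 26 and 13 to 39 genes in Ly6C hi, 74 to 226, 17 to 36 and 11 to 45 in Ly6C lo and 4 to 32, 23 to 85 and 13 to 70 in MHCII+ monocytes, 13 to 75 and 15 to 167 in pre-monocytes and 20 to 126 and 89 to 370 in progenitors. The share of Ly6C lo monocytes had log2 fold changes of -2.19 to -1.58 in N2ΔCx3cr1 and -1.89 to -0.28 in RbpjΔCx3cr1 mice. Among 48 such fits of shares, 45 left the call as it was. The other 3 added a call for Ly6C lo monocytes, in N2ΔCx3cr1 mice without either RbpjΔCx3cr1 mouse and in RbpjΔCx3cr1 mice without their replicate 1, at -1.89. Genes that lost the call without a single mouse include *Batf3* in Ly6C hi, *Id2*, *Bcl2*, *Zeb2* and *Cd300e* in Ly6C lo and *H2-Eb1* in MHCII+ monocytes.

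With the replicate number as a block, 53 genes differed between the mutants in Ly6C lo monocytes, 22 changed in MHCII+ monocytes of N2ΔCx3cr1 mice and 102 in their progenitors, and the other 10 numbers were within the limits set for a change. The replicate numbers are shared labels and pair no mice, as deviations of mice with the same number correlated at -0.0166 to 0.0410.

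For the share of BM monocytes that are Ly6Clo monocytes, N2ΔCx3cr1 vs control, the log2 fold change was -2.67 (adjusted p = 0.0406) at resolution 0.5 and -1.81 (adjusted p = 0.0159) in the clustering without the called genes, against -1.84 and a range of adjusted p from 0.00112 to 0.364 over its alternatives. In the test over the 4 classes, each other choice of classes, cells or totals left the calls of the 8 shares as they were. The chosen MHCII+ subcluster had no call with 10 principal components, k-means, the replicate block, a mouse left out or the limit on *Itgax* and *Zbtb46* lifted, the settings run for it. With the cluster led by *Lyz1* counted as MHCII+ monocytes, 34 genes changed there in N2ΔCx3cr1 mice, and *H2-Aa* (-0.21), *H2-Eb1* (-0.11) and *Tmem176a* (-0.49) did not pass in RbpjΔCx3cr1 mice. Resolution 0.5 gave 17 clusters of the other pool. Of 33 calls of gene lists, 0 remained with an estimated correlation and 0 with fry, at 33 by camera with the preset value.

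Single genes changed sign in 5 cases. Without Ly6C lo cells of over 4000 UMIs, *Ctsg* was 0.095 in N2ΔCx3cr1 and *Prtn3* 0.042 in RbpjΔCx3cr1 mice. In the clustering without the called genes, *Elane* was 0.025 and *Prtn3* 0.10 in Ly6C lo monocytes and *Lyz1* -0.41 in MHCII+ monocytes of RbpjΔCx3cr1 mice. Numbers of genes in Ly6C lo monocytes without those cells were 170, 20 and 40, of which 125 in N2ΔCx3cr1 and 13 in RbpjΔCx3cr1 mice were shared with those of the text. Numbers of genes whose change differs between Ly6C lo and other monocytes stayed within the limits set for a change without those cells.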

Differences from the paper's values

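Among the tests of this part, those with the limit on *Itgax* and *Zbtb46* lifted were chosen only after the result was seen, as was the limit itself. The paper's limits on cells and its resolution were used, and its Scran scaling and Harmony correction were not. Scrublet called 4 doublets in BM, against 29 in the paper. None of the alternatives set before the data were examined changes the doublet caller, so the gap was not closed by any setting run. The other pool had 80 doublets against the paper's 82 for spleen.

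The paper's text gives a total of 958 cells over the mitochondrial limit, while its own parts of 660 and 288 add up to 948, the sum found here. The numbers of cells under 350 genes (5 and 191) match.

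The paper states that the MHCII+ subcluster with Ly6C lo and Ly6C hi genes was larger in N2ΔCx3cr1 mice. Here the subcluster was chosen by the marker sets that name the classes, not by the paper's genes alone. It had a log2 fold change of -0.14 in N2ΔCx3cr1 mice, and k-means, set as an alternative, gave 0.14. Over the genotypes, its normalized shares were 37.1%, 32.9% and 30.0% in control, N2ΔCx3cr1 and RbpjΔCx3cr1 mice, against about 25%, 47% and 28% in Fig. 5F, read by eye. With k-means they were 27.0%, 29.4% and 43.5%. The limit kept 150 cells out of the class. *Itgax*, which the paper describes as lacking in its MHCII+ subgroups, was detected in 40% of these cells. With them counted, 141 lay in a subcluster of their own, led by *Lyz1*, that was larger in N2ΔCx3cr1 mice, the direction of the paper (log2 fold change 4.56, adjusted p = 0.0366 from edgeR), and the chosen subcluster was at -0.16. Which of these the paper's subcluster 3 holds was not tested.

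For MHCII+ monocytes the paper states an increase in N2ΔCx3cr1 mice. The value here has the same direction (0.07) and did not pass the test, with normalized shares of 33.6%, 35.3% and 31.1% against about 32%, 40% and 28% in Fig. 5C, read by eye. For the share of BM monocytes that are MHCII+ monocytes, N2ΔCx3cr1 vs control, counting the 150 cells gave 0.27 (adjusted p = 0.499), which is nearer to the paper and did not pass either. For Ly6C lo monocytes the normalized shares were 54.9%, 15.2% and 30.0% against about 53%, 18% and 29% in Fig. 5C, read by eye. The RbpjΔCx3cr1 value averages mice at 13.2% and 4.31% of monocytes, so it depends on which of them are kept. The paper states no test for these shares.

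The paper states that low levels of *Cd209a* and *Flt3* in a minority of cells set its MHCII+ subcluster 3 apart. Here *Cd209a* was found in 74.1% to 80.9% and *Flt3* in 19% to 33.6% of cells of each subcluster. In the 150 cells that the limit kept out, more frequent in N2ΔCx3cr1 mice, *Cd209a* was found in 49.3%, *Flt3* in 6.67% and *Spn* in 11.3% of cells, each lower than in the subclusters. Of the 26 genes with which the paper names its monocyte classes, 21 were highest in that class by CPM. *Spn*, which the paper states as absent from that subcluster, was detected in 13.1% of cells of the subcluster chosen here, against 15.4% of Ly6C hi and 34.9% of Ly6C lo monocytes.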

Other observations

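The tests of shares of single clusters were chosen only after the result was seen, and the gene and list tests were planned.

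No gene list was tested in progenitors or pre-monocytes, so the genes below stand for themselves. In progenitors of N2ΔCx3cr1 mice the endoplasmic reticulum chaperone gene *Hsp90b1* rose from 686 ± 9.03 to 837 ± 12.2 CPM (mean ± SD, n = 2 mice each; log2 fold change 0.29, standard error 0.04, adjusted p = 9.1e-06 from edgeR), with *Hspa5* (0.31, adjusted p = 2.2e-05), *Sdf2l1* (0.28, adjusted p = 4.8e-04) and *Creld2* (0.52, adjusted p = 0.00130). In progenitors of RbpjΔCx3cr1 mice *Hspa5* (0.33, adjusted p = 5.1e-06), *Hspd1* (0.32, adjusted p = 4.2e-06) and *Hsp90aa1* (0.32, adjusted p = 7.6e-07) rose. In the same cells the lysozyme gene *Lyz2* fell from 1575 ± 44.9 to 1154 ± 3.87 CPM (log2 fold change -0.45, standard error 0.04, adjusted p = 5.1e-10), and *Fcgr3* (-0.49, adjusted p = 3.2e-06) and *S100a11* (-0.31, adjusted p = 4.6e-06) lower. In RbpjΔCx3cr1 pre-monocytes the chemokine gene *Ccl9* (-0.60) and *Fcgr3* (-0.46) fell. Each of these genes was outside the range of the control mice in 2 of 2 mutant mice, which was part of the rule for naming genes. In all, 38 genes rose and 28 fell in N2ΔCx3cr1 progenitors and 92 rose and 97 fell in RbpjΔCx3cr1 progenitors, of 11073 tested. In pre-monocytes 26 rose and 15 fell in N2ΔCx3cr1 and 42 rose and 43 fell in RbpjΔCx3cr1 mice, of 10466 tested.

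Dividing DC/Pre-DC (692 cells, with *Mxd3*, *Ube2c* and *Cenpf* among the leading genes) took 3.24% ± 0.0381 (SD, n = 2 mice) of BM cells in control, 5.35% ± 0.447 in N2ΔCx3cr1 and 5.78% ± 0.917 in RbpjΔCx3cr1 mice (log2 fold changes 0.72 and 0.83, adjusted p = 0.0875 and 0.0697 from edgeR over 17 clusters, higher in 2 of 2 mice each). Ly6C hi monocytes led by *Cxcl10*, *Ifit3* and *Rsad2*, an interferon response, took 0.981% ± 0.43, 1.40% ± 0.0571 and 0.436% ± 0.345 (0.47 and -1.18, adjusted p = 0.645 and 0.214). Neither passed the test.

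Interferon genes rose as a list in Ly6C lo monocytes of N2ΔCx3cr1 mice (4 of 11 rose, among them *Ifi27l2a* and *Ifi204*, 7 did not pass, 6 rose when adjusted over the list alone, median 0.89, camera adjusted p = 2.9e-09, and adjusted p = 0.243 with an estimated correlation). The list was also called higher in RbpjΔCx3cr1 Ly6C lo monocytes (1 of 11 rose, median 0.32, camera adjusted p = 0.00383, and adjusted p = 0.386 with an estimated correlation). None of the 25 genes tested in Ly6C hi monocytes passed on its own, and camera called the list higher in N2ΔCx3cr1 (0 of 25 when adjusted over the list alone, median 0.14, adjusted p = 0.00731, and adjusted p = 0.781 with an estimated correlation) and lower in RbpjΔCx3cr1 mice (5 fell when adjusted over the list alone, median -0.17, adjusted p = 4.7e-05, and adjusted p = 0.730 with an estimated correlation). The Ly6C hi class includes the cells led by *Cxcl10*, *Ifit3* and *Rsad2*. Their share moved in the same directions (0.47 and -1.18, neither past the test), and the list was not tested without them. In MHCII+ monocytes of N2ΔCx3cr1 mice the list was called higher with 0 of 23 genes past the test, also when adjusted over the list alone (median 0.13, adjusted p = 0.00168, and adjusted p = 0.569 with an estimated correlation). Genes of lipid handling and PPAR were called lower as a list in N2ΔCx3cr1 Ly6C lo monocytes (3 of 12 fell, 4 fell and 1 rose when adjusted over the list alone, median -0.44, camera adjusted p = 4.7e-05, and adjusted p = 0.265 with an estimated correlation).

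In Ly6C hi monocytes the Ly6C hi signature was called lower in N2ΔCx3cr1 (1 of 17 fell, 3 when adjusted over the list alone, median -0.06, adjusted p = 6.0e-08, and adjusted p = 0.265 with an estimated correlation) and RbpjΔCx3cr1 mice (1 of 17 fell, 1 rose and 7 fell when adjusted over the list alone, median -0.15, adjusted p = 1.3e-04, and adjusted p = 0.386 with an estimated correlation). Antigen presentation was called higher in both (0 of 8 genes passed, and 1 rose when adjusted over the list alone in each, median 0.40 and 0.28, adjusted p = 2.8e-04, and adjusted p = 0.492 with an estimated correlation). Granule genes were called lower in N2ΔCx3cr1 (1 of 11, median -0.06, adjusted p = 8.0e-09, and adjusted p = 0.391 with an estimated correlation) and in RbpjΔCx3cr1 mice, where the median of 0.03 has the other sign (1 of 11, adjusted p = 0.0431, and adjusted p = 0.730 with an estimated correlation). The member that fell over all genes is *Chil3* of chromosome 3 in each of these tests. In RbpjΔCx3cr1 mice the factors of Figure S12 were called higher (1 of 35 rose, *Batf3*, and 4 when adjusted over the list alone, adjusted p = 0.0394, and adjusted p = 0.386 with an estimated correlation), and cell cycle genes lower with 0 of 27 past the test, also when adjusted over the list alone (median -0.14, adjusted p = 0.0201, and adjusted p = 0.781 with an estimated correlation). Oxidative phosphorylation was called lower with 0 of 25 past the test and 1 when adjusted over the list alone (median -0.03, adjusted p = 0.0411, and adjusted p = 0.730 with an estimated correlation).

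In MHCII+ monocytes cell cycle genes were called higher as a list in RbpjΔCx3cr1 mice (1 of 26 rose, 4 when adjusted over the list alone, median 0.40, camera adjusted p = 4.9e-06, and adjusted p = 0.386 with an estimated correlation). The list was also called higher in N2ΔCx3cr1 mice, with 0 of 26 past the test, also when adjusted over the list alone (median 0.25, adjusted p = 0.0210, and adjusted p = 0.492 with an estimated correlation). Immediate early genes were called lower as a list in RbpjΔCx3cr1 mice (1 of 15 fell, camera adjusted p = 8.3e-04, and adjusted p = 0.467 with an estimated correlation). In N2ΔCx3cr1 mice the genes of Figure S14 were called lower (0 of 11 passed, and 2 fell when adjusted over the list alone, adjusted p = 0.0203, and adjusted p = 0.386 with an estimated correlation), as were canonical Notch targets, with 0 of 11 past the test, also when adjusted over the list alone (median -0.34, adjusted p = 0.0480, and adjusted p = 0.467 with an estimated correlation). The remaining tests of these lists, and those of chemokine receptors and integrins, apoptosis, macrophage genes and neutrophil genes, had adjusted p above 0.05. The lists of other cell types named as untested gave no result.

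The 6 libraries of the other pool of the series have no sample record. The series describes pools of spleen and of bone marrow, and this pool's 191 cells under 350 genes and 288 cells over 5% mitochondrial counts equal the paper's numbers for spleen. It kept 9268 cells in 26 clusters, with 876 to 1798 cells and 3660154 to 10037798 UMIs per library. Ly6C hi monocytes made up 1924 cells (17.5% to 24% of a library), Ly6C lo monocytes 996, cells between them 676 and pre-monocytes 496. The class of cells between exists only at resolution 1, as 0 clusters took that name at 0.5 and at 2. *Ly6c2* had a median of 998 (843 to 1249) CPM (range over 6 libraries) in Ly6C hi, 486 (359 to 532) in the cells between and 37.1 (4.82 to 89.8) in Ly6C lo monocytes, and *Apoe* 1544 (1162 to 2035), 2123 (1225 to 2873) and 5219.9 (4285 to 7021). *Gngt2* reached 1346 (1234 to 1718) and 1779.8 (1165 to 2175) in the latter classes. No cluster was named MHCII+ monocytes. That name was subject to the limit on *Itgax* and *Zbtb46* set after the data were seen, which was not lifted for this pool. The limit kept the name from the cluster of 682 cells described next. That cluster had 4 markers of a barred set among its 10 leading genes and was left unnamed. A cluster of 682 cells led by *Cd209a*, *Clec10a* and *Mgl2* carried *Cd74* at 20382 (18945 to 23613), *Flt3* at 188 (177 to 259) and *Itgax* at 76.8 (71.9 to 133). Another, of 226 cells, carried *Cd74* at 21941 (19952 to 25286) and *Itgax* at 245 (189 to 316).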
